# YTHDF2 suppresses the plasmablast genetic program and promotes germinal center formation

**DOI:** 10.1016/j.celrep.2022.110778

**Published:** 2022-05-06

**Authors:** Amalie Grenov, Hadas Hezroni, Lior Lasman, Jacob H. Hanna, Ziv Shulman

**Keywords:** germinal center, B cells, antibodies, YTHDF, plasma cells, m6A, mRNA, epigenetics, post-transcriptional

## Abstract

Antibody-mediated immunity is initiated by B cell differentiation into multiple cell subsets, including plasmablast, memory, and germinal center (GC) cells. B cell differentiation trajectories are determined by transcription factors, yet very few mechanisms that specifically determine early B cell fates have been described. Here, we report a post-transcriptional mechanism that suppresses the plasmablast genetic program and promotes GC B cell fate commitment. Single-cell RNA-sequencing analysis reveals that antigen-specific B cell precursors at the pre-GC stage upregulate YTHDF2, which enhances the decay of methylated transcripts. Ythdf2-deficient B cells exhibit intact proliferation and activation, whereas differentiation into GC B cells is blocked. Mechanistically, B cells require YTHDF2 to attenuate the plasmablast genetic program during GC seeding, and transcripts of key plasmablast-regulating genes are methylated and bound by YTHDF2. Collectively, this study reveals how post-transcriptional suppression of gene expression directs appropriate B cell fate commitment during initiation of the adaptive immune response.

## Highlights

• scRNA-seq of antigen-specific B cells reveals differentiation trajectories
• YTHDF2 is expressed by early-responding B cells and facilitates germinal center seeding
• YTHDF2 binds mRNAs of plasma cell-associated genes and suppresses their expression
• Germinal center formation does not depend on YTHDF1 and YTHDF3

## Introduction

The adaptive immune response has the capacity to generate protective antibodies and long-lasting immunological memory, which provides a rapid response to recurrent pathogen exposures (Ahmed and Gray, 1996; Tarlinton and Good-Jacobson 2013; Cyster and Allen, 2019). Activation of naive B cells with cognate antigen combined with signals from T follicular helper (Tfh) cells leads to the development of plasmablasts (PBs), memory, and germinal center (GC) B cells (Shlomchik and Weisel, 2012). Typically, the first wave of antibodies elicited against an invading pathogen consists of germline-encoded class-switched and unswitched immunoglobulins produced by short-lived antibody-secreting cells (Elsner and Shlomchik, 2020). Long-lived immunoglobulin M (IgM) and class-switched memory cells also arise at the early stages of the response (Good-Jacobson and Tarlinton, 2012; Taylor et al., 2012; Weisel et al., 2016; Pritchard and Pepper, 2018). In parallel, GC B cells differentiate from rapidly proliferating B cell subsets and form cell clusters in the center of the lymph node follicle 5–7 days after exposure to immune stimulation. The GC structures persist for several weeks to months, depending on the nature of the pathogen or vaccination, and generate long-lived memory and plasma cells (PCs) that typically carry mutated high-affinity immunoglobulins (Victora and Nussenzweig, 2012).

Regulation of the developmental dichotomy between GC B cells and antibody-secreting cells (ASCs, defined as either PBs or PCs) has been extensively studied (Oracki et al., 2010; Tellier and Nutt, 2019). Differentiation of antigen-specific B cells that encountered a cognate antigen to plasma and GC cells, and stabilization of alternative gene programs are dependent on the silencing of reciprocal fate-inducing transcripts, which is mediated by BLIMP1 and BCL6 (Nutt et al., 2011). IRF4 has a dual role in B cell fate commitment as it promotes both the formation of PBs as well as GC B cell fate (Klein et al., 2006). In a model known as “kinetic control” (Ochiai et al., 2013), it was suggested that intermediate levels of IRF4 promote B cell differentiation into GC B cells, whereas sustained high expression levels promote the formation of PCs through enhanced transcription of PC-related genes, including *Prdm1*, encoding BLIMP1 (Cook et al., 2020).

Post-transcriptional events and RNA-binding proteins (RBPs) such as hnRNPLL, PTBP1, Hur, and ELAV1 play key roles in supporting B cell activation and GC formation (Diaz-Muñoz et al., 2015; Díaz-MonzónCasanova et al., 2018; Chang et al., 2015; Díaz-Muñoz and Turner, 2018). Most of these factors regulate essential biological processes in B cells, including cell cycle, cell metabolism, and RNA splicing rather than specific cell fate decisions (Díaz-Muñoz and Turner, 2018). During transcription, nascent mRNAs are modified by a methyltransferase, which adds a methyl group on adenosines (m^6^A) at consensus sites (Shulman and Stern-Ginossar, 2020). The YTHDF protein family consists of three paralogs, all of which harbor a YTH motif that directly interacts with methylated mRNAs (Zaccara et al., 2019). Although several functions were suggested, the primary role of YTHDFs is to suppress gene expression by enhancing the degradation of methylated mRNA in the cytoplasm (Ivanova et al., 2017; Zaccara et al., 2019). This mechanism supports several essential biological processes in B cells (Zheng et al., 2020; Grenov et al., 2021), but whether it has a role in cell fate commitment has remained unclear. Furthermore, a comprehensive investigation of the functions of each YTHDF paralog in the immune system has not been conducted.

Here, using single-cell RNA sequencing (scRNA-seq) and transgenic mice, we found that YTHDF2 suppresses the PB genetic program and promotes GC formation during the early phases of the B cell immune response. Other YTHDF paralogs, which are expressed at lower levels, mildly modulate B cell gene programs and do not show functional redundancy with YTHDF2.

## Results

### YTHDF2 is expressed by antigen-specific B cells at the pre-GC stage

We wished to investigate mechanisms and gene programs that support B cell fate decisions after the initial antigen encounter but prior to GC formation. To this end, we examined B cell subpopulations during the early stages of the immune response using scRNA-seq. In a polyclonal immune response, the fraction of responding antigen-specific B cells in reactive lymph nodes is very small, and enrichment based on typical activation markers might not capture all of the emerging B cell subsets. To overcome these limitations and capture all of the responding B cells, we adoptively transferred TdTomato^+^ B cells that carry a 4-hydroxy-3-nitrophenyl (NP)-specific B cell receptor (BCR) (B1-8^hi^) (Shih et al., 2002) into wild-type (WT) mice, followed by immunization with NP-KLH. 

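Single-cell transcripts were counted by droplet sequencing (10x Genomics) of transferred B1-8hi B cells on day 5 after immunization. The library pooled cells of 3 CD23-DF2+/+ mice, examined here on their own, with cells of 4 CD23-DF2fl/fl mice, and each mouse carried its own hashtag antibody. The authors aligned reads to GRCm38 (mm10) with Cell Ranger, kept cells with at least 200 genes and at most 10% mitochondrial UMI, assigned cells to mice with HTODemux, and clustered them in Seurat after SCTransform with cell cycle scores regressed out. The deposited UMI counts were taken through the same steps, with 30 principal components and a clustering resolution of 0.8. Of 15950 barcodes, 14398 passed the filters, 2849 of these were doublets of different hashtags and 100 carried none. Doublets of cells from the same mouse carry a single hashtag and were not removed. The CD23-DF2+/+ mice gave 6246 cells (1510, 2488 and 2248 per mouse). Their median depth per mouse ranged from 5574.5 to 12757.5 UMI per cell (median of the 3 mice, 10686.5), and their total from 12085946 to 35361387 UMI.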

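Clusters were named by marker lists set in advance: *Ighd*, *Fcer2a*, *Sell* and *Klf2* among others for naive-like cells, *Myc*, *Cd86*, *Ncl* and *Npm1* for pre-GC-like cells, *Bcl6*, *Aicda* and *S1pr2* for early GC-like cells, *Ccr6* and *Cd38* for eMBC-like cells, and *Irf4*, *Xbp1* and *Prdm1* for plasmablast-like cells. In the CD23-DF2+/+ mice, 1875 cells were naive-like, 297 pre-GC-like, 2811 early GC-like, 675 eMBC-like and 430 plasmablast-like, and 158 cells, a mean share of 2.62%, lay in clusters that no list named. The lists define the classes, so the level of a marker in its own class is not a result. Because cells of a mouse are not independent, UMI were summed per mouse and class for every comparison, and genes were tested in edgeR with the mouse as a block. Depth differed between classes, from a median of 2777 UMI per naive-like cell to 24992 per plasmablast-like cell, and levels per cell were therefore also read after each cell was thinned to 2000 UMI.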

After 5 days and before GC formation, single-cell suspensions from popliteal lymph nodes of three mice were labeled with anti-CD45 antibodies linked to Cell Hashing barcodes, mixed together, and subjected to scRNA-seq as a single pooled sample. Using uniform manifold approximation and projection (UMAP) dimensionality reduction analysis of 6,263 individual cells, we identified six clusters, which were annotated based on their gene expression signatures (Figures 1A, 1B, and S1A). Similar clustering of cells from three individual mice was confirmed, and the data were pooled and examined as a single sample (Figure S1B). One cluster was characterized by high expression levels of *Igkc* and *Ighd* and low levels of *Iglc1*, and since the NP-specific cells express Igλ in B1-8^hi^ transgenic mice (Shih et al., 2002), this cluster was defined as naive B cells that did not respond to the antigen (Figures 1B, 1C, and S1C). Two clusters displayed high levels of *Fas*, *Cd86*, and the GC transcription factor, *Bcl6*, suggesting that these cells were in the process of differentiating into GC B cells (Figures 1B, 1C, and S1D). We also identified a discrete cluster of early PBs expressing high levels of typical PC genes, including *Irf4* and *Xbp1* (Figures 1B and S1D). Another cluster expressed the activation markers *Cd86* and *Fas* as well as high levels of the chemokine receptor *Ccr6*, which is typical of early-forming memory cells (eMBCs) (Figures 1B and S1D) (Schwickert et al., 2011; Taylor et al., 2012; Glaros et al., 2021; Bhattacharya et al., 2007; Laidlaw et al., 2020; Elgueta et al., 2015). Finally, one cluster expressed *Cd86* and *Fas* but lacked markers of GCs and was thus defined as pre-GC cells. Notably, cells in this cluster also expressed high levels of the transcription factor *Myc*, which is essential for early B cell responses and GC seeding, by promoting the transition from G_0_/G_1_ to S phase (Figure 1B) (Calado et al., 2012; Dominguez-Sola et al., 2012). Gene signatures extracted from RNA-seq datasets of purified cell populations were used to validate the cell assignments of each cluster (Figures 1C and S1D). As expected, cell-cycle analysis demonstrated that naive cells and eMBCs are mostly non-cycling cells, whereas some of the pre-GC and most of the early-GC B cells are actively proliferating (Figure 1D). 

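In the CD23-DF2+/+ mice, transcripts of S phase genes (36 measured, such as the replicative helicase subunits *Mcm2* to *Mcm7*) had a median log2 fold change over naive-like cells of 3.35 in early GC-like cells, 2.93 in plasmablast-like cells, 2.32 in pre-GC-like cells and 0.54 in eMBC-like cells. For the 35 genes of G2 and mitosis the medians were 4.46, 4.24, 2.94 and 2.00 in the same order. In early GC-like cells the adjusted p from camera was 3.2e-19 for the S phase list and 1.0e-22 for the mitosis list, and 0.186 for each with an estimated correlation. The share of cells called S or G2/M was 88.2% ± 6.15 (SD, n = 3 mice) of early GC-like, 75.4% of plasmablast-like, 34.4% ± 10.1 of pre-GC-like, 9.81% of eMBC-like and 0.627% of naive-like cells. After thinning to 2000 UMI per cell the same shares were 89.2%, 74.8%, 37.8%, 11.2% and 1.95%, so that depth accounts for little of the order of the classes. A phase call reads free RNA as well as a cell's own transcripts, and this part of it was not measured. *Mki67* and *Top2a* are on the mitosis list and are also among the markers that name early GC-like clusters. The level of that list in early GC-like cells, and their share called S or G2/M, are therefore partly tied to the naming.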

Placement of cells along possible developmental trajectories using pseudo-temporal ordering predicted that the pre-GC cluster was likely to give rise to GC B cells as well as the eMBC cell subset (Figure 1E). In agreement with a recent study showing that differentiation to PBs takes place as early as day 2.5 (Glaros et al., 2021), the PB cluster was well separated from the other clusters at day 5, and PB-differentiating cells were not observed (Figure 1A). Analysis of the expression of several lineage marker genes as a function of pseudotime confirmed that the expression of GC markers increases during cell differentiation to early-GC cells (Figure S1E). Thus, using scRNA-seq, we were able to identify pre-GC and early-GC B cells with the capacity to form mature GCs.

**Figure 1:**
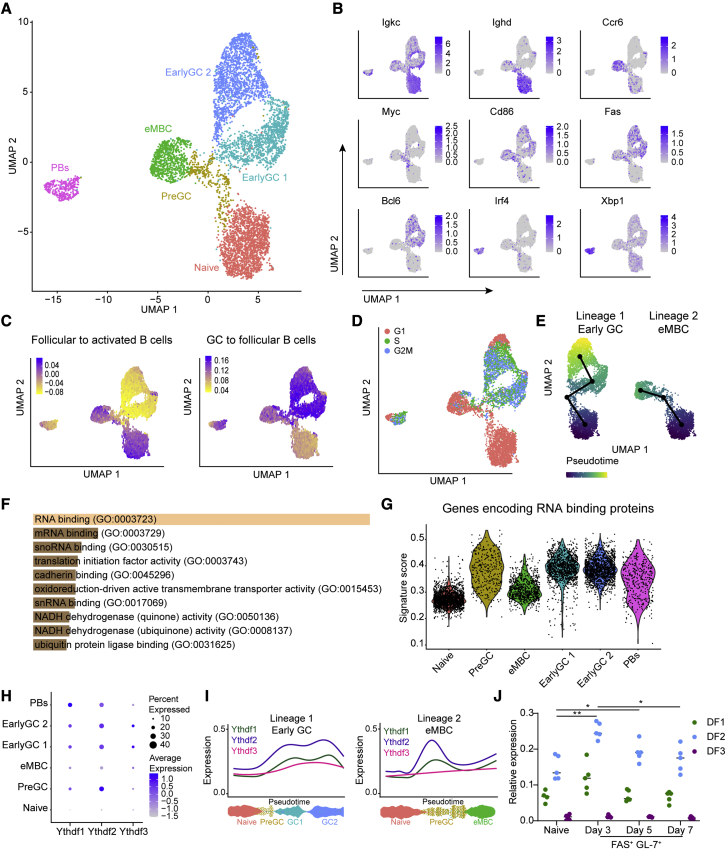
YTHDF2 is upregulated upon B cell activation prior to GC seeding (A) Single-cell RNA-seq of transferred B1-8^hi^ B cells pooled from three mice 5 days after immunization. UMAP projections of scRNA-seq profiles of 6,263 cells. Clusters in the UMAP plots are color coded according to different cell populations. (B) Two-dimensional embedding as in (A) colored to represent the weight of genes associated with distinct cell clusters. (C) UMAP projections of signature scores. Each signature consists of genes that are upregulated (fold change > 2, adjusted p < 0.05) in the indicated cell populations. Gene Expression Omnibus accession numbers GEO: GSE174394 and GSE60927 were used. (D) Cell-cycle phase assignment of single cells based on gene expression. (E) Pseudotime analysis of B cell differentiation trajectories analyzed using Slingshot R package. (F) Molecular function GO terms enriched in genes whose expression is significantly upregulated in pre-GC compared with the naive and eMBC cell clusters. Terms are ordered based on p value ranking. (G) Violin plots of the distribution of RBP gene signature scores in different cell clusters. (H) Dot plot representation of *Ythdf1/2/3* expression arranged by average expression and percent expression per cluster. (I) Expression of *Ythdf1/2/3* along the B cell differentiation trajectories defined in (B), (C), and Figure S1D. (J) qRT-PCR of Ythdf1/2/3 expression in sorted FAS^+^ GL-7^+^ B1-8^hi^ transferred B1-8^hi^ B cells 3–7 days after immunization. Two to three primer pairs per gene were used to measure Ythdf expression. Plot shows average expression relative to a reference gene, Ubc. Data were pooled from five mice from two independent experiments. Lines indicate average mRNA expression. Statistical significance was tested by two-way ANOVA followed by Tukey’s multiple comparisons test. ^∗^p < 0.05, ^∗∗^p < 0.01; ns, not significant.

To identify molecular mechanisms that may direct early B cell commitment to GC B cells, we performed an enrichment analysis of genes that are highly expressed in the pre-GC cluster compared with both to the naive and eMBC clusters. 

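Of 10954 genes tested in the 3 CD23-DF2+/+ mice, 1804 were higher in pre-GC-like cells than in both naive-like and eMBC-like cells at an adjusted p of 0.05 or less in edgeR. Among 370 measured genes of RNA-binding protein families (a list by family name, such as *Hnrnp*, *Srsf*, *Eif*, *Ddx* and *Nop* genes, not a gene ontology term), 177 were higher in both comparisons, or 47.8%, against 15.4% of the other tested genes. The odds ratio was 5.05 (95% interval 4.06 to 6.27; adjusted p = 4.7e-45, Fisher's exact test, with the 10954 genes as background). Beside genes of ribosome assembly, these included the cold-shock domain protein gene *Ybx3* (log2 fold change over naive-like cells 2.62 and over eMBC-like cells 1.64), the translation factor genes *Eif5a* (2.02 and 1.55) and *Eif3b* (1.78 and 1.60), the splicing factor genes *Srsf7* (1.94 and 2.08) and *Srsf3* (0.92 and 1.02), the ribonucleoprotein gene *Hnrnpab* (1.75 and 2.07) and the poly(A)-binding protein gene *Pabpc4* (1.92 and 1.29). Of 84 cytosolic ribosomal protein genes 3 were higher in both, and of 30 mature B cell genes 0. Genes are not independent of one another, so Fisher's test overstates its precision. *Ncl*, *Npm1* and *Nop56* belong to the RNA-binding families and also name the pre-GC-like class.

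**Figure D1:**
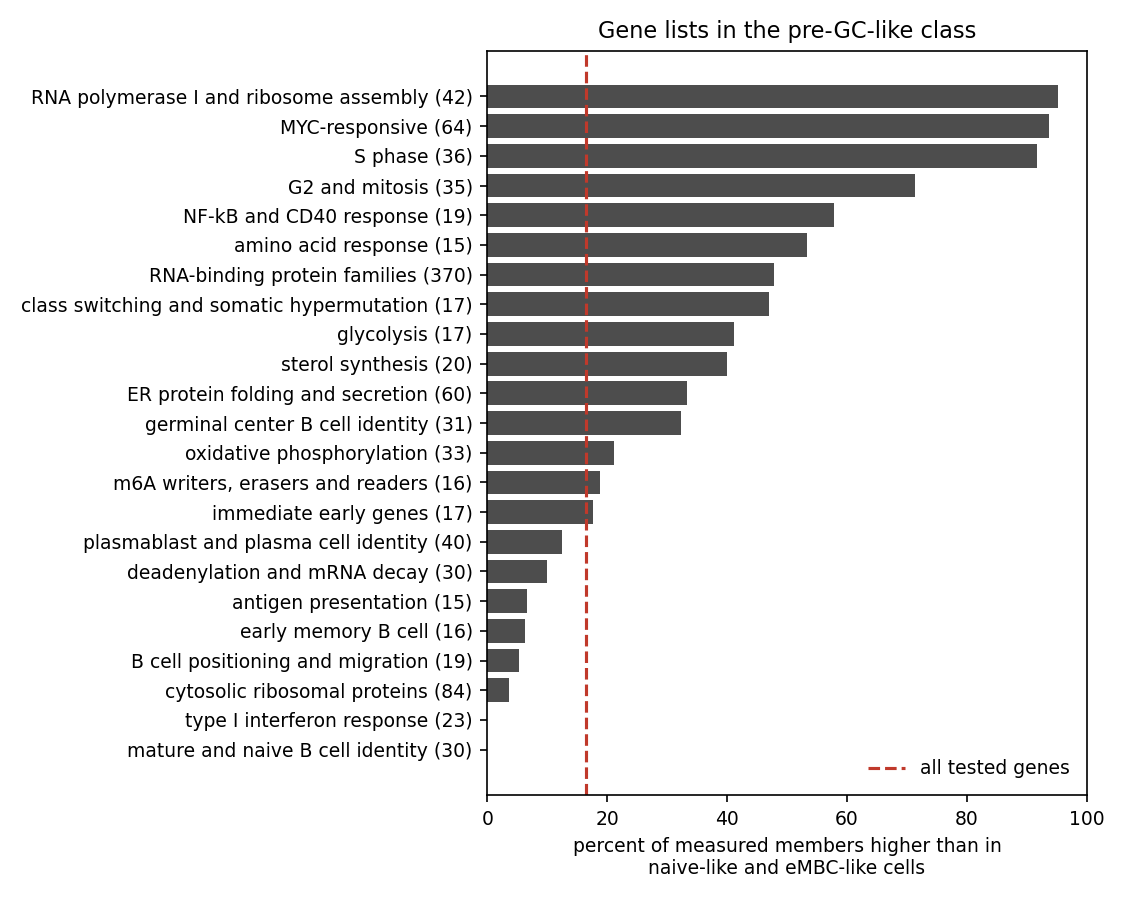
Share of each gene list's measured members (number in parentheses) that were higher in pre-GC-like cells than in naive-like and in eMBC-like cells, on an axis in percent, in 3 CD23-DF2+/+ mice. The dashed line is the share of all tested genes; genes of RNA polymerase I and ribosome assembly, the MYC response and S phase lie above 90%, and mature B cell genes at 0%.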

Among the 991 genes that met these criteria, 359 genes were annotated as genes encoding RBPs based on molecular function gene ontology (GO) terms (Figure 1F, adjusted p = 3.92e−170, Enrichr). These included genes involved in translation, splicing, RNA transport, and post-transcriptional regulation of gene expression. Gene set enrichment analysis (GSEA) showed elevation of MYC targets as well as genes related to cell cycle and DNA repair (Figure S1F). 

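MYC-responsive genes were raised in the pre-GC-like class: 60 of 64 measured members were higher than in both naive-like and eMBC-like cells, as were 40 of 42 genes of RNA polymerase I and ribosome assembly, the process that MYC drives. The MYC list had a median log2 fold change of 1.56 over naive-like cells (adjusted p = 1.0e-24 from camera, 0.234 with an estimated correlation) and 1.77 over eMBC-like cells (adjusted p = 6.1e-32, 0.233 with an estimated correlation). Among the members outside the naming markers were *Nop16* (2.34 over naive-like cells, standard error 0.152), *Nop2* (2.27, standard error 0.221) and *Nolc1* (2.00, standard error 0.108). Of the cell cycle lists, 33 of 36 S phase genes and 25 of 35 genes of G2 and mitosis were higher in both. Of 17 genes of class switching and somatic hypermutation, which include DNA repair enzymes such as *Ung* and *Apex1*, 8 were higher in both (adjusted p = 0.00987, Fisher's exact test). *Myc*, *Ncl*, *Npm1*, *Nop56*, *Nme1* and *Odc1* name the class and were on the MYC list.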

To further characterize the expression of RBPs during early commitment to GC B cells, we queried all genes annotated as encoding RBPs (GO: 0003723). This analysis confirmed that pre-GC cells, as well as cells of the early-GC cluster, exhibited the highest expression levels of genes encoding RBPs (Figures 1G and S1G). These results suggest that RBPs play a role in early B cell differentiation and GC seeding.

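Over naive-like cells, 378 measured genes of RNA-binding protein families had a median log2 fold change of 0.51 in pre-GC-like, 0.49 in early GC-like, 0.43 in plasmablast-like and -0.11 in eMBC-like cells of the 3 CD23-DF2+/+ mice. The adjusted p from camera was 1.4e-08, 4.4e-07, 8.2e-04 and 0.154 in that order, and 0.263, 0.261, 0.426 and 0.866 with an estimated correlation. The difference between classes was not itself tested here, apart from the comparison of pre-GC-like with eMBC-like cells, where 370 members had a median of 0.48. The list was drawn by family name, and the ontology term that the authors used was not at hand.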

Intriguingly, *Ythdf2*, which encodes an m^6^A binding protein, was one of the genes that met our enrichment criteria (expression significantly increased during the transition from naive to pre-GC cells) (Figure 1H), suggesting that this RNA regulator might facilitate differentiation into GC B cells. 

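*Ythdf2*, which encodes a reader of m6A and lies on chromosome 4 of GRCm38 from 132184916 to 132212256, was higher in pre-GC-like cells of the CD23-DF2+/+ mice than in naive-like cells by a log2 fold change of 0.53 (standard error 0.140, adjusted p = 7.9e-04) and than in eMBC-like cells by 0.80 (standard error 0.138, adjusted p = 3.9e-07; both from edgeR). In CPM, UMI scaled to a fixed total of the class, its mean was 48.7 ± 2.96 (SD, n = 3 mice) in naive-like, 72.7 ± 7.30 in pre-GC-like, 62.9 ± 3.66 in early GC-like, 35.6 ± 2.30 in eMBC-like and 61.2 ± 9.68 in plasmablast-like cells. The early GC-like level exceeded the naive-like level in 3 of 3 mice, by 0.37 ± 0.02 on the log2 scale, and the eMBC-like level was below it in all 3, by -0.45 ± 0.10. Over 3 mice the smallest exact p of a two-sided sign test is 0.25. *Ythdf1* was also higher in pre-GC-like cells than in both classes, with log2 fold changes of 0.45 (adjusted p = 0.0289) and 0.48 (adjusted p = 0.0143). Its mean log2 ratio over naive-like cells, 0.54 by level per mouse, was 0.0074 after thinning to 2000 UMI per cell, where few UMI are left (31.8 ± 14.5 CPM in pre-GC-like cells), and 0.11 with a stricter cell filter. The rise of *Ythdf1* is thus uncertain. *Ythdf3* was lower than in naive-like cells (-0.75, adjusted p = 6.2e-04). A *Ythdf2* UMI was seen in 12.9% of naive-like and 57.2% of pre-GC-like cells, and in 8.85% and 12.8% once each cell was thinned to the same depth. No class is known to lack these transcripts, so no background level from free RNA can be given. From this rise, the paper proposes that *Ythdf2* may promote differentiation toward GC B cells.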

Analysis of *Ythdf2* expression as a function of pseudotime revealed that it was upregulated early in the developmental trajectory, starting at pre-GC cells, and was maintained in the early-GC subset (Figures 1H and 1I). The *Ythdf* protein family consists of three paralogs, *Ythdf1*, *Ythdf2*, and *Ythdf3*, that share high levels of sequence homology; however, expression of *Ythdf1* and *Ythdf3* was substantially lower than the expression of *Ythdf2* throughout the B cell lineages (Figure 1I). 

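In CD23-DF2+/+ mice, *Ythdf2* transcripts outnumbered those of both paralogs in each of the 5 classes and in all 3 mice. The mean log2 ratio of *Ythdf2* to *Ythdf1* was 0.80 ± 0.31 (SD, n = 3 mice) in naive-like, 0.83 ± 0.37 in pre-GC-like, 0.85 ± 0.08 in early GC-like, 0.56 ± 0.16 in eMBC-like and 0.54 ± 0.03 in plasmablast-like cells, where *Ythdf1* reached 42.0 CPM. The ratio of *Ythdf2* to *Ythdf3* was 0.51 ± 0.09 in naive-like, 1.99 ± 0.52 in pre-GC-like, 1.31 ± 0.11 in early GC-like, 0.70 ± 0.18 in eMBC-like and 1.69 ± 0.31 in plasmablast-like cells. The excess over *Ythdf3* in naive-like cells is therefore 1.43-fold and in pre-GC-like cells 3.97-fold. The counts come from 3′ ends and compare genes through tags whose capture can differ between genes, so the ratios between paralogs carry that limit. The bulk counts of WT FAS+ GL-7+ cells, given below, do not show the same order. There the mean of *Ythdf1* in the second experiment lies above that of *Ythdf2* in the first, though across separate experiments.

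**Figure D2:**
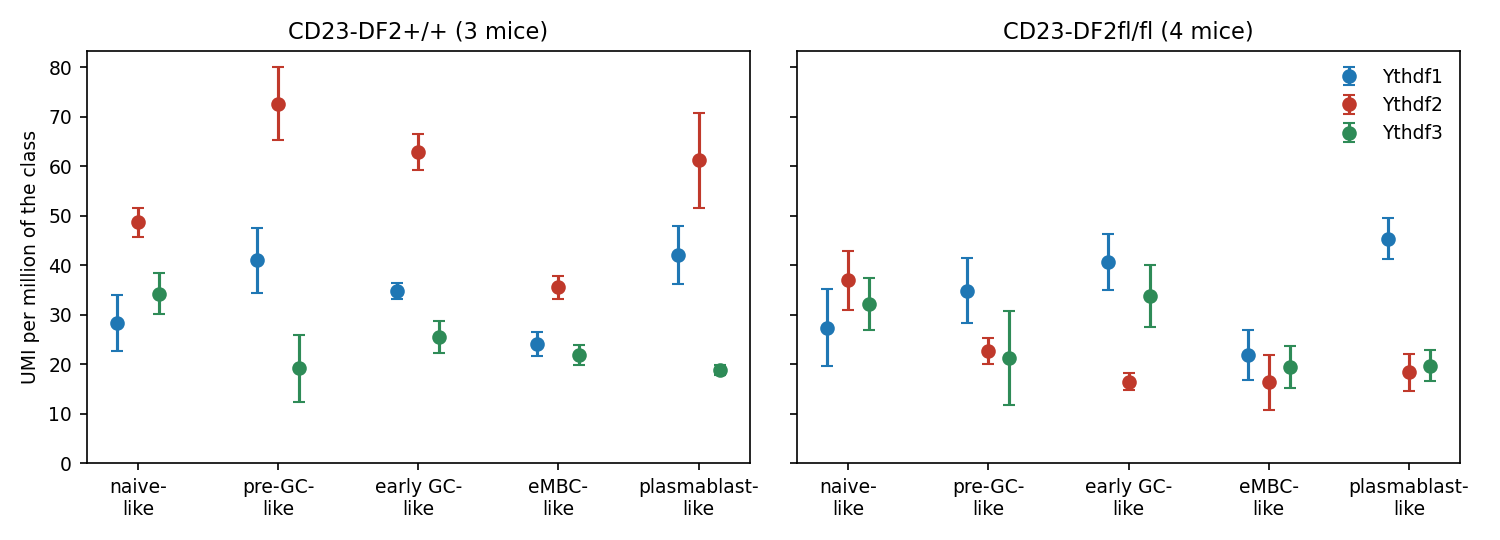
Levels of *Ythdf1*, *Ythdf2* and *Ythdf3* in each cell class in CPM, as mean and SD over mice, for 3 CD23-DF2+/+ mice (left) and 4 CD23-DF2fl/fl mice (right). *Ythdf2* is the highest of the 3 genes in all classes on the left, and on the right its mean lies below that of *Ythdf1* in all classes but the naive-like one.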

Consistent with this profile, analysis of sorted B1-8^hi^ B cells using qRT-PCR and multiple primer pairs confirmed that *Ythdf2* is induced early in the immune response and is the dominant paralog expressed in antigen-specific B cells (Figure 1J). These results highlight *Ythdf2* as a potential regulator of the early transition of naive B cells through a pre-GC state to early-differentiated GC cells.

### Antigen-specific B cells located at the lymph node outer follicular regions express YTHDF2

Next, we determined the expression patterns of YTHDF2 protein in B cells during early B cell activation and GC formation. For this purpose, we used mice that express GFP fused to a floxed *Ythdf2* allele (DF2^fl/fl^) and crossed them to TdTomato^+^ B1-8^hi^ transgenic mice (Shih et al., 2002; Ivanova et al., 2017). To examine the dynamics of YTHDF2-GFP expression at the protein level, we transferred B cells derived from these mice into WT hosts followed by immunization with NP-KLH. Flow-cytometry analysis showed that GL-7^+^ FAS^+^ B cells expressed maximal YTHDF2 protein on day 3 of the response, followed by a gradual decrease on days 5 and 7 after immunization (Figure 2A). Strong upregulation of YTHDF2 in response to vaccination was also observed in a polyclonal immune response that includes B cells expressing immunoglobulins with diverse specificities and affinities (Figures 2B and S2A). We conclude that YTHDF2 is upregulated in antigen-specific B cells early during the immune response and that expression persists during GC seeding.

**Figure 2:**
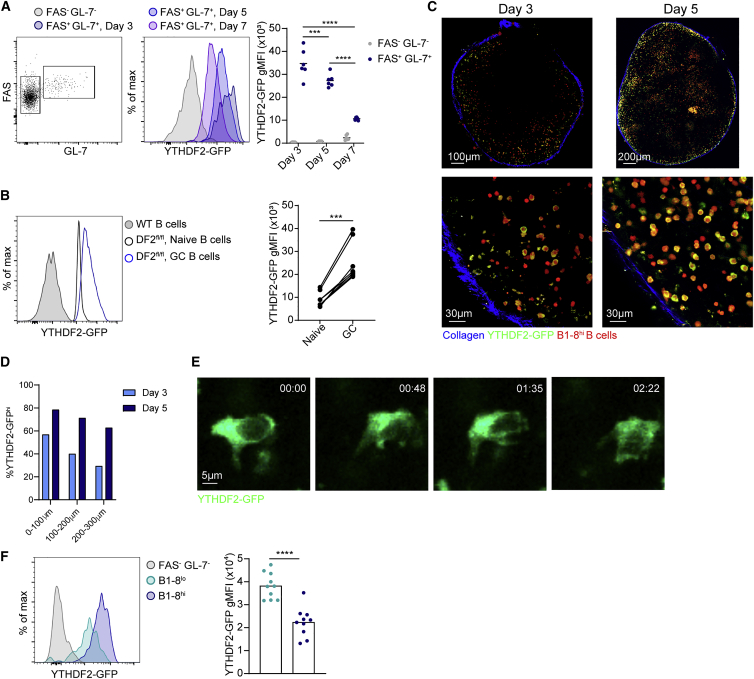
YTHDF2 protein expression is upregulated prior to GC seeding (A) YTHDF2-GFP expression analyzed by flow cytometry in GL-7^−^ FAS^−^ and GL-7^+^ FAS^+^ DF2^fl/fl^ B1-8^hi^ B cells. Data were pooled from six independent lymph nodes from four mice. Lines indicate average protein expression. (B) YTHDF2 expression in naive (FAS^−^ CD38^+^) and GC (FAS^+^ CD38^−^) B cells from WT (gray) and DF2^fl/fl^ mice by flow cytometry. The connected dots represent data from the same mouse. Data were obtained from a total of seven mice from three independent experiments. (C) Images of YTHDF2-GFP expression in TdTomato^+^ DF2^fl/fl^ B1-8^hi^ B cells as in (A) within intact lymph nodes by TPLSM. Images are representative of 3–4 lymph nodes. (D) Quantification of YTHDF2-GFP^hi^ expression fraction in (C). Minimum 360 cells across two lymph nodes were analyzed per genotype. (E) YTHDF2 expression in a moving YTHDF2-GFP^hi^ B1-8^hi^ B cell in a lymph node. (F) YTHDF2-GFP expression was measured in FAS^+^ GL-7^+^ B cells transferred from DF2^fl/+^ B1-8^hi^ and B1-8^lo^ mice, 3 days after NP-KLH immunization. Data were pooled from nine separate lymph nodes from two independent experiments. Statistical significance was tested by two-tailed paired Student’s t test (B) or one-way ANOVA followed by Sidak’s multiple comparisons test (A). ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.005, ^∗∗∗∗^p < 0.001; ns, not significant.

After the initial cognate antigen encounter, B cells migrate to the border between the T and B cell zones, where they interact with cognate T follicular helper cells (Okada et al., 2005). Subsequently, B cells migrate to the outer follicular regions, where they undergo initial proliferation before returning to the center of the follicle and seed GCs (Green and Cyster, 2012). To examine where B cells express YTHDF2 *in vivo*, we adoptively transferred TdTomato^+^ B1-8^hi^ B cells that express YTHDF2-GFP into host mice. On days 3 and 5 after immunization, popliteal lymph nodes were exposed and imaged using intravital two-photon laser scanning microscopy (TPLSM). On day 3 of the response, ∼50% of the TdTomato^+^ B1-8^hi^ B cells located next to the lymph node capsule expressed high levels of YTHDF2-GFP, and its expression frequency decreased in areas located deeper within the lymph node cortex (Figures 2C and 2D). To make sure that the changes in the GFP signal are not a result of ineffective penetration of the microscope laser into deeper regions of the tissue, we co-transferred TdTomato^+^ B1-8^hi^ B cells that express YTHDF2-GFP and polyclonal CFP^+^ B cells into mice followed by immunization. While the CFP signal did not significantly change, ratiometric measurements of GFP and TdTomato signals revealed a gradual decrease in the YTHDF2-GFP signal intensity when moving away from the lymph node capsule (Figures S2B and S2C). Live imaging of motile B cells revealed that YTHDF2 was found in the cytoplasm of the cells, including both the leading and trailing edge; however, as the trailing edge contains more cytoplasm, most of the protein was located in this area (Figure 2E). To examine whether immunoglobulin affinity affects YTHDF2 expression, we transferred B cells into mice that express low-affinity NP-specific BCRs (B1-8^lo^) and YTHDF2-GFP and compared GFP expression with that of B1-8^hi^ B cells. We found that B1-8^hi^ B cells express higher levels of YTHDF2 compared with their low-affinity counterparts 3 days after immunization with NP-KLH (Figure 2F). Together, these results indicate that YTHDF2 is upregulated in B cells located at the lymph node outer follicular regions and that BCR affinity regulates its expression.

### Germinal center formation depends on YTHDF2

To determine whether YTHDF2 plays a functional role in the antibody immune response, we crossed Ythdf2^fl/fl^ mice to a B cell-specific CD23-Cre mouse strain (CD23-DF2^fl/+^ and CD23-DF2^fl/fl^). ELISA revealed lower levels of serum IgM and IgG1 in sera of mice that expressed one or two *Ythdf2-flox* copies, demonstrating that this gene is haploinsufficient (Figure 3A). To examine the generation of antigen-specific antibodies, we immunized mice with NP-KLH and analyzed the presence of serum NP-specific antibodies by ELISA 1 and 2 weeks after immunization. CD23-DF2^fl/fl^ mice generated low levels of antibodies on day 7 of the response during GC formation compared with their WT counterparts; however, this difference was not statistically significant (Figure 3B). After GC formation on day 14 of the response, very low levels of antigen-specific antibodies were detected in the CD23-DF2^fl/fl^, whereas CD23-DF2^fl/+^ produced IgG1 that bound both total and low-density NPs (NP_20_-BSA, and NP_1-9_-BSA, respectively) (Figure 3B). Collectively, these experiments show that an effective antibody-mediated immune response depends on YTHDF2.

**Figure 3:**
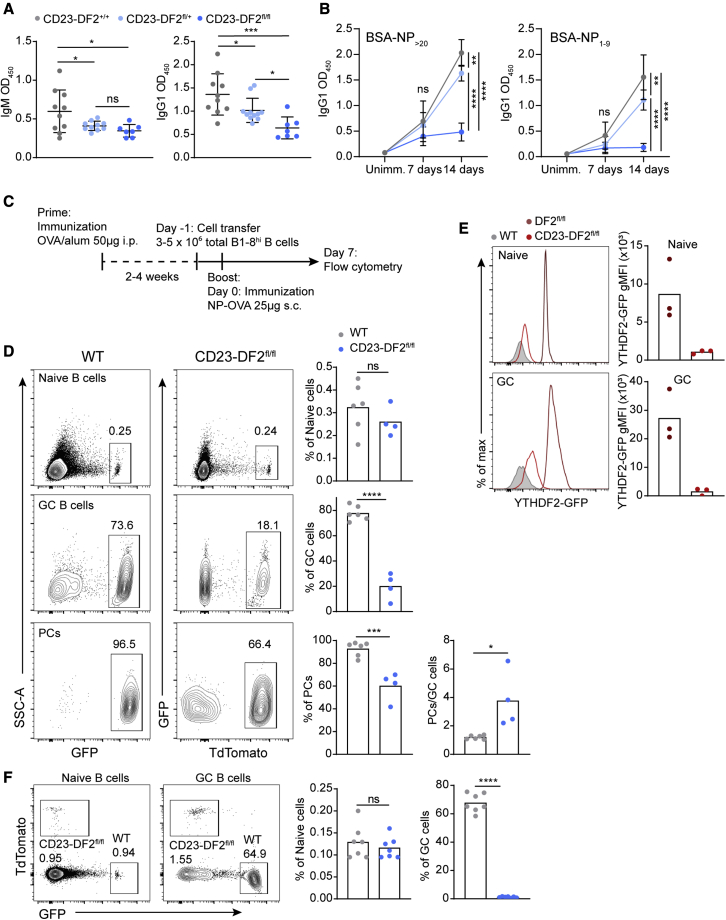
Ythdf2 is required for effective antibody-mediated immune response and GC formation (A) IgM and IgG1 serum titers were determined by ELISA. Serum samples from 7–10 mice were analyzed in a single ELISA assay. Lines represent mean ± SD. O.D., optical density. (B) Mice were immunized with NP-KLH and serum was collected after 7 and 14 days. NP-specific antibodies were measured by ELISA. Data were pooled from a total of 4–11 mice per genotype and time point. Dots represent mean ± SD. (C) Prime-boost immunization protocol. (D) Frequency of naive, GC and PC WT GFP^+^, and CD23-DF2^fl/fl^ TdTomato^+^ B1-8^hi^ B cells 7 days after boosting OVA-primed mice with NP-OVA. Data were pooled from 4–6 mice from two independent experiments. Column heights represent the mean. (E) WT, DF2^fl/fl^, and CD23-DF2^fl/fl^ mice were immunized with NP-KLH, and GFP expression was analyzed after 7 days. Data were pooled from three mice per group. (F) WT GFP^+^ and CD23-DF2^fl/fl^ TdTomato^+^ B1-8^hi^ B cells were mixed at a 1:1 ratio and transferred to OVA-primed WT host mice. Naive and GC cell frequencies were analyzed by flow cytometry 7 days after the boost. Data were pooled from seven mice from three independent experiments. Statistical significance was tested by one-way ANOVA followed by Holm-Sidak multiple comparisons test (A), two-way ANOVA followed by Sidak’s multiple comparisons test (B), or two-tailed unpaired Student’s t test (C and E). ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.005, ^∗∗∗∗^p < 0.001; ns, not significant.

Since GCs are the primary source of antibody-forming cells, we next sought to determine whether GC formation depends on YTHDF2. To this end we used a prime-boost protocol, which allows the analysis of the immune response without the effects of adjuvants. WT mice were first primed by intraperitoneal OVA injection followed by adoptive cell transfer of either CD23-DF2^fl/fl^ or WT B1-8^hi^ naive B cells and boosted with NP-OVA (Figure 3C) (Schwickert et al., 2011). Flow-cytometry analysis of popliteal lymph node-derived cells 7 days after the boost showed that the fraction of adoptively transferred CD23-DF2^fl/fl^ B1-8^hi^ B cells that differentiated into GC cells was 3.9-fold lower than that of control cells (Figures 3D and S2A). The reduction in the frequency of PCs was less pronounced (1.5-fold lower) and the PC/GC ratio of Ythdf2-deficient B cells was higher compared with control cells (Figure 3D). The few CD23-DF2^fl/fl^ B1-8^hi^ GC B cells did not show expression of YTHDF2-GFP by flow-cytometry analysis (Figure 3E). Similarly, a small GC cell population was detected in a polyclonal immune response by immunization of CD23-DF2^fl/fl^ mice (Figure S2D). During the early stages of the immune response, B cells compete for GC seeding, and occasionally the functions of a particular molecule can be revealed only under competitive pressure (Zaretsky et al., 2017; Schwickert et al., 2011). To further examine the significance of YTHDF2 in GC seeding, we transferred a mix of WT and Ythdf2-deficient B1-8^hi^ B cells into WT hosts before administration of the NP-OVA boost. Flow-cytometry analysis 7 days later revealed that under competitive conditions, Ythdf2-deficient B1-8^hi^ B cells were completely blocked in their ability to differentiate into GC cells (Figure 3F). We conclude that the reduction in serum antibody levels is primarily a result of defects in GC formation by Ythdf2-deficient B cells. Collectively, these findings demonstrate that YTHDF2 is essential for generation of intact antibody-mediated immune responses, primarily by facilitating GC formation.

### YTHDF2 is required for germinal center seeding but not for early B cell activation

To evaluate whether YTHDF2 is required at the early stages of the B cell immune response, we adoptively transferred WT and Ythdf2-deficient B1-8^hi^ B cells together into host mice and examined the presence of FAS^+^ GL-7^+^ B cells by flow cytometry 3–7 days after immunization with NP-KLH. This analysis revealed that the frequency of Ythdf2-deficient B cells was significantly reduced at day 5 of the immune response before GC formation (Figure 4A). Although the response at day 3 was very weak, the mice with the higher fraction of responding B1-8^hi^ B cells had fewer activated CD23-DF2^fl/fl^ cells than activated control cells, suggesting a defect at day 3 as well (Figure 4A). B cell immune responses involve changes in the location of the responding cells within the lymph node, which promotes proper differentiation (Green and Cyster, 2012). To examine how Ythdf2-deficiency affects B cell positioning, we scanned intact lymph nodes using TPLSM. On day 5 after immunization, CD23-DF2^+/+^ B1-8^hi^ B cells were observed at the lymph node cortex, and on day 7, clear GC structures were detected (Figure 4B; Videos S1 and S2). Cell clusters were detected in mice that received CD23-DF2^fl/fl^ B1-8^hi^ B cells on day 5 of the response; however, mature GCs were not formed 2 days later, suggesting that YTHDF2 is required for GC seeding (Figure 4B; Videos S3 and S4).

**Figure 4:**
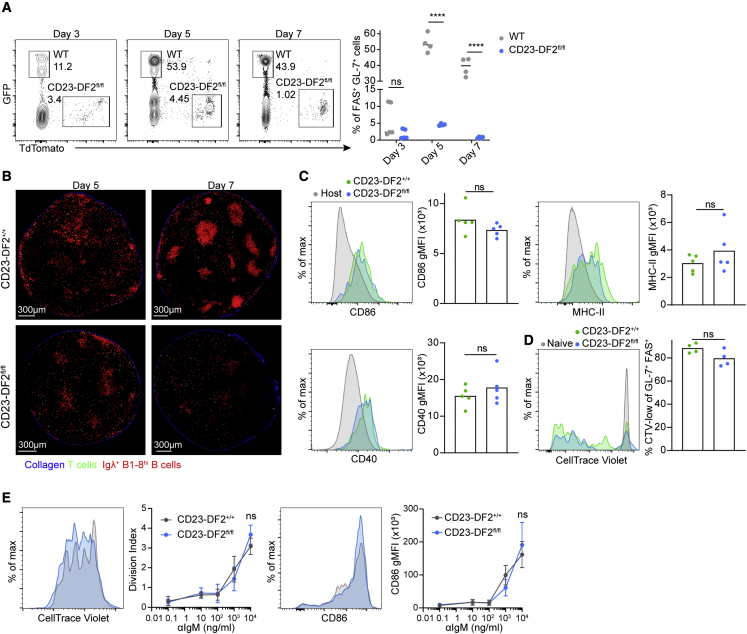
YTHDF2 is required for early stages of the B cell immune responses but not for initial B cell activation (A) WT GFP^+^ and TdTomato^+^ CD23-DF2^fl/fl^ B1-8^hi^ B cells were transferred to WT host mice at a 1:1 ratio. The frequencies of FAS^+^ GL-7^+^ cells were analyzed by flow cytometry 3, 5, and 7 days after NP-KLH immunization. (B) CD23-DF2^+/+^ and CD23-DF2^fl/fl^ B1-8^hi^ TdTomato^+^ Igλ^+^ B cells and GFP^+^ CD4^+^ T cells were transferred separately to WT host mice. Lymph nodes were imaged by TPLSM 5 and 7 days after NP-KLH immunization. Images are representative of 3–4 independently analyzed lymph nodes. (C) CD86, CD40, and MHC-II expression on transferred Igλ^+^ B1-8^hi^ B cells were analyzed 16 h after immunization by flow cytometry. Data were pooled from five mice from two independent experiments. (D) B1-8^hi^ B cells were stained with CellTrace Violet prior to cell transfer and its dilution was measured 3 days after immunization by flow cytometry. (E) Splenic cells derived from CD23-DF2^+/+^ and CD23-DF2^fl/fl^ mice were stained with CTV and stimulated with 0.1–10^4^ ng/mL αIgM for 3 days *in vitro*. Division index was calculated based on CTV dilution. CD86 expression was examined in similar manner. Plots are averaged from three independent experiments each performed with three replicates per condition. Dots represent mean ± SD. Statistical significance was tested by one-way ANOVA followed by Holm-Sidak multiple comparisons test (A), two-way ANOVA (E), or two-tailed unpaired Student’s t test (C and D). ^∗∗^p < 0.01, ^∗∗∗∗^p < 0.001; ns, not significant.

Video S1. CD23-DF2+/+ B1-8hi TdTomato+ Igλ+ B cells and GFP+ CD4+ T cells in WT host mice 5 days after NP-KLH immunization, related to Figure 4 Scale bar, 150 μm.

Video S2. CD23-DF2fl/fl B1-8hi TdTomato+ Igλ+ B cells and GFP+ CD4+ T cells in WT host mice 5 days after NP-KLH immunization, related to Figure 4 Scale bar, 150 μm.

Video S3. CD23-DF2+/+ B1-8hi TdTomato+ Igλ+ B cells and GFP+ CD4+ T cells in WT host mice 7 days after NP-KLH immunization, related to Figure 4 Scale bar, 150 μm.

Video S4. CD23-DF2fl/fl B1-8hi TdTomato+ Igλ+ B cells and GFP+ CD4+ T cells in WT host mice 7 days after NP-KLH immunization, related to Figure 4 Scale bar, 150 μm.

To specifically determine whether YTHDF2 plays a role in the course of GC seeding rather than during initial activation by cognate antigen, we examined whether Ythdf2-deficient B cells are able to respond to an antigen *in vivo*. Upregulation of typical activation markers such as CD86, MHC-II, and CD40 was detected on Ythdf2-deficient B cells 16 h after immunization (Figure 4C). Furthermore, tracking the dilution of CellTrace Violet in responding B cells revealed that there were no early B1-8^hi^ B cell proliferation defects (Figure 4D). In addition, stimulation of B cells *in vitro* by increasing doses of anti-IgM did not reveal any notable defects in proliferation or CD86 expression in Ythdf2-deficient B cells (Figure 4E). Thus, B cell activation and proliferation triggered by BCR engagement do not depend on YTHDF2.

### YTHDF2 suppresses the plasmablast genetic program during GC seeding

The discrepancy between the *in vivo* experiments that show a substantial dependence on YTHDF2 for GC seeding and the lack of perturbations in early B cell activation and proliferation in the absence of YTHDF2 suggests that this m^6^A reader plays a role in B cell differentiation and fate decision rather than in cell-cycle progression and clonal expansion. To further evaluate the stages at which YTHDF2 is essential for B cell development, we examined genetic programs that support B cell fate commitment. To this end, we sorted WT and Ythdf2-deficient B1-8^hi^ B cells that responded to the antigen from recipient hosts 5 days after immunization and subjected them to bulk RNA-seq. 

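RNA from FAS+ GL-7+ B1-8hi B cells, the phenotype of activated and GC B cells, was sequenced by MARS-seq, a method that counts 3′ ends of transcripts with molecular identifiers. There were 4 WT and 3 CD23-DF2fl/fl libraries. The labels give the WT cells without CD23cre, so that Cre differs along with the floxed allele. The CD23-DF2+/+ controls of the single-cell library carry CD23cre, so the controls of the bulk and single-cell comparisons differ. The WT libraries held 2679946 to 5310504 counts (median 3838714.5) and the CD23-DF2fl/fl libraries 2183427 to 4745416 (median 2344060). The authors counted UMI-corrected reads per RefSeq gene of mm10 with the UTAP pipeline and compared the groups with DESeq2, at an adjusted p of 0.05 or less and an absolute log2 fold change of 0.58 or more. From the deposited counts, the 13100 genes with at least 5 counts in a library were tested in edgeR at the same thresholds. The test's estimate of the biological coefficient of variation was 0.261. Simulated data with this design and about that spread for every gene gave back 38.8% of genes changed 2-fold and 87.9% of genes changed 4-fold, among genes with a mean of at least 10 counts.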

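*Ythdf2*, the deleted gene, was at 14.8 ± 2.39 CPM (counts scaled to a fixed library total, TMM; SD, n = 3) in CD23-DF2fl/fl and 50.3 ± 25.2 (SD, n = 4) in WT libraries, a log2 fold change of -1.74 (standard error 0.437, adjusted p = 0.127 from edgeR). The groups overlapped, and the loss did not pass this test. It passed in DESeq2 with shrunken fold changes, as the paper states it (-1.08, adjusted p = 0.0074), and with its defaults (-1.77, adjusted p = 0.0059). The authors' deposited table holds -1.77 (adjusted p = 0.0060), as the defaults give. It also passed in edgeR without WT replicate 4 (-2.04, adjusted p = 0.0190) or with a term for library structure (adjusted p = 0.0246), which was chosen after the results were seen. Tags at the 3′ end lie outside a deleted exon wherever the exon is internal, and the paper's text does not name the floxed exon, so these counts do not measure the deletion itself. The paralogs *Ythdf1* and *Ythdf3* had log2 fold changes of 0.29 (adjusted p = 0.493) and 0.09 (adjusted p = 0.975).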

Analysis of differential gene expression revealed that 159 genes were significantly upregulated while 69 genes were significantly downregulated in Ythdf2-deficient B cells (log_2_ fold change ≥ ±0.58, adjusted p ≤ 0.05) (Figures 5A and 5B). 

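At these thresholds 62 of the tested genes differed, 47 higher and 15 lower in CD23-DF2fl/fl cells, and for all 62 every library of a group lay beyond every library of the other. The largest rise by p was *Igha*, the constant region of IgA, at 161 ± 15.4 CPM (SD, n = 3) against 10.9 ± 1.09 (SD, n = 4), a log2 fold change of 3.89 (standard error 0.169, adjusted p = 4.4e-06 from edgeR). The cytokine signaling inhibitor gene *Socs2* rose by 3.79 (standard error 0.329, adjusted p = 0.0021) and the tubulin gene *Tubb6* by 3.78 (standard error 0.472, adjusted p = 0.0097). Among the falls were *P4htm*, a prolyl hydroxylase gene, from 21.3 ± 3.54 to 2.25 ± 0.509 CPM (adjusted p = 0.0023), the pseudouridine synthase gene *Pusl1* from 20.4 ± 4.82 to 2.49 ± 1.05 (adjusted p = 0.0087), *Klhl14*, an ubiquitin ligase adaptor gene of B cells, with a log2 fold change of -1.77 (adjusted p = 0.0224), and the embryonic globin gene *Hbb-bh1* at -2.47 (adjusted p = 0.0029). *Pusl1* lies 23.7 megabases from *Ythdf2* on the same chromosome. In all, 1593 genes had an unadjusted p under 0.05 where 655 would by chance, and groups were apart for 13.7% of genes where chance gives 5.71%. Another split of the same 7 libraries calls more genes than the genotype does, and without CD23-DF2fl/fl replicate 2 the count of called genes is 9.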

The higher proportion of upregulated genes in Ythdf2-deficient B cells is consistent with the RNA-degradation-enhancing function of YTHDF2 (Du et al., 2016). Strikingly, genes typically expressed in PB and PCs, such as *Irf4*, *Xbp1*, *Sdc1*, and *Prdm1*, were highly expressed in Ythdf2-deficient GL-7^+^ FAS^+^ B cells (Figure 5B). These changes were reflected in the increased expression of the ASC gene signature as revealed by GSEA (Figure 5C). Furthermore, and consistent with the functional results, the GC gene signature was significantly downregulated in Ythdf2-deficient B cells. 

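*Irf4*, a transcription factor needed for plasma cells (chromosome 13 of GRCm38, 30749233 to 30766981), rose from 19.6 ± 4.42 (SD, n = 4 WT) to 65.6 ± 25.7 CPM (SD, n = 3 CD23-DF2fl/fl), a log2 fold change of 1.74 (standard error 0.275, adjusted p = 0.0283 from edgeR). *Xbp1*, which drives secretion (chromosome 11, 5520641 to 5525993), rose from 125 ± 16.4 to 442 ± 274, a change of 1.82 (standard error 0.332, adjusted p = 0.0496). *Prdm1*, the gene of BLIMP-1 (chromosome 10, 44437174 to 44528558), stood at 6.02 ± 5.07 against 0.545 ± 0.323, and did not pass the test (log2 fold change 3.42, standard error 0.660, adjusted p = 0.0533). *Sdc1*, which encodes the plasma cell marker CD138 (chromosome 12, 8771396 to 8793716), stood at 9.95 ± 12.3 against 0.431 ± 0.322 and did not pass it either (4.47, standard error 0.912, adjusted p = 0.0640). For each of these 4 genes the groups did not overlap. *Sdc1* had 9, 115 and 4 counts in the CD23-DF2fl/fl libraries and 0 to 3 in the WT libraries, so that replicate 2 carries much of its mean. Other plasma cell genes rose, among them *Bhlha15*, the gene of MIST1 (5.00, adjusted p = 0.0285), the chemokine receptor gene *Ccr10* (4.95, adjusted p = 0.0182), *Ly6c2* (4.10, adjusted p = 0.0224) and *Tent5c*, a poly(A) polymerase gene (2.85, adjusted p = 0.0114). With each library left out in turn, *Bhlha15* lost its call in 5 of 7 fits, *Ccr10* in 4 and *Ly6c2* in 3. The calls of *Irf4* and *Xbp1* are close to the threshold. Without CD23-DF2fl/fl replicate 2 they stand at 1.38 (adjusted p = 0.147) and 1.18 (adjusted p = 0.114), and neither passes without WT replicate 1, 2 or 4 or CD23-DF2fl/fl replicate 1 (1.62 to 1.82 for *Irf4*, 1.76 to 2.00 for *Xbp1*), nor *Xbp1* without WT replicate 3 (1.78).

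**Figure D3:**
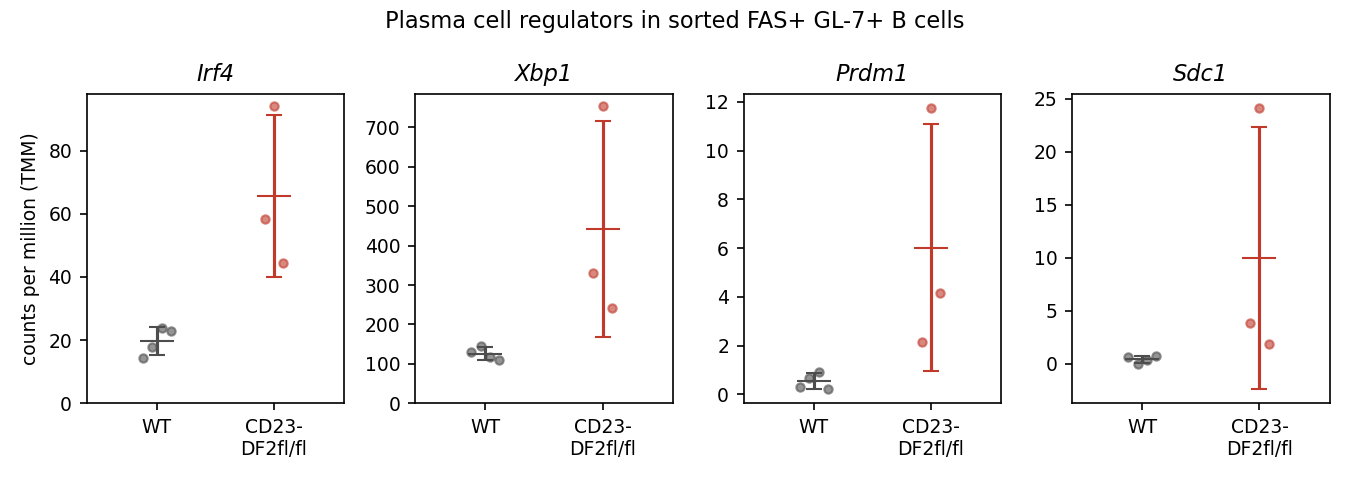
Levels in CPM (TMM normalized) of *Irf4*, *Xbp1*, *Prdm1* and *Sdc1* in 4 WT and 3 CD23-DF2fl/fl libraries of FAS+ GL-7+ B1-8hi cells, with each library as a point and mean and SD as bars. Every CD23-DF2fl/fl library lies above every WT library, and the highest point of each gene is CD23-DF2fl/fl replicate 2.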

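Genes of plasmablast and plasma cell identity had a median log2 fold change of 0.90 in CD23-DF2fl/fl cells over 43 measured members, 35 of them positive. At the thresholds over all genes 6 rose and 0 fell, and 20 rose when adjusted over the list alone. Of 57 genes of ER protein folding and secretion, the machinery that antibody secretion needs, 0 passed over all genes, 8 rose when adjusted over the list alone, and the median was 0.42. The chaperone gene *Hsp90b1* stood at 435 ± 261 CPM (SD, n = 3) against 128 ± 17.0 (SD, n = 4; log2 fold change 1.76, adjusted p = 0.0510 from edgeR), and *Hspa5* at 1.17 (adjusted p = 0.117). From camera, which compares a list with all other genes, the adjusted p was 1.1e-20 for the plasma cell list and 8.2e-10 for the ER list, and 0.199 and 0.320 with an estimated correlation. Without CD23-DF2fl/fl replicate 2, the plasma cell list had 1 member called of 40 (14 when adjusted over the list alone), a median of 0.47 and an adjusted p of 3.1e-15 (0.118 with an estimated correlation). The lists were fixed by hand in advance, since the public signature that the authors used was not at hand. Markers of another cell type, T cells, rose in the same libraries too, with values given below. From the rise of plasma cell genes, taken with its GC and MYC signatures, the paper concludes that YTHDF2 holds back the plasmablast program early in the response. It later adds flow cytometry of plasma cells, IgM isoforms, m6A and YTHDF2 binding of transcripts, and IRF4 protein.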

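Over 30 measured genes of GC B cell identity, the median log2 fold change in CD23-DF2fl/fl cells was -0.28, with 0 genes higher and 1 lower at the thresholds over all genes and 2 lower when adjusted over the list alone. *Icosl*, the ligand through which B cells engage T follicular helper cells (chromosome 10 of GRCm38, 78069368 to 78079525), fell from 67.1 ± 7.96 (SD, n = 4) to 32.3 ± 2.94 CPM (SD, n = 3), a log2 fold change of -1.06 (standard error 0.171, adjusted p = 0.0302 from edgeR). *Efnb1*, which guides T cell contact, was at -0.71 (adjusted p = 0.129), *Bcl6*, the GC transcription factor, at -0.27 (242 ± 12.5 against 291 ± 25.6, adjusted p = 0.512), *Aicda* at -0.28 (adjusted p = 0.501) and *Gcsam* at 0.40 (adjusted p = 0.346). Of the activation markers, *Fas* had -0.29 (adjusted p = 0.772) and *Cd86* -0.44 (adjusted p = 0.568). The list had an adjusted p of 0.0043 from camera, 0.199 with an estimated correlation, and 0.0289 from fry, a test of whether its genes move one way on balance.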

Although MYC is important for GC seeding, the MYC gene signature was increased in Ythdf2-deficient B cells, which do not effectively seed GCs (Figure 5C). This effect is most likely due to the role of YTHDF2 in the suppression of *Myc* expression through direct interaction with *Myc* mRNA (Grenov et al., 2021; Dixit et al., 2021). 

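Of 64 measured MYC-responsive genes, 0 passed the thresholds over all genes and 1 rose when adjusted over the list alone, while the list's median log2 fold change in CD23-DF2fl/fl cells was 0.31. *Srm*, which encodes spermidine synthase, stood at 199 ± 42.4 CPM (SD, n = 3) against 85.1 ± 26.4 (SD, n = 4; log2 fold change 1.22, adjusted p = 0.0753 from edgeR), and the helicase gene *Ddx18* at 0.75 (adjusted p = 0.141). *Myc* itself (chromosome 15 of GRCm38, 61985341 to 61990361) had a log2 fold change of 0.42 (standard error 0.369, adjusted p = 0.722), with 27.4 ± 11.2 against 20.3 ± 8.66 CPM and overlapping groups. Genes of RNA polymerase I and ribosome assembly had a median of 0.19 and glycolysis genes, such as *Ldha*, of 0.33. The adjusted p from camera was 4.1e-07 for the MYC list, 5.1e-05 for ribosome assembly and 0.0024 for glycolysis, and 0.349, 0.199 and 0.320 with an estimated correlation. S phase and G2 and mitosis genes had medians of -0.02 and -0.09 and adjusted p of 0.621 and 0.361.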

In line with these results, we observed a trend in increased Myc signature and ASC signature in Ythdf2-deficient GC B cells using the AID-Cre mouse model (Figure S2E) (Grenov et al., 2021). 

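Immunoglobulin constant regions and J chain, the products of secreting cells, had a median log2 fold change of 0.55 in CD23-DF2fl/fl cells over 13 genes, with 2 genes higher over all genes and 5 when adjusted over the list alone. *Ighg1* rose from 1878 ± 462 (SD, n = 4) to 6690 ± 3363 CPM (SD, n = 3; log2 fold change 1.83, adjusted p = 0.0381 from edgeR). Type I interferon response genes had a median of 0.57 over 23 genes, 0 called over all genes and 4 higher when adjusted over the list alone, with *Bst2* at 1.37 (adjusted p = 0.0510). Among p53 response genes, *Cdkn1a*, which halts the cell cycle, was at 2.24 (adjusted p = 0.0503) and *Phlda3* at 3.09 (adjusted p = 0.0534), and the median of the 14 genes was 0.38. Sterol synthesis genes had a median of -0.33 over 20 genes with 0 called, and mature B cell genes of -0.24 over 30, with *Bach2*, a repressor of plasma cell differentiation, at -0.93 (adjusted p = 0.0988). T cell markers had a median of 2.67 over 13 genes, 1 higher over all genes (*Thy1*, 2.17, adjusted p = 0.0347) and 10 when adjusted over the list alone. The adjusted p from camera was 2.7e-11 for the immunoglobulin, 4.1e-07 for the interferon, 3.1e-04 for the p53, 5.3e-04 for the sterol, 0.0229 for the mature B cell and 1.4e-07 for the T cell list, and 0.199, 0.199, 0.199, 0.287, 0.320 and 0.287 with an estimated correlation. The 13 of 33 tested lists that passed in CD23-DF2fl/fl cells did so with a preset correlation, and none of them passed with an estimated one.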

Taking these data together, we conclude that YTHDF2 suppresses the PB genetic program at the early stages of the B cell immune response.

**Figure 5:**
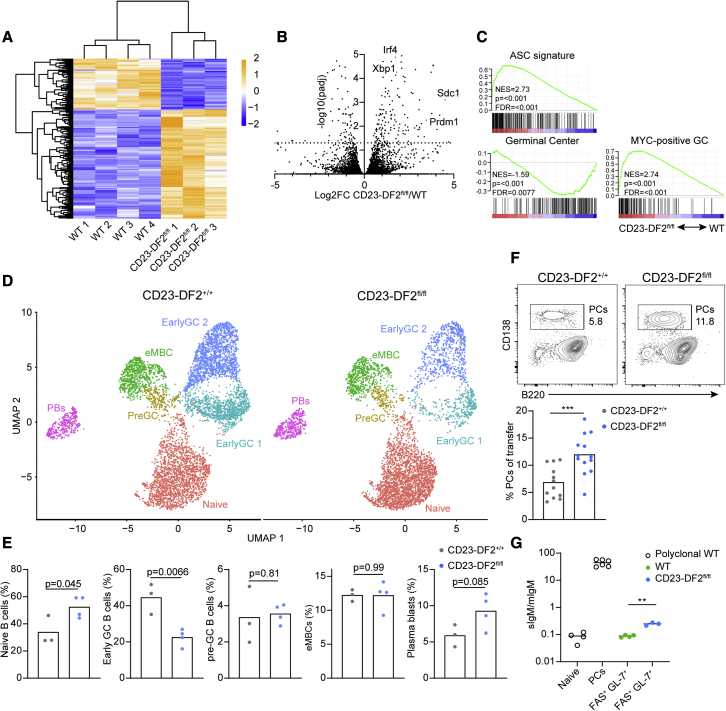
The plasmablast genetic program is repressed by YTHDF2 (A) Heatmap representation of clustering analysis of differentially expressed genes in transferred WT and CD23-DF2^fl/fl^ FAS^+^ GL-7^+^ B1-8^hi^ B cells sorted 5 days after immunization. (B) Volcano plot of statistical significance against fold change, demonstrating the most significantly differentially expressed genes. PB-associated genes are marked in blue. Log2FC, Log_2_ fold change. (C) GSEA of differentially expressed genes. Signatures were derived from public RNA-seq datasets (MYC-positive GC, GEO: GSE39443; GC, GEO: GSE110669; ASC, GEO: GSE60927). (D) UMAP projections of scRNA-seq profiles of 6263 CD23-DF2^+/+^ and 4964 CD23-DF2^fl/fl^ B1-8^hi^ B cells 5 days after immunization. Data were pooled from 3–4 host mice per genotype. Clusters in the UMAP plots are color coded according to different cell populations. Annotation of cell populations was based on the same markers as in Figures 1B, 1C, and S1D. (E) Quantification of scRNA-seq profiles per cluster based on Cell Hashing replicates. (F) Analysis of PC formation potential of transferred B1-8^hi^ B cells 5 days after NP-KLH immunization. Data were pooled from 12–14 mice from five independent experiments. (G) qRT-PCR analysis of mIgM and sIgM mRNA transcripts derived from transferred WT and CD23-DF2^fl/fl^ FAS^+^ GL-7^+^ B1-8^hi^ B cells as in (A), as well as from polyclonal WT naive B cells and PCs. Data were pooled from a total of 3–6 mice. Lines indicate the mean. Statistical significance was tested by two-tailed unpaired Student’s t test (E and F) or one-way ANOVA followed by Holm-Sidak multiple comparisons test (G). ^∗∗∗^p < 0.005.

To further examine cell fates of early-responding B cells in the absence of YTHDF2, we performed scRNA-seq analysis. 

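The CD23-DF2fl/fl and CD23-DF2+/+ cells were sequenced in a single pooled library, and the hashtag of each mouse told them apart. The CD23-DF2fl/fl mice gave 1002, 1317, 1272 and 1336 cells, 4927 in all, at a median depth per mouse of 2994 to 6204 UMI per cell (median of the 4 mice, 4595) and a total of 8015954 to 11813187 UMI. Their depth was thus lower than that of the CD23-DF2+/+ mice, and in early GC-like cells the median was 10464 UMI per cell against 13651. The authors clustered the cells of both genotypes together and compared the share of each cluster between mice by a test on mice. The deposited counts were clustered in the same way, shares were compared per mouse by a two-sided exact permutation test of 3 against 4 mice, whose smallest p is 0.0571, and genes were tested in each class in edgeR on UMI summed per mouse. Simulated data with the early GC-like design and the same spread for every gene gave back 88.1% of genes changed 2-fold with 5 false calls.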

For this purpose, Ythdf2-deficient and control B1-8^hi^ B cells were sorted from four and three mice, respectively, at day 5 after immunization and analyzed by scRNA-seq. Since a similar number of cells were sequenced from each mouse strain, the scRNA-seq analysis does not represent the actual number of responding cells in the mice but rather the frequencies of each cell type within the adoptively transferred B cells. 

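The deleted gene itself fell in the combined data: over all cells, *Ythdf2* was at 21.4 ± 0.863 CPM (SD, n = 4 CD23-DF2fl/fl mice) against 58.6 ± 5.59 (SD, n = 3 CD23-DF2+/+ mice). By class its mean in CD23-DF2fl/fl mice was 36.9 ± 6.04 in naive-like, 22.7 ± 2.70 in pre-GC-like, 16.5 ± 1.69 in early GC-like, 16.3 ± 5.48 in eMBC-like and 18.4 ± 3.74 in plasmablast-like cells. In every class each CD23-DF2fl/fl mouse was below each CD23-DF2+/+ mouse (exact permutation test, p = 0.0571). In edgeR the log2 fold change was -1.97 (standard error 0.103, adjusted p = 2.5e-08) in early GC-like, -1.69 (standard error 0.187, adjusted p = 2.1e-05) in pre-GC-like, -1.67 (standard error 0.134, adjusted p = 6.5e-07) in plasmablast-like and -1.17 (standard error 0.183, adjusted p = 2.7e-04) in eMBC-like cells. In naive-like cells it was -0.45 (adjusted p = 0.0402, short of the fold threshold), and the difference between early GC-like and naive-like cells was -1.55 (standard error 0.189, adjusted p = 7.0e-13 over 12497 genes). The counts come from 3′ ends and measure the transcript, not the deleted exon. Unnamed clusters held 2.28% ± 0.804 of CD23-DF2fl/fl cells.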

A combined UMAP analysis of a total of 11,227 cells revealed clustering similar to that described in Figure 1 (Figure 5D). However, whereas Ythdf2-deficient B cells differentiated into pre-GC and eMBC subsets, they formed significantly fewer early-GC B cells (Figure 5E). In contrast, the frequency of Ythdf2-deficient PBs was increased but did not reach statistical significance due to the low number of scRNA-seq replicates. 

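Early GC-like cells were 22.6% ± 4.63 of the cells of CD23-DF2fl/fl mice (SD, n = 4) and 43.8% ± 8.92 of those of CD23-DF2+/+ mice (SD, n = 3), a difference of -21.2 percentage points. Every CD23-DF2fl/fl mouse had a lower share than every CD23-DF2+/+ mouse, which gives the smallest p the design allows (exact permutation test, p = 0.0571; 0.286 after Benjamini-Hochberg adjustment over 5 classes). Pre-GC-like cells were 5.15% ± 0.496 against 4.51% ± 1.81 (exact permutation test, p = 0.514) and eMBC-like cells 11.2% ± 1.89 against 10.8% ± 0.573 (exact permutation test, p = 0.743). Naive-like cells, a class the paper reads as not having responded, were 49.5% ± 8.00 against 31.8% ± 11.0 (exact permutation test, p = 0.171). Here 1 of its clusters, with 571 cells of both genotypes, held no naming marker among its leading genes, which included *Egr3*, *Il4i1* and *Nfkbid*. Shares in a pool depend on one another, so a larger naive-like share lowers every other.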

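Plasmablast-like cells were 9.35% ± 2.46 of the cells in CD23-DF2fl/fl mice (SD, n = 4) and 6.57% ± 2.01 in CD23-DF2+/+ mice (SD, n = 3), and the groups overlapped (exact permutation test, p = 0.229; 0.381 after Benjamini-Hochberg adjustment). Among cells outside the naive-like class their share was 18.3% ± 2.96 against 9.49% ± 1.69, early GC-like cells were 44.6% ± 6.51 against 63.9% ± 4.52 and pre-GC-like cells 10.3% ± 1.23 against 6.52% ± 1.94. In each of these 3 comparisons no mouse of a genotype overlapped the other genotype (exact permutation test, p = 0.0571, the smallest that 3 against 4 mice allow). These shares depend on one another too, so a lower early GC-like share by itself raises the others. The 3 comparisons are therefore not separate results. The eMBC-like share outside the naive-like class was 22.3% ± 3.52 against 16.1% ± 2.87 (exact permutation test, p = 0.114). From a lower early GC share and a plasmablast share that it reports as raised without reaching significance, the paper concludes that YTHDF2 promotes GC seeding and is dispensable for early plasmablasts.

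**Figure D4:**
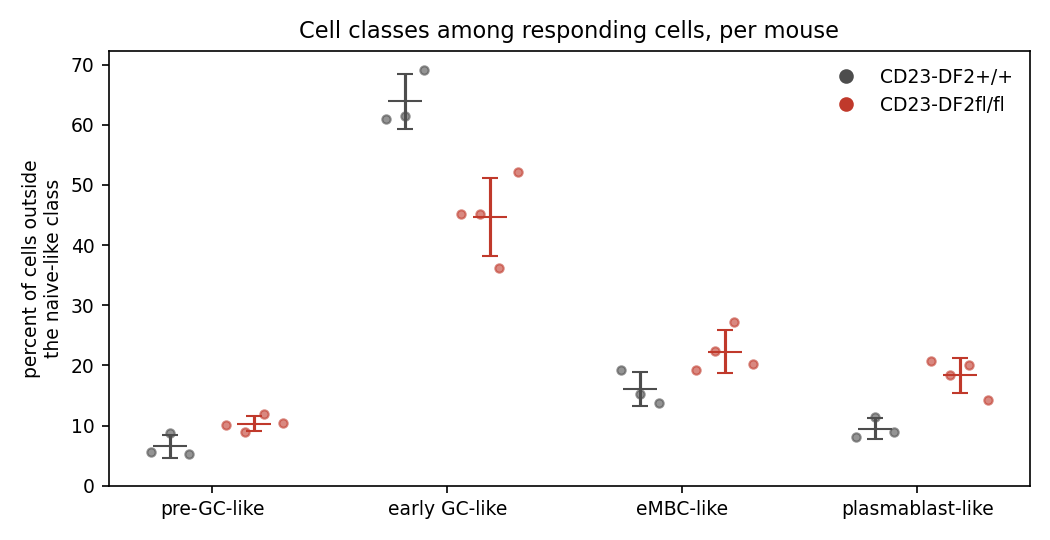
Share of pre-GC-like, early GC-like, eMBC-like and plasmablast-like cells among the cells outside the naive-like class, in percent, with each mouse as a point and mean and SD as bars, for 3 CD23-DF2+/+ and 4 CD23-DF2fl/fl mice. The early GC-like points of the CD23-DF2fl/fl mice lie below, and their plasmablast-like points above, those of every CD23-DF2+/+ mouse. The shares of a mouse depend on one another.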

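Within early GC-like cells, 450 of 12366 genes differed between genotypes, 317 higher and 133 lower in CD23-DF2fl/fl mice (edgeR, 4 against 3 mice). The class also differed in make-up, with 75.3% ± 6.91 of its cells called S or G2/M (SD, n = 4) against 88.2% ± 6.15 (SD, n = 3), so that changes of single genes can reflect the mix of cells. The count was 234 without CD23-DF2+/+ replicate 3 and 286 without CD23-DF2fl/fl replicate 3. The plasma cell regulators were not among them: *Irf4* had a log2 fold change of 0.10 (standard error 0.271, adjusted p = 0.864), *Xbp1* of 0.02 (standard error 0.108, adjusted p = 0.935) and *Sdc1* of -0.37 (adjusted p = 0.830), and plasmablast genes had a median of 0.04 over 38 members with 2 higher (adjusted p = 0.590 from camera). *Irf4*, *Xbp1* and *Sdc1* name the plasmablast-like class, so a cell that strongly raises them can be clustered there instead. A lack of change within early GC-like cells therefore cannot decide whether responding cells raise these genes. GC identity genes had a median of 0.02 over 31 members and did not pass either, with *Bcl6* at 0.21 (adjusted p = 0.100), the actin regulator gene *Ccdc88a* lower at -1.15 (adjusted p = 5.4e-04) and *Il4i1* higher at 0.79 (adjusted p = 0.0158). Single markers of eMBC-like and naive-like cells rose, such as *Nt5e* (1.44, adjusted p = 2.5e-04), *Gpr183* (1.18, adjusted p = 0.0026), *Klf2* (1.13, adjusted p = 0.0029), *Ccr6* (1.30, adjusted p = 0.0135), *Sell* (0.83, adjusted p = 0.0192), *Fcer2a* (1.16, adjusted p = 0.0020) and *Ighd* (1.50, adjusted p = 0.0082). Of 16 early memory genes 6 rose over all genes and 6 when adjusted over the list alone (median 0.56, adjusted p = 2.0e-05 from camera, 0.585 with an estimated correlation). *Cdk1* fell by 0.58 on the log2 scale (adjusted p = 4.6e-04), as 1 of 35 genes of G2 and mitosis over all genes and when adjusted over the list alone (median -0.23, adjusted p = 2.8e-12, 0.585 with an estimated correlation). *Nt5e*, *Gpr183* and *Ccr6* name the eMBC-like class and the others the naive-like class, so free RNA from these classes can add to their levels, a part that was not measured. Both genotypes were in a single pooled library and share that free RNA. It can weigh more on CD23-DF2fl/fl cells through their lower depth (median 10464 against 13651 UMI per early GC-like cell).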

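Within plasmablast-like cells, 449 of 10663 genes differed between genotypes, 243 higher and 206 lower in CD23-DF2fl/fl mice (edgeR, 4 against 3 mice). The count was 228 without CD23-DF2+/+ replicate 2 and 230 in DESeq2. MYC-responsive genes were lower, with 12 of 63 below the threshold and 0 above it (13 lower when adjusted over the list alone; median -0.39, adjusted p = 1.7e-19 from camera, 0.344 with an estimated correlation), among them *Gnl3* (-0.83, adjusted p = 5.0e-05) and the chaperonin gene *Hspd1* (-0.77, adjusted p = 5.4e-04). Plasmablast genes had 8 higher and 1 lower of 44, or 9 and 1 when adjusted over the list alone (median 0.25, adjusted p = 4.9e-07, 0.383 with an estimated correlation), with *Lgals1* (0.81, adjusted p = 2.4e-06) and the integrin gene *Itgb7* (1.17, adjusted p = 3.1e-04). *Igkc*, the kappa light chain gene, rose by 1.25 (adjusted p = 0.0021) and *Fas* by 1.13 (adjusted p = 0.0096). In eMBC-like cells 122 genes differed (75 without CD23-DF2fl/fl replicate 2 and 59 in DESeq2), with *Nt5e* (1.97, adjusted p = 0.0014), *Lgals3* (1.35, adjusted p = 3.6e-08) and the interleukin-9 receptor gene *Il9r* (1.56, adjusted p = 0.0029) higher. In pre-GC-like cells 18 differed, 5 higher and 13 lower, with the chemokine gene *Ccl22*, a naming marker (-1.99, adjusted p = 0.0243) and the mitotic gene *Cks2* (-0.88, adjusted p = 0.0230) lower, a count that depends on single mice. Of the pre-GC-like cells, 16.0% ± 7.43 were called S or G2/M (SD, n = 4) against 34.4% ± 10.1 (SD, n = 3). The fall of a mitotic gene can thus reflect the mix of cells. Free RNA of other classes adds to every class of the pooled library in both genotypes, and the part it has in these values was not measured.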

We conclude that YTHDF2 facilitates GC seeding, whereas differentiation into early PBs does not require YTHDF2 expression.

To complement the single-cell data, we examined the potential of adoptively transferred Ythdf2-deficient B1-8^hi^ B cells to form PBs on day 5 of the response using flow cytometry. In this analysis, we gated on total adoptively transferred B1-8^hi^ B cells rather than comparing cell frequencies within each cell subset. Consistent with the transcriptomic analyses, we found that the responding Ythdf2-deficient B cells form relatively more PCs than control B cells (Figure 5F). Thus, YTHDF2 suppresses the PB genetic program in early-responding B cells and increases their probability to differentiate into GC B cells.

Next, we examined whether early FAS^+^ GL-7^+^ Ythdf2-deficient B cells possess PB-related functions in addition to the increased ASC gene expression. An important hallmark of B cell differentiation to ASCs is the alternative splicing switch to form secreted immunoglobulins rather than membrane-bound B cell receptors. To examine whether YTHDF2 plays a functional role in early-responding antigen-specific B cells as a result of the suppression ASC genetic program, we measured the relative expression of secreted and membrane-bound immunoglobulin transcripts (sIgM and mIgM, respectively) in control and Ythdf2-deficient B cells. To this end, we sorted FAS^+^ GL-7^+^ B cells from immunized mice and performed qRT-PCR using primers specific for each immunoglobulin isoform. To ensure detection of isoform-specific transcripts, we used sorted polyclonal naive B cells as a negative control and PCs as a positive control. As expected, naive B cells showed very low if any sIgM transcripts, whereas PCs showed a very high ratio of sIgM to mIgM transcripts (Figure 5G). Analysis of WT B1-8^hi^ B cells isolated 5 days after immunization revealed a ratio of sIgM to mIgM similar to that of naive cells, demonstrating that these cells do not produce antibodies. In contrast, Ythdf2-deficient B cells showed a 3-fold increase in the sIgM/mIgM ratio (Figure 5G), suggesting that they produce secreted IgM transcripts although they did not differentiate to PBs. These results provide additional evidence for the role of YTHDF2 in the suppression of the PB genetic program at the pre-GC and early-GC stages.

### YTHDF2 directly interacts with methylated mRNAs of plasmablast-regulating genes

The YTHDF protein family promotes the degradation of specific mRNAs by binding m^6^A-modified transcripts and interacting with RNA deadenylation complexes (Zaccara et al., 2019). Since our results indicated a role of YTHDF2 in repressing PB genetic programs, we sought to determine whether this protein can directly target PB-promoting genes. To this end, we first generated cells *in vitro* that express PB genes by stimulating isolated B cells with lipopolysaccharide (LPS) for 3 days. We then performed RNA immunoprecipitation (IP) using an anti-m^6^A antibody and used high-throughput sequencing as a readout (Dominissini et al., 2012; Grenov et al., 2021). A comparison of the IP with input fractions revealed that several PC differentiation genes that were upregulated in Ythdf2-deficient B cells, including *Prdm1*, *Sdc1*, *Xbp1*, and *Irf4*, showed one or more m^6^A peaks (Figure 6A). Furthermore, through the analysis of a published dataset of YTHDF2 IP performed in developing B cells (Zheng et al., 2020) we found that both *Irf4* and *Xbp1* transcripts are directly bound by YTHDF2 (Figure 6B). According to this analysis, *Sdc1* was also bound by YTHDF2; however, this peak persisted in cells lacking the mRNA methylation machinery, indicating non-specific binding. Similar results were obtained by RNA immunoprecipitation of HA-YTHDF2-GFP from LPS-stimulated transgenic B cells followed by qRT-PCR (Figure 6C). These findings suggest that YTHDF2 has the potential to directly modulate PC differentiation genes at the post-transcriptional level.

**Figure 6:**
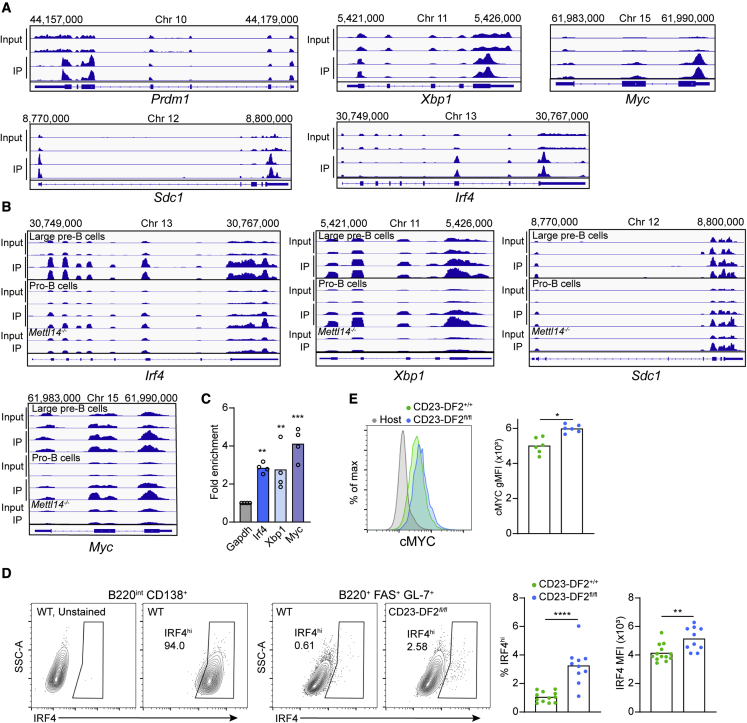
Plasma blast-regulating gene transcripts are direct targets of YTHDF2 (A) m^6^A peak profiles of representative PB-associated genes analyzed by m^6^A-IP followed by high-throughput sequencing. (B) Representation of YTHDF2-IP profiles from public dataset GEO: GSE174394 of *Irf4*, *Xbp1*, and *Myc*. (C) RIP of HA-YTHDF2-GFP performed using LPS-stimulated B cells derived from DF2^fl/fl^ mice (HA-YTHDF2-GFP^+/+^, Cre^−^). Fold enrichment of RNA in pull-down fraction over input fraction normalized to unmethylated *Gapdh* RNA and an isotype control. Pooled data from four replicates from two independent experiments. (D and E) CD23-DF2^+/+^ and CD23-DF2^fl/fl^ B1-8^hi^ B cells were isolated and transferred to WT host mice. Five days after immunization with NP-KLH, GL-7^+^ FAS^+^ B1-8^hi^ B cells were analyzed for IRF4 (D) and MYC (E) protein expression by intracellular staining and flow cytometry. Pooled data from 6–12 mice from 2–4 independent experiments. Statistical significance was tested using a two-tailed unpaired t test (D) or one-way ANOVA followed by Holm-Sidak multiple comparisons test (G). ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.005, ^∗∗∗∗^p < 0.001.

Among the PB-related genes that were upregulated in the early-responding B cells, *Irf4* is considered the most upstream B cell fate regulator (Nutt et al., 2011). Analysis of IRF4 protein expression in CD23-DF2^+/+^ and CD23-DF^fl/fl^ cells 5 days after immunization demonstrated that the frequency of activated CD138-negative B cells that show high levels of IRF4 was 2.5-fold higher in CD23-DF^fl/fl^ cells compared with the control, and increased levels of protein per cell were detected by of mean fluorescence intensity measurement (Figure 6D). A small increase in MYC protein levels was also detected in activated and YTHDF2-deficient B cells (Figure 6E) (Grenov et al., 2021). These findings indicate that YTHDF2 has the potential to directly regulate PC formation through the modulation of the mRNA and protein expression levels of IRF4.

### Germinal center and plasmablast formation do not depend on YTHDF1 or YTHDF3

The YTHDF proteins are structurally very similar (Zaccara and Jaffrey, 2020), and several studies have suggested that all three paralogs promote RNA degradation and can compensate for the loss of any paralog (Lasman et al., 2020; Zaccara and Jaffrey, 2020). Since our results showed that one allele of *Ythdf2* is insufficient for an intact antibody-mediated immune response, we tested whether YTHDF1 and YTHDF3 also contribute to GC formation. To examine B cell-specific immune responses, we bred Ythdf1^−/−^ and Ythdf3^−/−^ mice to the B1-8^hi^ mouse model and used the prime-boost protocol to study the response to NP-OVA. As opposed to Ythdf2-deficient B cells, adoptively transferred Ythdf1- and Ythdf3-deficient B1-8^hi^ B cells efficiently generated both GC cells and PCs (Figures 7A and 7B). Ythdf1-deficient B cells more effectively formed PCs, most likely due to an increase in naive cell frequency in lymph nodes (Figure 7A). Notably, Ythdf1-deficient cells expressed higher levels of CD62L, a molecule that plays a key role in entry into lymph nodes. Other functions in Ythdf1-deficient B cells such as CD86 expression and proliferation were intact (Figures S2F and S2G). Higher frequencies of Ythdf1-deficient PCs and GC cells were detected under competitive conditions, whereas Ythdf3-deficient B cells showed no changes in the frequency of these cell subsets (Figures 7C and 7D). These results suggest that in contrast to YTHDF2, the YTHDF1/3 paralogs do not facilitate GC B cell formation through contribution to the total YTHDF protein pool in B cells. Flow-cytometric analysis of B1-8^hi^ B cells on days 3, 5, and 7 after immunization showed that neither YTHDF1 nor YTHDF3 was required for the formation of FAS^+^ GL-7^+^ B1-8^hi^ B cells (Figure 7E). Nevertheless, RNA-seq experiments of FAS^+^ GL-7^+^ B1-8^hi^ B cells derived from immunized mice revealed that genes which were significantly differentially expressed in Ythdf2-deficient B cells were similarly altered in the absence of Ythdf1 and Ythdf3, although to a lesser extent (Figures 7F and 7G). 

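FAS+ GL-7+ B1-8hi B cells of WT, Ythdf1-/- and Ythdf3-/- donors were sequenced in a separate MARS-seq experiment on day 5, with 4 libraries of each. The WT libraries held 1670123 to 7727088 counts (median 4892101.5), the Ythdf1-/- libraries 3127238 to 6467144 (median 4468361.5) and the Ythdf3-/- libraries 1785862 to 5299022 (median 3743728.5). The authors processed them as the first experiment, with the same WT libraries behind both comparisons. From the deposited counts, 13341 genes were tested in edgeR in a joint fit of the 12 libraries (biological coefficient of variation 0.218). Simulated data with this design and the same spread for every gene gave back 64.2% of genes changed 2-fold. The WT libraries express Y-linked genes and the libraries of both knockouts express *Xist*, so that sex differs along with genotype. By their labels the Ythdf1-/- cells were GFP+ and the WT and Ythdf3-/- cells Tomato+. The reporter thus also differs with genotype in the Ythdf1-/- comparison. The deleted genes were not lower: *Ythdf1* stood at 121 ± 26.6 CPM in Ythdf1-/- (SD, n = 4) against 78.4 ± 13.0 in WT libraries (log2 fold change 0.62, standard error 0.178, adjusted p = 0.492 from edgeR), and *Ythdf3* at 13.0 ± 7.19 in Ythdf3-/- against 9.00 ± 4.73 (0.61, standard error 0.477, adjusted p = 0.817). The knockout alleles' design is not in the paper's text, and 3′ tags outside a deleted part check nothing about the deletion. *Ythdf2* had -0.59 (adjusted p = 0.819) and -0.32 (adjusted p = 0.784).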

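The 47 genes higher in CD23-DF2fl/fl cells, whose median log2 fold change there is 2.12, had a median of 0.15 in Ythdf1-/- cells, with 31 in the same direction, and of 0.37 in Ythdf3-/- cells, with 35 in the same direction and 1 called. The 15 lower genes, with a median of -1.66 there, had -0.33 in Ythdf1-/- cells, 9 in the same direction, and -0.73 in Ythdf3-/- cells, 13 in the same direction. From camera the p was 8.5e-04 and 7.1e-09 for the higher genes and 0.0853 and 3.0e-11 for the lower genes, in Ythdf1-/- and Ythdf3-/- cells in turn, and 0.324, 0.104, 0.457 and 0.0131 with an estimated correlation. Only the lower genes in Ythdf3-/- cells passed both. With *Ythdf2*-dependent genes taken at an adjusted p of 0.01 or less instead of 0.05, both medians in Ythdf3-/- cells turned, to -0.09 for the higher and 0.01 for the lower genes, and from camera the p was 0.205 and 0.689. With the authors' deposited calls, a longer list taken after the data had been seen, both kept their direction. The higher genes had 0.35 (124 of 156 in the same direction) and the lower genes -0.45 (60 of 71). From camera with an estimated correlation the p was 0.0951 and 0.0131. The knockouts are not independent of each other, since they share WT libraries: across all genes their fold changes had r = 0.572, where 0.484 arises from shared controls alone. Over all genes 16 differed in Ythdf1-/- cells (4 higher, 12 lower) and 26 in Ythdf3-/- cells (10 higher, 16 lower), of which 4 and 5 lie on the sex chromosomes. DESeq2 as the paper states it called 33 and 60, and with a library left out the counts fell as far as 9 (without Ythdf1-/- replicate 1) and 14 (without WT replicate 3). No label pairs the libraries, but residuals of the Ythdf3-/- libraries correlated with those of the WT libraries of the same number (r from 0.214 to 0.654). Some libraries of other numbers did so too, such as WT replicate 2 and Ythdf3-/- replicate 3 (r = 0.272). With the replicate number as a block 94 genes differed. With this block 4 of the 47 higher genes were called higher and 3 of the 15 lower genes lower, with medians of 0.35 and -0.75. The p was then 0.0561 and 0.0090 from camera with an estimated correlation, and 0.0344 and 0.0052 from fry (0.103 and 0.0078 without the block).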

Although we did not detect increased levels of IRF4 in gene expression datasets of Ythdf1- and Ythdf3-deficient B cells, an increase in ASC signature was observed in Ythdf3-deficient B cells (Figure 7G). Collectively, based on our findings and previous studies that examined YTHDF paralogs in other cell types (Zaccara and Jaffrey, 2020; Lasman et al., 2020), we conclude that YTHDF2 plays a dominant role in B cells, owing to its high expression in these cells.

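*Irf4* stood at 40.2 ± 6.20 CPM in Ythdf1-/- (SD, n = 4), 45.7 ± 17.8 in Ythdf3-/- (SD, n = 4) and 36.7 ± 16.8 in WT libraries (SD, n = 4), with log2 fold changes of 0.11 (standard error 0.281, adjusted p = 0.999 from edgeR) and 0.29 (standard error 0.283, adjusted p = 0.863). *Xbp1* had 0.02 and 0.30, *Prdm1* -0.64 and 0.18, and *Sdc1* -1.31 and -0.59, none of them past the test. Plasmablast and plasma cell genes had a median of -0.08 over 41 members in Ythdf1-/- cells, 0 called and 1 higher when adjusted over the list alone, and of 0.01 in Ythdf3-/- cells, with 22 members positive. In Ythdf3-/- cells 1 member was higher over all genes and 2 when adjusted over the list alone. It was *Ly6k*, at 17.1 ± 3.51 against 4.45 ± 1.48 CPM (log2 fold change 1.99, standard error 0.247, adjusted p = 7.9e-04). The adjusted p from camera was 0.508 and 0.431 (0.936 and 0.883 with an estimated correlation). Without WT replicate 4 or Ythdf3-/- replicate 1 the list passed camera in Ythdf3-/- cells at the preset correlation (adjusted p = 0.0205 and 0.0267). Of the other programs, immunoglobulin constant regions were lower in Ythdf3-/- cells, 4 of 13 over all genes and 5 when adjusted over the list alone (median -0.34, adjusted p = 8.2e-12 from camera, 0.0010 with an estimated correlation), with *Ighm* falling from 2881 ± 438 to 989 ± 262 CPM (adjusted p = 0.0037). At camera's preset correlation alone, GC identity, antigen presentation, type I interferon, sterol synthesis and erythroid and platelet genes were lower there too. MYC-responsive, ribosome assembly and B cell positioning genes were higher at that correlation. Erythroid and platelet markers were also lower in Ythdf1-/- cells, again at the preset correlation alone. From its own findings and earlier studies of the paralogs in other cell types, the paper concludes that YTHDF2 has the dominant role in B cells and ascribes it to its high expression there.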

**Figure 7:**
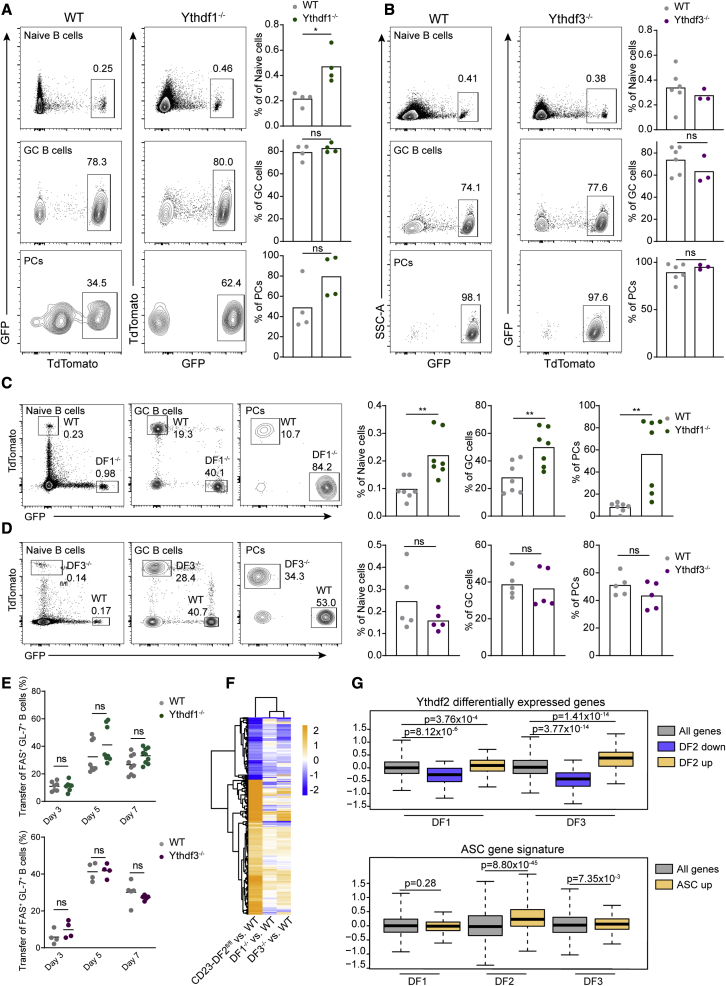
Germinal center formation does not depend on YTHDF1 and YTHDF3 (A–D) Ythdf1^−/−^ GFP, Ythdf3^−/−^ TdTomato^+^ B1-8^hi^ B cells, WT GFP, or TdTomato^+^ B1-8^hi^ B cells were transferred to OVA-primed WT host mice, separately (A and B) or mixed at a 1:1 ratio (C and D). Lymph node cells were analyzed by flow cytometry 7 days after the boost. Pooled data from 3–6 mice from two independent experiments. Column heights represent the mean. (E) Frequency of transferred FAS^+^ GL-7^+^ WT, GFP^+^ Ythdf1^−/−^ or TdTomato^+^ Ythdf3^−/−^ B1-8^hi^ B cells in immunized mice. Pooled data from 4–9 mice from 2–3 independent experiments. (F) RNA-seq analysis of WT, Ythdf1^−/−^, and Ythdf3^−/−^ B1-8^hi^ B cells 5 days after immunization. Heatmap showing log_2_-transformed fold changes of genes in Ythdf1-, 2- or 3-deficient cells compared with WT cells. All genes that were significantly differentially expressed in Ythdf2-deficient B cells compared with WT cells are shown. (G) Box plots indicating the median, quartiles, and 5th and 95th percentiles of changes in expression levels of Ythdf1^−/−^, Ythdf3^−/−^, and CD23-Ythdf2 compared with WT B1-8^hi^ B cells, of genes which were either down- or upregulated in Ythdf2-deficient cells or of genes which were upregulated in ASC (GEO: GSE60927). Statistical significance was tested using a two-tailed unpaired t test (A–D), one-way ANOVA followed by Holm-Sidak multiple comparisons test (E), or a two-sided Wilcoxon rank-sum test (G). ^∗^p < 0.05, ^∗∗^p < 0.01; ns, not significant.

## Discussion

Differentiation of B cells and fate commitment during the initial stages of the antibody immune response is directed by multiple transcription factors that promote specific cell fates. Early-responding B cells that compete for T cell help at the pre-GC stage express activation markers including FAS and GL-7 (Schwickert et al., 2011; Zaretsky et al., 2017; Yeh et al., 2018). In addition, CCR6 was believed to also define the pre-GC cell subset (Schwickert et al., 2011). Using single-cell analysis, Glaros et al. (2021) described a tri-potent cell subset that gave rise to activated precursors; however, these cells did not show high expression levels of CCR6. In contrast, the CCR6-positive B cells detected early during the response were defined as early memory cells. Our scRNA-seq analysis of the early stages of the B cell response is largely consistent with these findings, and the minor observed differences are most likely due to differences in immunization protocols. Furthermore, by analyzing gene expression at specific B cell differentiation stages, we found that many RBPs, including YTHDF2, are upregulated in early-responding antigen-specific B cells during the pre-GC stage. This observation indicates that post-transcriptional events play a key role in early B cell differentiation (Díaz-Muñoz and Turner, 2018). The finding that Ythdf2-deficient B cells at the pre-GC and early-GC stages showed increased expression of typical PB genes suggests that YTHDF2 reinforces the GC fate by mitigating the PB genetic program at the mRNA level during GC seeding. Thus, in addition to the well-described transcription factor-driven mechanism, we describe a post-transcriptional regulatory pathway that directs B cell differentiation and fate commitment.

For a naive or activated B cell to differentiate into a PB or a GC cell it has to rewire its genetic program, a process mediated by chromatin remodelers and transcription activators and repressors (Nutt et al., 2015; Cook et al., 2020; Schmiedel et al., 2021). Although YTHDF2 has the potential to promote PB formation through multiple targets, our findings indicate that one of the functions of YTHDF2 is to suppress the expression of *Irf4* and other PB-related genes such as *Prdm1* and *Xbp1* and thereby support the stabilization of the GC genetic program. Thus, our observations suggest that YTHDF2 contributes to the “kinetic model,” which proposes that the expression level of IRF4 determines B cell fate early during the response (Ochiai et al., 2013). *Myc* mRNA, a key gene in the B cell immune response, is a direct target of YTHDF2, which facilitates its mRNA degradation and suppresses downstream activation of MYC-responsive genes (Su et al., 2018; Grenov et al., 2021). Since Blimp1 suppresses Myc expression, excess Myc RNA in YTHDF2-deficient B cells might interfere with cell fate trajectories of the responding B cells as well (Karube and Campo, 2015). In our previous analysis of gene expression in the GC, we found that YTHDF2 deletion was associated with a reduction in expression of the oxidative phosphorylation genetic program (Grenov et al., 2021). Since YTHDF2 suppresses gene expression, this downregulation in mRNA levels in YTHDF2-deficient B cells suggests that the effect occurs in an indirect manner. In the current study, we examined pre-GC B cells and found an increase in the PC genetic program in YTHDF2-deficient cells, and accordingly, a reanalysis of the dataset from the previous study also shows similar trends. It is important to note that GC and pre-GC B cells have different metabolic requirements, and GC B cells cannot efficiently support glycolysis (Weisel et al., 2020; Biram et al., 2022). Thus, we suggest that the PC program is directly regulated by YTHDF2, whereas the metabolic changes are specific to GC B cells and represent downstream effects.

In a recent study, it was suggested that YTHDF2 supports PC accumulation *in vitro* (Turner et al., 2022). In mice,the authors show that YTHDF2 is required for an intact GC response on day 21 after immunization in chimeric mice, whereas GCs on day 7 seem to be intact. Although the different mouse models in the two studies might have affected the immune response kinetics, both studies show a reduction in GC size. To strengthen our conclusions, in the present study gene profiles that support PC and GC formation and cell identity were extensively examined, and the conclusions about the suppressive role of YTHDF2 in PC formation are supported by both these analyses and flow-cytometric data. Furthermore, in both of the studies *Irf4* and *Prdm1* transcripts were found to be methylated, and we show that PC-promoting transcripts are bound by YTHDF2, which strongly suggests that these genes are targets for YTHDF2-mediated mRNA degradation. Lastly, we demonstrate that YTHDF2 is required for GC formation both in a polyclonal and in an antigen-specific response using transgenic B cells. B1-8^hi^ B cells were found to express high levels of YTHDF2 compared with their low-affinity counterparts, suggesting that YTHDF2 plays a more significant role in suppression of the PC program in B cells that express high-affinity BCRs and thereby direct their differentiation to GC B cells.

Similar to B cells, the terminal maturation of multiple immune cell types, including natural killer, Tfh, and dendritic cells, depend on mRNA methylation (Yao et al., 2021; Ma et al., 2021; Bechara et al., 2021; Han et al., 2019). Hematopoietic stem cell (HSC) differentiation is highly dependent on m^6^A machineries (Mapperley et al., 2021; Lee et al., 2019; Zaccara et al., 2019) and scRNA-seq of HSCs deficient in m^6^A machineries revealed the development of an intermediate differentiation cell state that cannot properly support hematopoiesis (Cheng et al., 2019). Collectively, together with our results regarding B cell fate decisions, these findings suggest that the m^6^A machinery plays a key role in directing lineage commitments of multiple cell types.

Although it was initially thought that the different YTHDF paralogs have distinct biological activities, recent data suggested that they have fully overlapping functions (Zaccara and Jaffrey, 2020; Lasman et al., 2020). Our transcriptomic analysis of Ythdf1/2/3-deficient B cells shows that the three paralogs share similar patterns of gene regulation, although changes in gene expression are more pronounced in Ythdf2-deficient cells. Based on our findings and previous studies that examine YTHDF paralogs in other cell types, we conclude that YTHDF2 plays a dominant role in B cells because it is highly expressed in these cells.

In summary, in addition to the well-studied transcription factor-mediated control of early B cell fate decisions, our study exposes a post-transcriptional mechanism that directs B cell fate commitment. Our findings suggest that YTHDF2 inhibitors may be beneficial in the treatment of lymphomas that specifically originate from the GC reaction (Victora et al., 2012).

### Limitations of the study

We find that YTHDF2 suppresses the expression of genes that support PC formation; however, regulation of additional genes supporting additional pathways and fate decisions may also play a role.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

CD45R (B220) Monoclonal Antibody (RA3-6B2), APC-eFluor 780	eBioscience	Cat# 47-0452-82, RRID: AB_1518810
CD45R (B220) Monoclonal Antibody (RA3-6B2), eFluor 450	eBioscience	Cat# 48-0452-82, RRID: AB_1548761
APC anti-mouse/human CD45R/B220 Antibody (RA3-6B2)	BioLegend	Cat# 103212, RRID: AB_312997
Brilliant Violet 605™ anti-mouse CD138 (Syndecan-1) Antibody (281–2)	BioLegend	Cat# 142516, RRID: AB_2562337
CD38 Monoclonal Antibody (90), Alexa Fluor 700	eBioscience	Cat# 56-0381-82, RRID: AB_657740
F4/80 Monoclonal Antibody (BM8), APC-eFluor 780	eBioscience	Cat# 47-4801-82, RRID: AB_2735036
PE-Cy™7 Hamster Anti-Mouse CD95 (Jo2)	BD	Cat# 557653, RRID: AB_396768
Alexa Fluor® 647 anti-mouse/human GL7 Antigen Antibody (GL7)	BioLegend	Cat# 144606, RRID: AB_2562185
FITC anti-mouse/human GL7 Antigen Antibody (GL7)	BioLegend	Cat# 144604, RRID: AB_2561697
PerCP/Cyanine5.5 anti-mouse/human GL7 Antigen (GL7)	BioLegend	Cat# 144610, RRID: AB_2562979
Ly-6G/Ly-6C Monoclonal Antibody (RB6-8C5), APC-eFluor 780	eBioscience	Cat# 47-5931-82, RRID: AB_1518804
APC anti-mouse Ig light chain λ Antibody (RML-42)	BioLegend	Cat# 407306, RRID: AB_961363
PE anti-mouse CD86 Antibody (GL-1)	BioLegend	Cat# 105008, RRID: AB_313151
PE/Cyanine7 anti-mouse CD86 Antibody (GL-1)	BioLegend	Cat# 105014, RRID: AB_439783
FITC anti-mouse CD86 Antibody (GL-1)	BioLegend	Cat# 105006, RRID: AB_313149
BV421 Rat Anti-Mouse CD40 (3/23)	BD	Cat# 562846, RRID: AB_2734767
Brilliant Violet 510™ anti-mouse I-A/I-E Antibody (M5/114.15.2)	BioLegend	Cat# 107636, RRID: AB_2734168
Alexa Fluor® 647 anti-IRF4 Antibody (IRF4.3E4)	BioLegend	Cat# 646408, RRID: AB_2564048
CD4 Monoclonal Antibody (GK1.5), APC-eFluor 780	eBioscience	Cat# 47-0041-82, RRID: AB_11218896
CD8a Monoclonal Antibody (53–6.7), APC-eFluor 780	eBioscience	Cat# 47-0081-82, RRID: AB_1272185
Anti-HA.11 Epitope Tag Antibody (16B12)	eBioscience	Cat# 901515, RRID: AB_2565334
Goat Anti-Mouse IgM mu chain (HRP)	Abcam	Cat# ab97230
Goat Anti-Mouse IgG1 (HRP)	Abcam	Cat# ab97240
c-Myc (D84C12) Rabbit mAb	Cell Signaling	Cat# 5605

**Chemicals**, **peptides**, **and recombinant proteins**		

Fast SYBR™ Green Master Mix	Applied Biosystems	Cat# 4385614
NP-OVAL (Ovalbumin)	Biosearch Technologies	Cat# N-5051-100
NP-KLH (Keyhole Limpet Hemocyanin)	Biosearch Technologies	Cat# N-5060-25
Imject Alum Adjuvant	Thermo Fisher Scientific	Cat# 77161
Albumin from chicken egg white (OVA)	Sigma-Aldrich	Cat# A5503
qScript cDNA Synthesis Kit	QuantaBio	Cat# 95047
CellTrace™ Violet Cell Proliferation Kit, for flow cytometry	Molecular Probes	Cat# C34557

**Critical commercial assays**		

Chromium Single Cell 30 reagent kits v1	10xGenomics	Cat# PN-1000268
Fixation/Permeablization Kit	BD	Cat# 554714

**Deposited data**		

B1-8hi Ythdf1/Ythdf2/Ythdf3-deficient B cells	This paper	GEO: GSE189819
Follicular B cells, activated B cells, MBCs, and GC B cells	Viant et al., 2021	GEO: GSE174394
Antibody secreting cell signature	Shi et al., 2015	GEO: GSE60927
MYC positive B cells signature	Calado et al., 2012	GEO: GSE39443
Germinal Center signature	Brescia et al., 2018	GEO: GSE110669
Germinal Center Ythdf2-deficient B cells	Grenov et al., 2021	GEO: GSE180359
Single cell RNA seq	This paper	GEO: GSE189819https://singlecell.broadinstitute.org/single_cell/study/SCP1813/scrnaseq-of-control-and-ythdf2-deficient-antigen-specific-b-cells-from-lymph-nodes-of-immunized-mice?tab=scatter#study-visualize
m6A-seq	This paper	GEO: GSE189819
YTHDF2 RIPseq	Zheng et al., 2020	GEO: GSE136419

**Experimental models: Organisms/strains**		

C57BL/6JOlaHsd mouse	Envigo	N/A
Rosa26 TdTomato C57BL/6 transgenic mouse	Jackson Laboratories	RRID: IMSR_JAX:007914
GFP C57BL/6 transgenic mouse	Jackson Laboratories	RRID: IMSR_JAX:004353
CD23cre C57BL/6 transgenic mouse	Prof. M. Busslinger	N/A
Ythdf2HA-GFP-Fl C57BL/6 transgenic mouse	Prof. D. O’Carroll	N/A
B1-8hi and b1-8lo C57BL/6 transgenic mice	Prod.Michel Nussenzweig	RRID: IMSR_JAX:007594
YTHDF1^−/−^ C57BL/6 transgenic mouse	Prof. Jacob Hanna	N/A
YTHDF3^−/−^ C57BL/6 transgenic mouse	Prof. Jacob Hanna	N/A

**Oligonucleotides**		

See Table S1 for qPCR primers	This paper	N/A

**Software and algorithms**		

Seurat (v.4.0.3)	Butler et al., 2018	https://satijalab.org/seurat/
10× Genomics Cell Ranger software v5.0.1	10xGenomics	https://support.10xgenomics.com/
MARS-seq Pipeline	Kohen et al., 2019	N/A
Flowjo 10	Tree Star	https://www.flowjo.com
GSEA	Subramanian et al., 2005; Mootha et al., 2003	https://www.gsea-msigdb.org/gsea/index.jsp
Imaris 9.1.2	Bitplane	https://imaris.oxinst.com/
Prism 9	Graphpad Software	https://www.graphpad.com/

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to the lead contact, Ziv Shulman ().

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

Complete knockout models of *Ythdf1* and *Ythdf3* were provided by Y. Hanna (Lasman et al., 2020). GFP- and HA-tagged Ythdf2^HA−GFP-Fl^ (DF2^fl/fl^) mice were provided by D. O’Carroll (Ivanova et al., 2017) and crossed to a B cell-specific Cd23-cre strain (CD23-DF2^fl/fl^). The Cd23-cre mice were provided by M. Busslinger (IMP, Vienna). Ythdf1^−/−^, Ythdf3^−/−^ and CD23-DF2^fl/fl^ mice were bred to mice expressing a modified NP-specific B1-8^hi^ B cell receptor as well as a fluorescent marker (GFP or TdTomato). GFP and TdTomato-expressig mice were purchased from Jackson Laboratories. B1-8^hi^ and B1-8^lo^ transgenic mice were a gift from M. Nussenzweig (Rockefeller University, NY). Transgenic mice were maintained in SPF housing conditions and used at 6–18 weeks of age. WT (C57BL/6) mice were purchased from Envigo and used at 6–15 weeks of age. Both male and female mice were used throughout the study and no gender differences were observed. All experiments on mice were approved by the Weizmann Institute Animal Care and Use Committee.

### Method details

#### Adoptive cell transfer

Splenic tissue was passed through a 70μm mesh into 5 mL PBS on ice, and resting B cells were purified using negative-selection anti-CD43 beads and magnetic-activated cell sorting (MACS) (Miltenyi Biotec) according to the manufacturer’s protocol. Igλ^+^ resting B cells were isolated after initial B cell isolation by incubating with 1 μL anti-Igκ-PE antibody for 30min on ice. After washing, Igλ^+^ B cells were enriched by negative selection using anti-PE magnetic beads (Miltenyi Biotec). CD4^+^ T cells were isolated from splenic cells in a similar manner using CD4^+^ T cell isolation kit (Miltenyi Biotec) according to the manufacturer’s instructions. For adoptive transfer, 3–5x10^6^ total B1-8^hi^ B cells, 1 × 10^5^ Igλ^+^ B1-8^hi^ B cells, or 3–4x10^6^ CD4^+^ T cells were transferred by intravenous injection to host mice a minimum of 4 h prior to antigen challenge. In competition experiments, equal numbers of each of the B cell populations were transferred together and the proportions of each cell type were checked by flow cytometry prior to injection.

#### Immunizations

NP-KLH (BioSearch Technologies, CA, USA) was prepared to a final concentration of 0.4 mg/mL in PBS and alum, and 10 μg (25μL) was administered to each footpad. For prime-boost experiments, mice first received a dose of 50 μg OVA prepared in PBS and alum (100μL volume) to the peritoneum. 2–4 weeks after priming, the OVA-specific immune response was boosted by immunizing mice with 25 μg of NP-OVA (adjuvant-free) in each footpad.

#### Flow cytometry

Single-cell suspensions of spleen and lymph nodes were prepared by first washing and then passing each tissue through a 70μm mesh into PBS containing 2% fetal calf serum (FCS) and 1 mM EDTA. After obtaining single-cell suspensions, Fc receptors were blocked by adding (2 μg/mL) anti-16/32 antibody (TruStain FcX, BioLegend) and incubating for 5–10min. For staining of cell surface markers, cells were incubated with a cocktail of fluorescently labeled antibodies for 30 min on ice. Before analysis, samples were washed with 2 mL PBS containing FCS and EDTA. For intracellular staining, surface-labeled cells were fixed and permeabilized using Fixation/Permeabilization Kit (BD Biosciences) according to the manufacturer’s instructions, and then stained for intracellular markers.

Analysis was done on a CytoFLEX (Beckman Coulter) flow cytometer, or in the case of cell sorting, on a FACSAria III Cell Sorter system (Becton Dickinson). Specific populations were gated as follows: GC: live/single, B220^+^ GL-7^+^ CD38^-^ FAS^+^. PCs: live/single, B220^int^ CD138^+^. For cell sorting and subsequent RNA-sequencing, lymph node cell suspensions were stained for markers of undesired cell populations in addition to the positive selection panel (Dump^−^: CD4^-^, CD8^-^, GR-1^-^, F4/80^-^). Cell populations were sorted directly into 40μL Lysis/Binding buffer (Life Technologies), and samples were immediately put on dry ice until further storage at −80°C.

#### Bulk RNA-sequencing and analysis

A modified version of the MARS-seq protocol (Jaitin et al., 2014; Keren-Shaul et al., 2019) to accommodate bulk RNA samples was used to generate RNA sequencing libraries for transcriptional analysis. RNA extraction of sorted cells was performed using the Dynabeads mRNA DIRECT Purification Kit (Invitrogen). Each sample contained 3–5x10^4^ cells, and 12μL of oligo(dT) Dynabeads per sample was used to capture, wash and elute polyA-RNA with 6.5μL of Tris-HCl according to the protocol. Three to four biological replicates were included in each population. For library preparation, each sample was barcoded during reverse transcription and pooled. Pooled samples were cleaned using Agencourt Ampure XP bead cleanup (Beckman Coulter), and underwent second strand synthesis and linear amplification by T7 *in vitro* transcription. Amplified RNA was fragmented to a length of 300bp on average and tagged with Illumina sequences by ligation, followed by reverse transcription and a final round of PCR amplification (11–13 cycles). Libraries were quality checked and quantified by Qubit (Qubit 4 fluorometer, Invitrogen), TapeStation (4150 TapeStation System, Agilent) and qPCR. Sequencing was done using a Nextseq 75 cycle high output kit (Illumina; paired end sequencing).

Alignment and differential expression analysis was performed using the UTAP pipeline (Kohen et al., 2019). Reads were trimmed using Cutadapt and mapped to the Mus_musculus genome (UCSC mm10) using STAR (Dobin et al., 2013) v2.4.2a with default parameters. The pipeline quantifies the genes annotated in RefSeq (extended by 1,000 bases toward the 5′ edge and 100 bases in the 3′ direction). Htseq-count (Anders et al., 2014) (union mode) was used for counting sequenced reads. Expression analysis was based on genes with a minimum of five UMI-corrected reads in at least one sample. Normalization of the counts and differential expression analysis was performed using DESeq2 (Love et al. 2014) with the following parameters: betaPrior = True, cooksCutoff = FALSE, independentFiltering = FALSE. Raw p values were adjusted for multiple testing using the procedure of Benjamini and Hochberg. The GSEA tool (Mootha et al., 2003; Subramanian et al., 2005) was used to analyze changes in specific gene networks. GSEA was run with default parameters.

#### Single-cell RNA-sequencing

Single-cell suspensions from lymph nodes of host mice were independently stained with fluorescently-conjugated antibodies for FACS sorting (see section on flow cytometry) together with 1μg CD45 Cell Hashing antibodies (TotalSeq B anti-mouse CD45, Biolegend) prepared according to the manufacturer’s instructions. Dump^−^ (see “flow cytometry”) transferred B cells were sorted into a cooled 15 mL tube with 0.04% BSA in PBS using a FACS Aria II sorter (BD Bioscience). 20,000 sorted cells were loaded into the 10× Genomics instrument and libraries were created using the Single Cell Expression v3.1 (Dual Index) kit (10× Genomics) according to the manufacturer’s instructions.

#### Single-cell data processing

FASTQ files were aligned to the mouse mm10 reference genome using 10× Genomics Cell Ranger software v5.0.1 to create unique molecular identifier count tables of gene expression for each sample. Unique molecular identifier counts were normalized by library size. The UMI count matrix was converted to Seurat objects using R package Seurat (v.4.0.3). After removing cells with less than 200 genes or more than 10% of UMIs mapped to mitochondrial genes, hashed cells were demultiplexed using HTODemux function, and cells aligned to doublet and negative groups were removed from further analysis. SCTransform function was used to normalize the dataset and Uniform Manifold Approximation and Projection (UMAP) was used to reduce dimensions. For each cell, S phase score and G2 M phase score were estimated with the CellCycleScoring function from Seurat, and these scores were regressed out. Analysis of GO terms enriched in PreGC upregulated genes was done using enrichr (Chen et al., 2013). Differentiation trajectories were fitted with Slingshot package (version 1.6.1) (Street et al., 2018), with the Naive cluster selected as a starting point. Changes in gene expression as a function of pseudotime were visualized using the PlotExpression command.

#### Validation of cell assignment of clusters by gene signature scoring

Signatures of differentially expressed genes between two subpopulations were generated as follows: For follicular B cells, activated B cells, MBCs, and GC B cells, deseq2 results were downloaded from GEO (accession number GSE174394 (Viant et al., 2021)). For splenic B cells compared to follicular B cells, raw counts were downloaded from GEO (accession number GSE60927 (Shi et al., 2015)), and deseq2 was run to calculate log2FC and the adjusted p value for each gene. Each signature consists of genes that are upregulated (FC > 2, padj <0.05) in the indicated cell populations (Figure S1C). The average expression level of each signature was calculated for each cell using the AddModuleScore function.

#### qRT-PCR

Dynabeads mRNA DIRECT™ Purification (Invitrogen) and qScript (Quantabio) kits were used according to the manufacturer’s instructions, to extract poly-A RNA and generate cDNA, respectively. For qPCR reactions, a QuantStudio 5 Real-Time PCR system and Fast SYBR Green Master Mix (Applied Biosystems) were used. Primers are listed in Table S1.

#### *In vitro* proliferation assays

Single-cell suspensions were obtained from mouse spleens and stained with CellTrace-Violet (Molecular Probes) according to the manufacturer’s instructions. Cells were resuspended in RPMI (supplemented with 10% FCS, Penicillin-Streptomycin, L-glutamine, Sodium Pyruvate, β-mercaptoethanol, HEPES, and gentamicin), seeded in a 96 well plate at 1 × 10^6^ cells/mL, and stimulated with αIgM at concentrations ranging from 10 ng to 10 μg per ml for 3 days. Cell proliferation and CD86 expression were analyzed by flow cytometry.

#### Two-photon light microscopy

Intravital imaging was done using a Zeiss LSM 880 upright microscope fitted with a Coherent Chameleon Vision laser. A femtosecond-pulsed two-photon laser tuned to 940 nm was used for image acquisition and the microscope was equipped with a filter cube containing 565 LPXR to split the emission to a photomultiplier tube detector (fitted with a 579–631 nm filter for tdTomato detection). An additional 505 LPXR mirror further split the emission to two GaAsp detectors (with a 500–550 nm filter for GFP detection). Tile images were acquired with Z-stacks of approximately 100 μm, and 5 μm steps between each Z-plane. The zoom was set to 1.5, and pictures were acquired at 512 × 512 × –y resolution. Images were processed using Imaris software (Bitplane). Mean signal intensity was determined using IMARIS surfaces projection tool to identify single cells. Mean GFP fluorescence intensity above background signal (26 arbitrary units, median of YTHDF2-GFP-low cells = 2) was considered YTHDF2-GFP-high expressing cells.

#### M^6^A-seq and analysis of mRNA methylation sites

B cells were isolated from splenic cell suspensions using CD43 magnetic beads and magnetic cell separation (Miltenyi Biotec). Minimum 95% B cell purity was confirmed by flow cytometry analysis. B cells were resuspended in RPMI complete medium (see “in vitro proliferation”) at 1.5 × 10^6^ cells/mL and stimulated with 5 mg/mL LPS for 3 days.

M^6^A immunoprecipitation and RNA-seq library preparation was performed as previously described (Garcia-Campos et al., 2019). Three biological replicates of control and METTL3-deleted samples were included. Reads were aligned to the mouse mm9 genome using STAR aligner. Each site was assigned peak over input (POI) and peak over median (POM) scores representing the fold change of enrichment in the peak region over the corresponding region in the input fraction, or over the median coverage in the gene, respectively. For identification of sites present in the control sample but absent in the METTL3-deleted sample, we performed two separate t-tests to assess whether the POM and/or the POI scores differed significantly (p < 0.05) between control and METTL3-deleted samples. A peak was determined to be METTL3-specific if the mean POI and mean POM scores (across the triplicates) in the WT samples were higher than their counterparts in the METTL3-deleted samples, and if at least one of the two associated p values was significant. For estimating the global methylation levels per sample we calculated POI and POM scores for a pre-assembled set of 16,321 consistently identified m^6^A sites and a set of 30,115 control sites.

#### YTHDF2 RIP-seq data analysis

Fastq files were downloaded from the gene expression omnibus (GSE136419). Reads were aligned to the Mus_musculus genome (UCSC mm10) using STAR (Dobin et al., 2013). Aligned reads were visualized using the Integrated Genomics Viewer (IGV) (Robinson et al., 2011).

#### YTHDF2 RNA immunoprecipitation (RIP)

Isolated B cells from DF2^fl/fl^ and CD23-DF2^fl/fl^ mice were stimulated with 5 μg/mL LPS for three days *in vitro*. Immunoprecipitation (IP) of endogenous RNP complexes from whole-cell extracts was performed as described by (Yoon et al., 2012) with the modification that cell lysates were incubated with antibody prior to incubation with protein A/G beads. In brief, ∼20 M cells per sample were lysed with passive lysis buffer (PLB. 100 mM KCI, 5 mM MgCl2, 10 mM HEPES-NaOH at pH 7, 0.5% NP-40, 1 mM DTT, complete protease inhibitor cocktail (Sigma) and 10u/mL RNAsin (promega)) for 5 min on ice and centrifuged at 20,000 g for 10 min at 4°C. Part of the supernatants was saved as an input sample. The remaining supernatant was incubated in gentle rotation with 5 μg antibody (purified anti-HA.11 epitope Tag antibody, Biolegend, or isotype control) overnight at 4°C with gentle rotation. Protein A/G magnetic beads (GeneScript) were prewashed and incubated with cell lysate + antibody for 4 h at 4°C with gentle rotation. Magnetic beads were washed six times with NT buffer (50 mM Tris-HCL at pH 7.4, 150 mM NaCl, 1 mM MgCl_2_, 0.05% NP-40) and RNA was extracted by TRI reagent (sigma). RNA was converted to cDNA by qScript cDNA synthesis kit (Quantabio) and further analyzed by qPCR. RNA IP levels were normalized to input fraction and compared to Gapdh and IgG isotype controls. The IP fraction from CD23-DF2^fl/fl^ samples had insufficient amounts of RNA for detection by qRT-PCR.

### Quantification and statistical analysis

Statistical significance was determined using Graphpad Prism v.8.0, with the tests used and number of repetitions (n) indicated in each figure legend.

### Additional resources

The scRNA-seq data was deposited in the Single Cell portal and can be accessed through the following link:

https://singlecell.broadinstitute.org/single_cell/study/SCP1813/scrnaseq-of-control-and-ythdf2-deficient-antigen-specific-b-cells-from-lymph-nodes-of-immunized-mice?tab=scatter#study-visualize.

## Data Availability

• This paper analyzes existing, publicly available data. These accession numbers for the datasets are listed in the key resources table. • Single cell RNA-seq, bulk RNA-seq and m6A-seq data have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. • This paper does not report an original code. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Supplemental information

Document S1. Figures S1 and S2 and Table S1

Document S6. Article plus supplemental information

# Supplementary material for: YTHDF2 suppresses the plasmablast genetic program and promotes germinal center formation
**Source:** Cell Rep. 2022 May 6;39(5):110778. doi: 10.1016/j.celrep.2022.110778
**Supplement:** Document S6. Article plus supplemental information

YTHDF2 suppresses the plasmablast genetic program and promotes germinal center formation

Graphical abstract

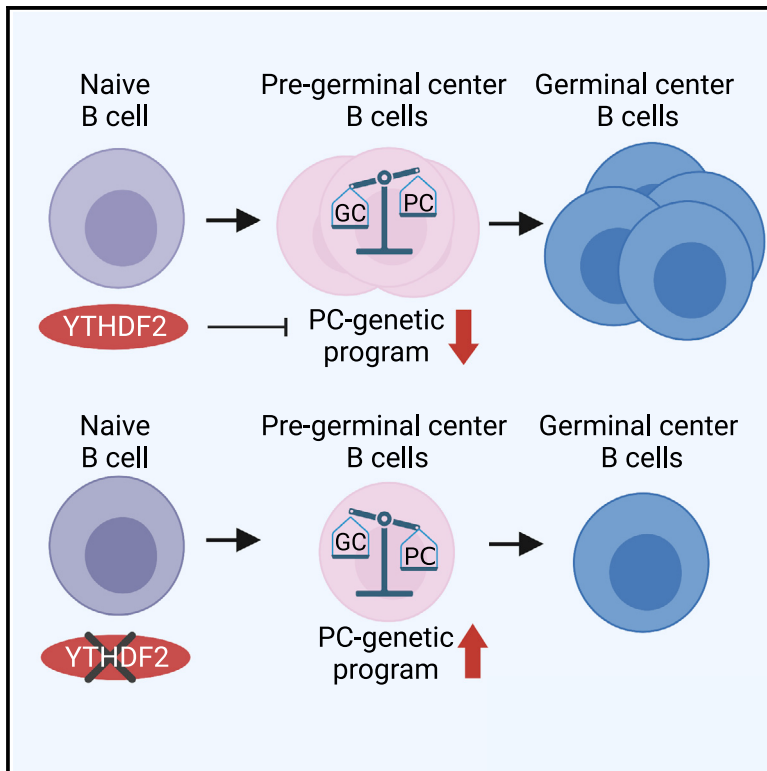

Authors

Amalie Grenov, Hadas Hezroni, Lior Lasman, Jacob H. Hanna, Ziv Shulman

In brief

Using scRNA-seq and transgenic mice, Grenov et al. demonstrate that YTHDF2 is expressed by early-responding antigen-specific B cells and promotes their differentiation into germinal center B cells through the repression of genes associated with plasma cell formation, while other YTHDF paralogs are dispensable for the humoral immune response.

Highlights

- scRNA-seq of antigen-specific B cells reveals differentiation trajectories
- YTHDF2 is expressed by early-responding B cells and facilitates germinal center seeding
- YTHDF2 binds mRNAs of plasma cell-associated genes and suppresses their expression
- Germinal center formation does not depend on YTHDF1 and YTHDF3

Article

YTHDF2 suppresses the plasmablast genetic program and promotes germinal center formation

Amalie Grenov,¹ Hadas Hezroni,¹ Lior Lasman,² Jacob H. Hanna,² and Ziv Shulman^{1,3,*}¹Department of Systems Immunology, Weizmann Institute of Science, Rehovot, Israel²Department of Molecular Genetics, Weizmann Institute of Science, Rehovot, Israel³Lead contact*Correspondence: <https://doi.org/10.1016/j.celrep.2022.110778>

SUMMARY

Antibody-mediated immunity is initiated by B cell differentiation into multiple cell subsets, including plasmablast, memory, and germinal center (GC) cells. B cell differentiation trajectories are determined by transcription factors, yet very few mechanisms that specifically determine early B cell fates have been described. Here, we report a post-transcriptional mechanism that suppresses the plasmablast genetic program and promotes GC B cell fate commitment. Single-cell RNA-sequencing analysis reveals that antigen-specific B cell precursors at the pre-GC stage upregulate YTHDF2, which enhances the decay of methylated transcripts. Ythdf2-deficient B cells exhibit intact proliferation and activation, whereas differentiation into GC B cells is blocked. Mechanistically, B cells require YTHDF2 to attenuate the plasmablast genetic program during GC seeding, and transcripts of key plasmablast-regulating genes are methylated and bound by YTHDF2. Collectively, this study reveals how post-transcriptional suppression of gene expression directs appropriate B cell fate commitment during initiation of the adaptive immune response.

INTRODUCTION

The adaptive immune response has the capacity to generate protective antibodies and long-lasting immunological memory, which provides a rapid response to recurrent pathogen exposures (Ahmed and Gray, 1996; Tarlinton and Good-Jacobson, 2013; Cyster and Allen, 2019). Activation of naive B cells with cognate antigen combined with signals from T follicular helper (Tfh) cells leads to the development of plasmablasts (PBs), memory, and germinal center (GC) B cells (Shlomchik and Weisel, 2012). Typically, the first wave of antibodies elicited against an invading pathogen consists of germline-encoded class-switched and unswitched immunoglobulins produced by short-lived antibody-secreting cells (Elsner and Shlomchik, 2020). Long-lived immunoglobulin M (IgM) and class-switched memory cells also arise at the early stages of the response (Good-Jacobson and Tarlinton, 2012; Taylor et al., 2012; Weisel et al., 2016; Pritchard and Pepper, 2018). In parallel, GC B cells differentiate from rapidly proliferating B cell subsets and form cell clusters in the center of the lymph node follicle 5–7 days after exposure to immune stimulation. The GC structures persist for several weeks to months, depending on the nature of the pathogen or vaccination, and generate long-lived memory and plasma cells (PCs) that typically carry mutated high-affinity immunoglobulins (Vic-tora and Nussenzweig, 2012).

Regulation of the developmental dichotomy between GC B cells and antibody-secreting cells (ASCs, defined as either PBs or PCs) has been extensively studied (Oracki et al., 2010; Tellier and Nutt, 2019). Differentiation of antigen-specific B cells that

encountered a cognate antigen to plasma and GC cells, and stabilization of alternative gene programs are dependent on the silencing of reciprocal fate-inducing transcripts, which is mediated by BLIMP1 and BCL6 (Nutt et al., 2011). IRF4 has a dual role in B cell fate commitment as it promotes both the formation of PBs as well as GC B cell fate (Klein et al., 2006). In a model known as “kinetic control” (Ochiai et al., 2013), it was suggested that intermediate levels of IRF4 promote B cell differentiation into GC B cells, whereas sustained high expression levels promote the formation of PCs through enhanced transcription of PC-related genes, including *Prdm1*, encoding BLIMP1 (Cook et al., 2020).

Post-transcriptional events and RNA-binding proteins (RBPs) such as hnRNPLL, PTBP1, Hur, and ELAV1 play key roles in supporting B cell activation and GC formation (Díaz-Muñoz et al., 2015; Díaz-MonzónCasanova et al., 2018; Chang et al., 2015; Díaz-Muñoz and Turner, 2018). Most of these factors regulate essential biological processes in B cells, including cell cycle, cell metabolism, and RNA splicing rather than specific cell fate decisions (Díaz-Muñoz and Turner, 2018). During transcription, nascent mRNAs are modified by a methyltransferase, which adds a methyl group on adenosines (m⁶A) at consensus sites (Shulman and Stern-Ginossar, 2020). The YTHDF protein family consists of three paralogs, all of which harbor a YTH motif that directly interacts with methylated mRNAs (Zaccara et al., 2019). Although several functions were suggested, the primary role of YTHDFs is to suppress gene expression by enhancing the degradation of methylated mRNA in the cytoplasm (Ivanova et al., 2017; Zaccara et al., 2019). This mechanism supports

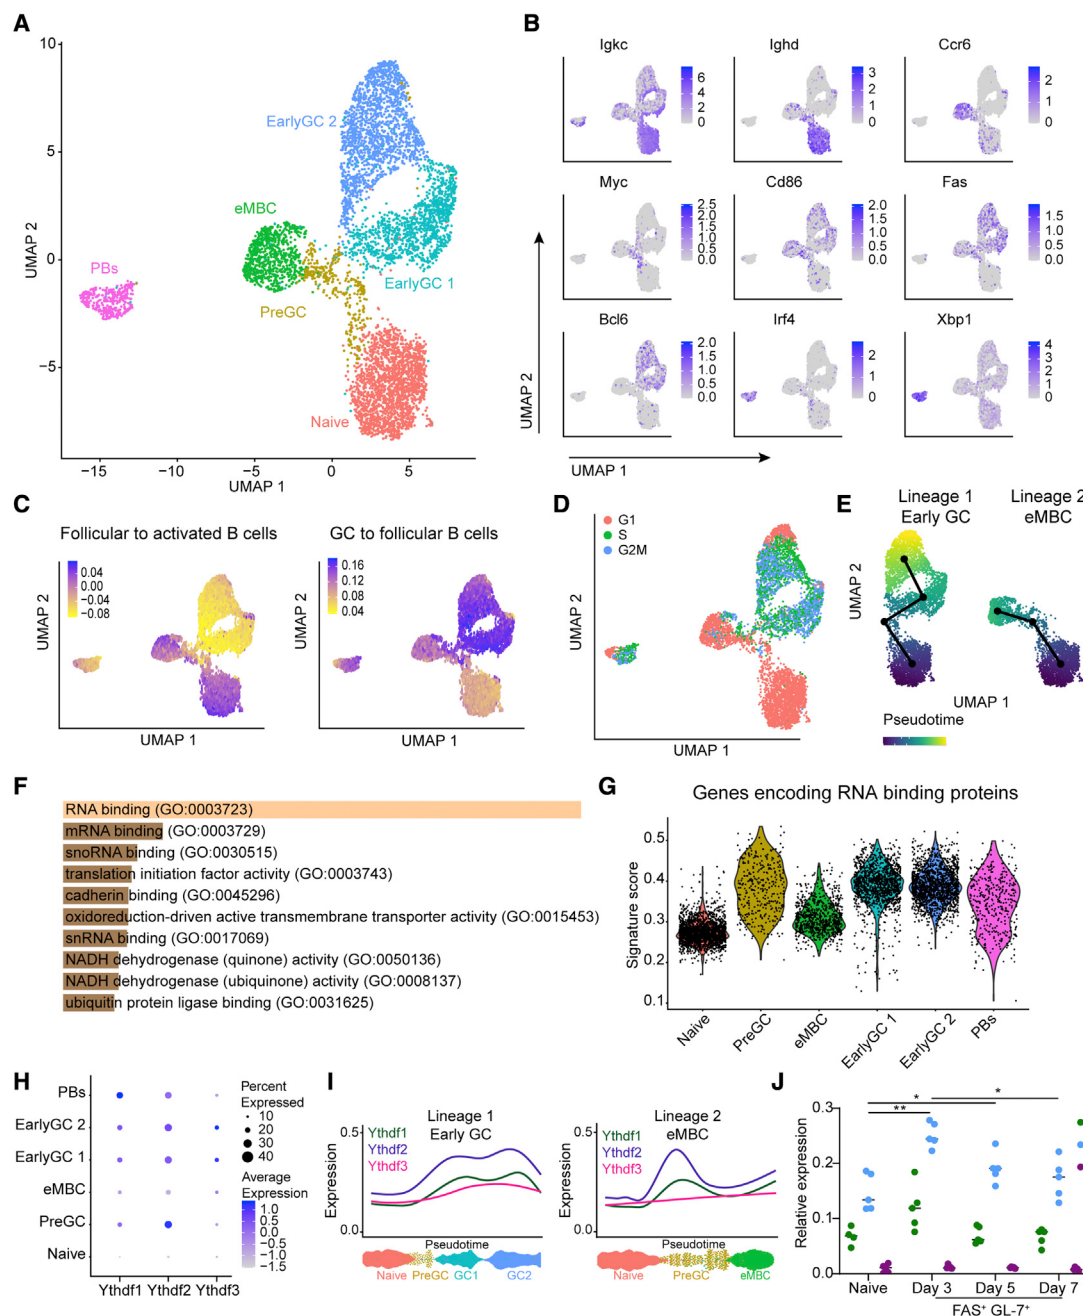

Figure 1. YTHDF2 is upregulated upon B cell activation prior to GC seeding

(A) Single-cell RNA-seq of transferred B1-8^{hi} B cells pooled from three mice 5 days after immunization. UMAP projections of scRNA-seq profiles of 6,263 cells. Clusters in the UMAP plots are color coded according to different cell populations.

(B) Two-dimensional embedding as in (A) colored to represent the weight of genes associated with distinct cell clusters.

(C) UMAP projections of signature scores. Each signature consists of genes that are upregulated (fold change > 2, adjusted p < 0.05) in the indicated cell populations. Gene Expression Omnibus accession numbers GEO: GSE174394 and GSE60927 were used.

(D) Cell-cycle phase assignment of single cells based on gene expression.

(E) Pseudotime analysis of B cell differentiation trajectories analyzed using Slingshot R package.

(F) Molecular function GO terms enriched in genes whose expression is significantly upregulated in pre-GC compared with the naive and eMBC cell clusters. Terms are ordered based on p value ranking.

(G) Violin plots of the distribution of RBP gene signature scores in different cell clusters.

(H) Dot plot representation of *Ythdf1/2/3* expression arranged by average expression and percent expression per cluster.

(I) Expression of *Ythdf1/2/3* along the B cell differentiation trajectories defined in (B), (C), and Figure S1D.

(legend continued on next page)

several essential biological processes in B cells (Zheng et al., 2020; Grenov et al., 2021), but whether it has a role in cell fate commitment has remained unclear. Furthermore, a comprehensive investigation of the functions of each YTHDF paralog in the immune system has not been conducted.

Here, using single-cell RNA sequencing (scRNA-seq) and transgenic mice, we found that YTHDF2 suppresses the PB genetic program and promotes GC formation during the early phases of the B cell immune response. Other YTHDF paralogs, which are expressed at lower levels, mildly modulate B cell gene programs and do not show functional redundancy with YTHDF2.

RESULTS

YTHDF2 is expressed by antigen-specific B cells at the pre-GC stage

We wished to investigate mechanisms and gene programs that support B cell fate decisions after the initial antigen encounter but prior to GC formation. To this end, we examined B cell subpopulations during the early stages of the immune response using scRNA-seq. In a polyclonal immune response, the fraction of responding antigen-specific B cells in reactive lymph nodes is very small, and enrichment based on typical activation markers might not capture all of the emerging B cell subsets. To overcome these limitations and capture all of the responding B cells, we adoptively transferred TdTomato⁺ B cells that carry a 4-hydroxy-3-nitrophenyl (NP)-specific B cell receptor (BCR) (B1-8^{hi}) (Shih et al., 2002) into wild-type (WT) mice, followed by immunization with NP-KLH. After 5 days and before GC formation, single-cell suspensions from popliteal lymph nodes of three mice were labeled with anti-CD45 antibodies linked to Cell Hashing barcodes, mixed together, and subjected to scRNA-seq as a single pooled sample. Using uniform manifold approximation and projection (UMAP) dimensionality reduction analysis of 6,263 individual cells, we identified six clusters, which were annotated based on their gene expression signatures (Figures 1A, 1B, and S1A). Similar clustering of cells from three individual mice was confirmed, and the data were pooled and examined as a single sample (Figure S1B). One cluster was characterized by high expression levels of *Igkc* and *Ighd* and low levels of *Igk1*, and since the NP-specific cells express Igλ in B1-8^{hi} transgenic mice (Shih et al., 2002), this cluster was defined as naive B cells that did not respond to the antigen (Figures 1B, 1C, and S1C). Two clusters displayed high levels of *Fas*, *Cd86*, and the GC transcription factor, *Bcl6*, suggesting that these cells were in the process of differentiating into GC B cells (Figures 1B, 1C, and S1D). We also identified a discrete cluster of early PBs expressing high levels of typical PC genes, including *Irf4* and *Xbp1* (Figures 1B and S1D). Another cluster expressed the activation markers *Cd86* and *Fas* as well as high levels of the chemokine receptor *Ccr6*, which is typical of early-forming memory cells (eMBCs) (Figures 1B and S1D)

(Schwickert et al., 2011; Taylor et al., 2012; Glaros et al., 2021; Bhattacharya et al., 2007; Laidlaw et al., 2020; Elgueta et al., 2015). Finally, one cluster expressed *Cd86* and *Fas* but lacked markers of GCs and was thus defined as pre-GC cells. Notably, cells in this cluster also expressed high levels of the transcription factor *Myc*, which is essential for early B cell responses and GC seeding, by promoting the transition from G₀/G₁ to S phase (Figure 1B) (Calado et al., 2012; Dominguez-Sola et al., 2012). Gene signatures extracted from RNA-seq datasets of purified cell populations were used to validate the cell assignments of each cluster (Figures 1C and S1D). As expected, cell-cycle analysis demonstrated that naive cells and eMBCs are mostly non-cycling cells, whereas some of the pre-GC and most of the early-GC B cells are actively proliferating (Figure 1D). Placement of cells along possible developmental trajectories using pseudotime ordering predicted that the pre-GC cluster was likely to give rise to GC B cells as well as the eMBC cell subset (Figure 1E). In agreement with a recent study showing that differentiation to PBs takes place as early as day 2.5 (Glaros et al., 2021), the PB cluster was well separated from the other clusters at day 5, and PB-differentiating cells were not observed (Figure 1A). Analysis of the expression of several lineage marker genes as a function of pseudotime confirmed that the expression of GC markers increases during cell differentiation to early-GC cells (Figure S1E). Thus, using scRNA-seq, we were able to identify pre-GC and early-GC B cells with the capacity to form mature GCs.

To identify molecular mechanisms that may direct early B cell commitment to GC B cells, we performed an enrichment analysis of genes that are highly expressed in the pre-GC cluster compared with both to the naive and eMBC clusters. Among the 991 genes that met these criteria, 359 genes were annotated as genes encoding RBPs based on molecular function gene ontology (GO) terms (Figure 1F, adjusted $p = 3.92e-170$, Enrichr). These included genes involved in translation, splicing, RNA transport, and post-transcriptional regulation of gene expression. Gene set enrichment analysis (GSEA) showed elevation of MYC targets as well as genes related to cell cycle and DNA repair (Figure S1F). To further characterize the expression of RBPs during early commitment to GC B cells, we queried all genes annotated as encoding RBPs (GO: 0003723). This analysis confirmed that pre-GC cells, as well as cells of the early-GC cluster, exhibited the highest expression levels of genes encoding RBPs (Figures 1G and S1G). These results suggest that RBPs play a role in early B cell differentiation and GC seeding.

Intriguingly, *Ythdf2*, which encodes an m⁶A binding protein, was one of the genes that met our enrichment criteria (expression significantly increased during the transition from naive to pre-GC cells) (Figure 1H), suggesting that this RNA regulator might facilitate differentiation into GC B cells. Analysis of *Ythdf2* expression as a function of pseudotime revealed that it was upregulated early in the developmental trajectory, starting at pre-GC cells, and was maintained in the early-GC subset (Figures 1H and 1I). The *Ythdf* protein family consists of three

(J) qRT-PCR of *Ythdf1/2/3* expression in sorted FAS⁺ GL-7⁺ B1-8^{hi} transferred B1-8^{hi} B cells 3–7 days after immunization. Two to three primer pairs per gene were used to measure *Ythdf* expression. Plot shows average expression relative to a reference gene, *Ubc*. Data were pooled from five mice from two independent experiments. Lines indicate average mRNA expression. Statistical significance was tested by two-way ANOVA followed by Tukey's multiple comparisons test. * $p < 0.05$, ** $p < 0.01$; ns, not significant.

paralogs, *Ythdf1*, *Ythdf2*, and *Ythdf3*, that share high levels of sequence homology; however, expression of *Ythdf1* and *Ythdf3* was substantially lower than the expression of *Ythdf2* throughout the B cell lineages (Figure 1I). Consistent with this profile, analysis of sorted B1-8^{hi} B cells using qRT-PCR and multiple primer pairs confirmed that *Ythdf2* is induced early in the immune response and is the dominant paralog expressed in antigen-specific B cells (Figure 1J). These results highlight *Ythdf2* as a potential regulator of the early transition of naive B cells through a pre-GC state to early-differentiated GC cells.

Antigen-specific B cells located at the lymph node outer follicular regions express YTHDF2

Next, we determined the expression patterns of YTHDF2 protein in B cells during early B cell activation and GC formation. For this purpose, we used mice that express GFP fused to a floxed *Ythdf2* allele (DF2^{fl/fl}) and crossed them to TdTomato⁺ B1-8^{hi} transgenic mice (Shih et al., 2002; Ivanova et al., 2017). To examine the dynamics of YTHDF2-GFP expression at the protein level, we transferred B cells derived from these mice into WT hosts followed by immunization with NP-KLH. Flow-cytometry analysis showed that GL-7⁺ FAS⁺ B cells expressed maximal YTHDF2 protein on day 3 of the response, followed by a gradual decrease on days 5 and 7 after immunization (Figure 2A). Strong upregulation of YTHDF2 in response to vaccination was also observed in a polyclonal immune response that includes B cells expressing immunoglobulins with diverse specificities and affinities (Figures 2B and S2A). We conclude that YTHDF2 is upregulated in antigen-specific B cells early during the immune response and that expression persists during GC seeding.

After the initial cognate antigen encounter, B cells migrate to the border between the T and B cell zones, where they interact with cognate T follicular helper cells (Okada et al., 2005). Subsequently, B cells migrate to the outer follicular regions, where they undergo initial proliferation before returning to the center of the follicle and seed GCs (Green and Cyster, 2012). To examine where B cells express YTHDF2 *in vivo*, we adoptively transferred TdTomato⁺ B1-8^{hi} B cells that express YTHDF2-GFP into host mice. On days 3 and 5 after immunization, popliteal lymph nodes were exposed and imaged using intravital two-photon laser scanning microscopy (TPLSM). On day 3 of the response, ~50% of the TdTomato⁺ B1-8^{hi} B cells located next to the lymph node capsule expressed high levels of YTHDF2-GFP, and its expression frequency decreased in areas located deeper within the lymph node cortex (Figures 2C and 2D). To make sure that the changes in the GFP signal are not a result of ineffective penetration of the microscope laser into deeper regions of the tissue, we co-transferred TdTomato⁺ B1-8^{hi} B cells that express YTHDF2-GFP and polyclonal CFP⁺ B cells into mice followed by immunization. While the CFP signal did not significantly change, ratiometric measurements of GFP and TdTomato signals revealed a gradual decrease in the YTHDF2-GFP signal intensity when moving away from the lymph node capsule (Figures S2B and S2C). Live imaging of motile B cells revealed that YTHDF2 was found in the cytoplasm of the cells, including both the leading and trailing edge; however, as the trailing edge contains more cytoplasm, most of the protein was located in this area (Figure 2E). To examine whether immunoglobulin affinity affects YTHDF2 expression, we transferred B cells

into mice that express low-affinity NP-specific BCRs (B1-8^{lo}) and YTHDF2-GFP and compared GFP expression with that of B1-8^{hi} B cells. We found that B1-8^{hi} B cells express higher levels of YTHDF2 compared with their low-affinity counterparts 3 days after immunization with NP-KLH (Figure 2F). Together, these results indicate that YTHDF2 is upregulated in B cells located at the lymph node outer follicular regions and that BCR affinity regulates its expression.

Germinal center formation depends on YTHDF2

To determine whether YTHDF2 plays a functional role in the antibody immune response, we crossed *Ythdf2*^{fl/fl} mice to a B cell-specific CD23-Cre mouse strain (CD23-DF2^{fl/+} and CD23-DF2^{fl/fl}). ELISA revealed lower levels of serum IgM and IgG1 in sera of mice that expressed one or two *Ythdf2*-*lox* copies, demonstrating that this gene is haploinsufficient (Figure 3A). To examine the generation of antigen-specific antibodies, we immunized mice with NP-KLH and analyzed the presence of serum NP-specific antibodies by ELISA 1 and 2 weeks after immunization. CD23-DF2^{fl/fl} mice generated low levels of antibodies on day 7 of the response during GC formation compared with their WT counterparts; however, this difference was not statistically significant (Figure 3B). After GC formation on day 14 of the response, very low levels of antigen-specific antibodies were detected in the CD23-DF2^{fl/fl}, whereas CD23-DF2^{fl/+} produced IgG1 that bound both total and low-density NPs (NP₂₀-BSA, and NP₁₋₉-BSA, respectively) (Figure 3B). Collectively, these experiments show that an effective antibody-mediated immune response depends on YTHDF2.

Since GCs are the primary source of antibody-forming cells, we next sought to determine whether GC formation depends on YTHDF2. To this end we used a prime-boost protocol, which allows the analysis of the immune response without the effects of adjuvants. WT mice were first primed by intraperitoneal OVA injection followed by adoptive cell transfer of either CD23-DF2^{fl/fl} or WT B1-8^{hi} naive B cells and boosted with NP-OVA (Figure 3C) (Schwickert et al., 2011). Flow-cytometry analysis of popliteal lymph node-derived cells 7 days after the boost showed that the fraction of adoptively transferred CD23-DF2^{fl/fl} B1-8^{hi} B cells that differentiated into GC cells was 3.9-fold lower than that of control cells (Figures 3D and S2A). The reduction in the frequency of PCs was less pronounced (1.5-fold lower) and the PC/GC ratio of *Ythdf2*-deficient B cells was higher compared with control cells (Figure 3D). The few CD23-DF2^{fl/fl} B1-8^{hi} GC B cells did not show expression of YTHDF2-GFP by flow-cytometry analysis (Figure 3E). Similarly, a small GC cell population was detected in a polyclonal immune response by immunization of CD23-DF2^{fl/fl} mice (Figure S2D). During the early stages of the immune response, B cells compete for GC seeding, and occasionally the functions of a particular molecule can be revealed only under competitive pressure (Zaretsky et al., 2017; Schwickert et al., 2011). To further examine the significance of YTHDF2 in GC seeding, we transferred a mix of WT and *Ythdf2*-deficient B1-8^{hi} B cells into WT hosts before administration of the NP-OVA boost. Flow-cytometry analysis 7 days later revealed that under competitive conditions, *Ythdf2*-deficient B1-8^{hi} B cells were completely blocked in their ability to differentiate into GC cells (Figure 3F). We conclude that the reduction in serum antibody

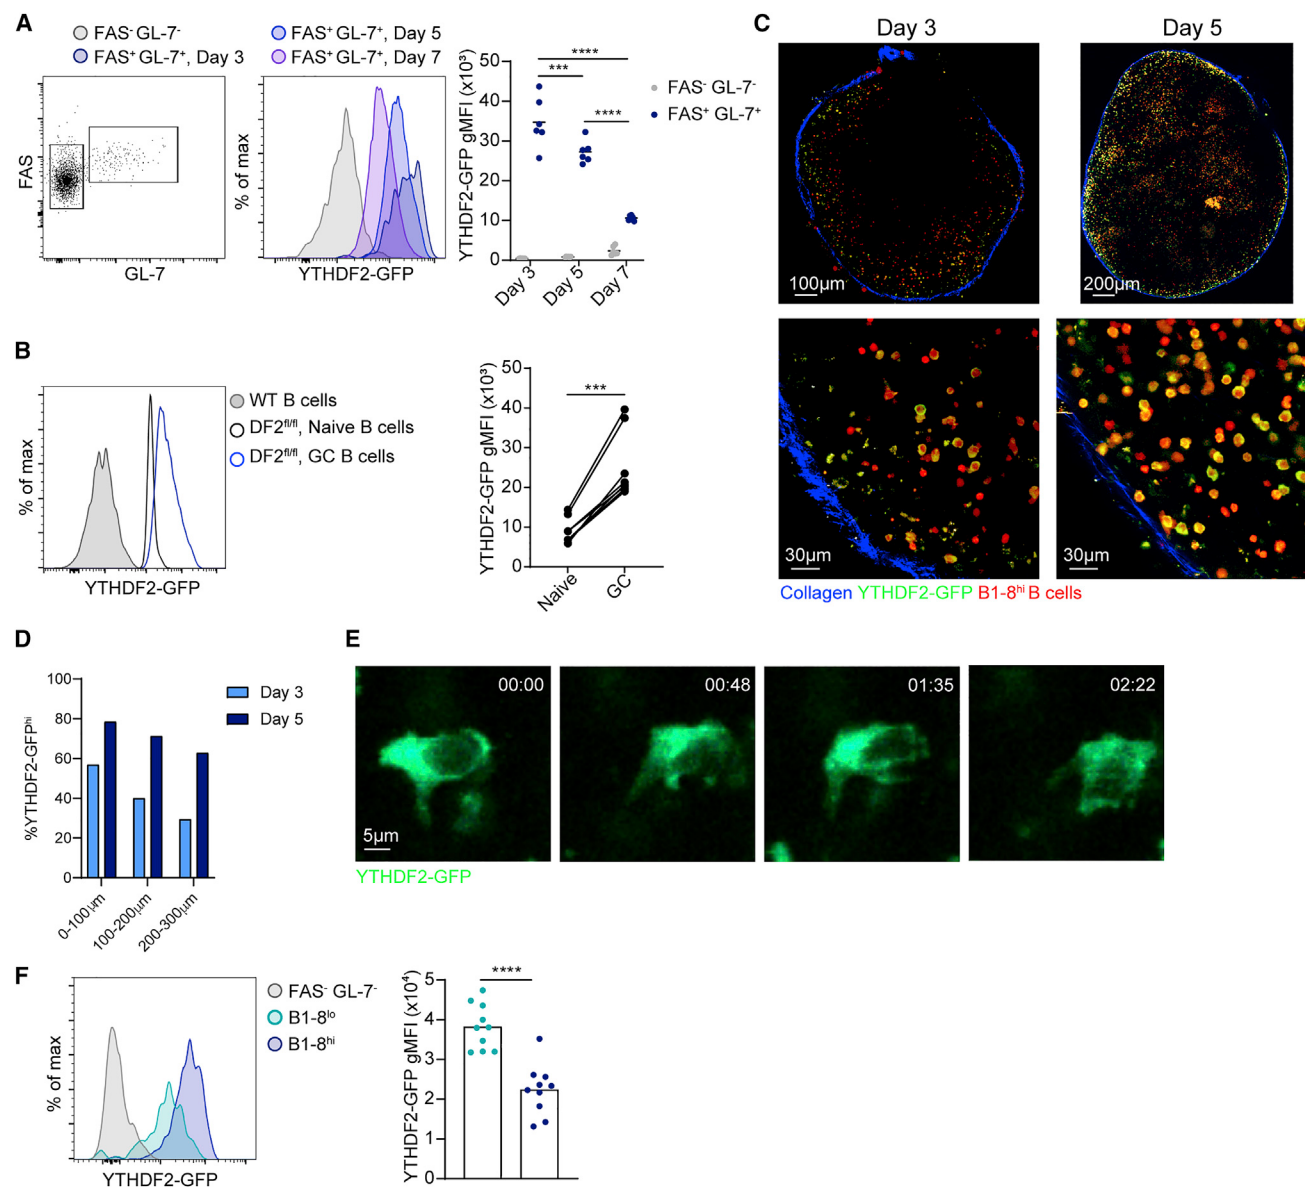

Figure 2. YTHDF2 protein expression is upregulated prior to GC seeding

(A) YTHDF2-GFP expression analyzed by flow cytometry in GL-7^{-/-} FAS⁻ and GL-7^{+/+} FAS⁺ DF2^{fl/fl} B1-8^{hi} B cells. Data were pooled from six independent lymph nodes from four mice. Lines indicate average protein expression.

(B) YTHDF2 expression in naive (FAS⁻ CD38⁺) and GC (FAS⁺ CD38⁺) B cells from WT (gray) and DF2^{fl/fl} mice by flow cytometry. The connected dots represent data from the same mouse. Data were obtained from a total of seven mice from three independent experiments.

(C) Images of YTHDF2-GFP expression in TdTomato⁺ DF2^{fl/fl} B1-8^{hi} B cells as in (A) within intact lymph nodes by TPLSM. Images are representative of 3–4 lymph nodes.

(D) Quantification of YTHDF2-GFP^{hi} expression fraction in (C). Minimum 360 cells across two lymph nodes were analyzed per genotype.

(E) YTHDF2 expression in a moving YTHDF2-GFP^{hi} B1-8^{hi} B cell in a lymph node.

(F) YTHDF2-GFP expression was measured in FAS⁺ GL-7⁺ B cells transferred from DF2^{fl/fl} B1-8^{hi} and B1-8^{lo} mice, 3 days after NP-KLH immunization. Data were pooled from nine separate lymph nodes from two independent experiments.

Statistical significance was tested by two-tailed paired Student's t test (B) or one-way ANOVA followed by Sidak's multiple comparisons test (A). *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001; ns, not significant.

levels is primarily a result of defects in GC formation by Ythdf2-deficient B cells. Collectively, these findings demonstrate that YTHDF2 is essential for generation of intact antibody-mediated immune responses, primarily by facilitating GC formation.

YTHDF2 is required for germinal center seeding but not for early B cell activation

To evaluate whether YTHDF2 is required at the early stages of the B cell immune response, we adoptively transferred WT and

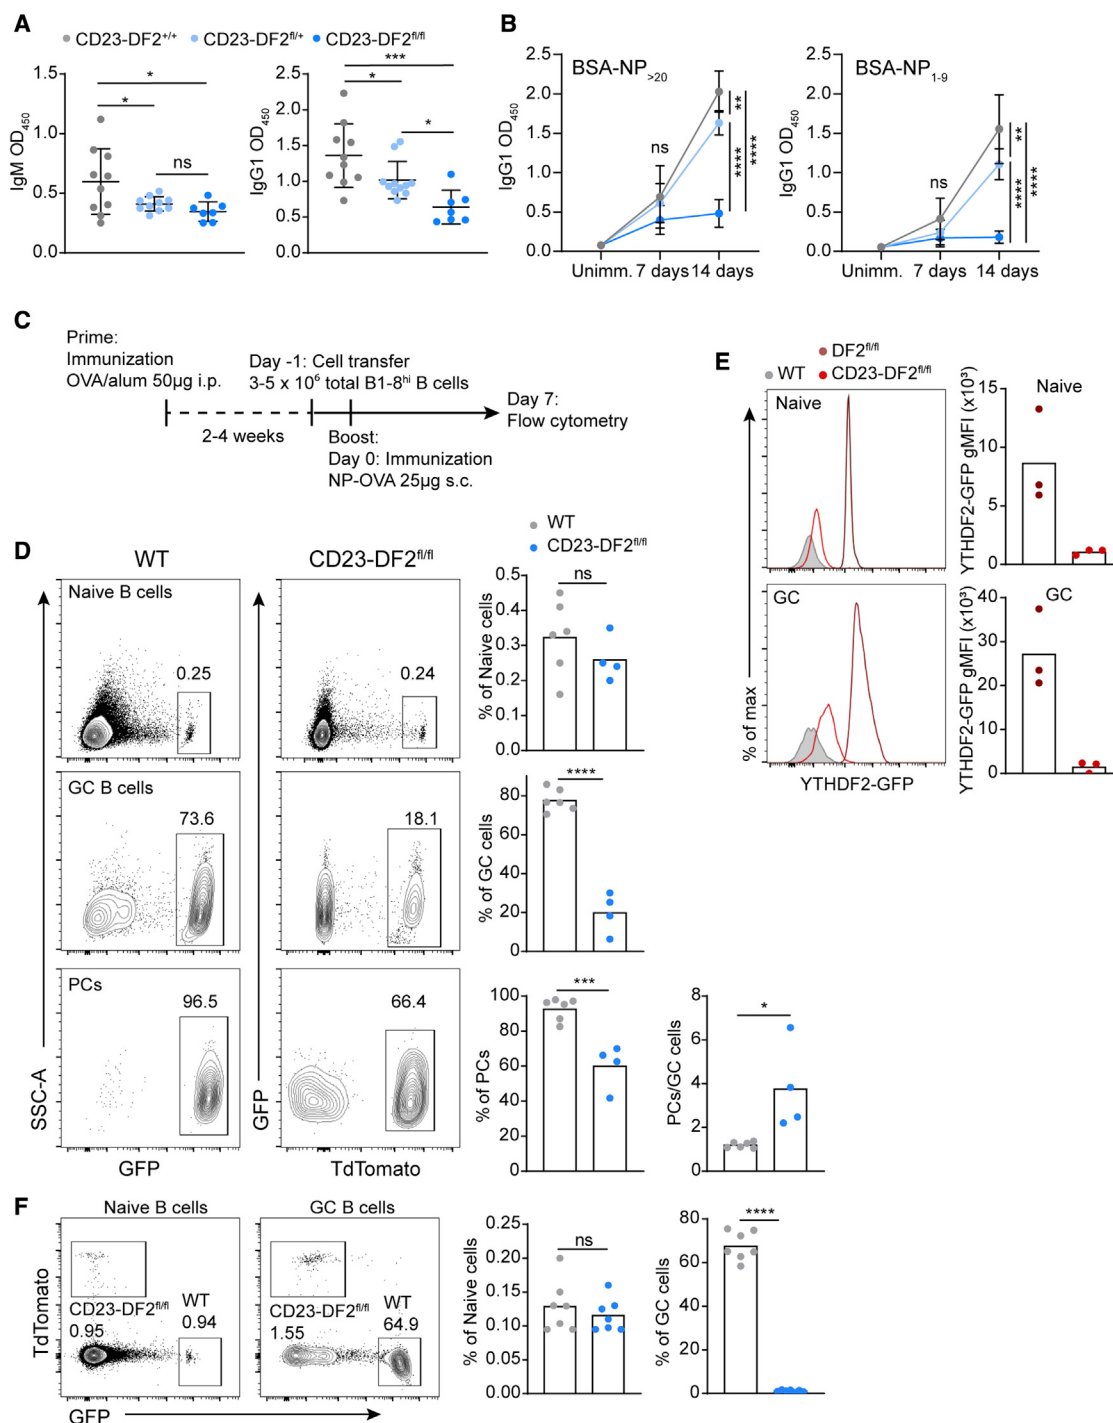

Figure 3. Ythdf2 is required for effective antibody-mediated immune response and GC formation

(A) IgM and IgG1 serum titers were determined by ELISA. Serum samples from 7–10 mice were analyzed in a single ELISA assay. Lines represent mean $\pm$ SD. O.D., optical density.

(B) Mice were immunized with NP-KLH and serum was collected after 7 and 14 days. NP-specific antibodies were measured by ELISA. Data were pooled from a total of 4–11 mice per genotype and time point. Dots represent mean $\pm$ SD.

(C) Prime-boost immunization protocol.

(D) Frequency of naive, GC and PC WT GFP⁺, and CD23-DF2^{fl/fl} TdTomato⁺ B1-8^{hi} B cells 7 days after boosting OVA-primed mice with NP-OVA. Data were pooled from 4–6 mice from two independent experiments. Column heights represent the mean.

(legend continued on next page)

Ythdf2-deficient B1-8^{hi} B cells together into host mice and examined the presence of FAS⁺ GL-7⁺ B cells by flow cytometry 3–7 days after immunization with NP-KLH. This analysis revealed that the frequency of Ythdf2-deficient B cells was significantly reduced at day 5 of the immune response before GC formation (Figure 4A). Although the response at day 3 was very weak, the mice with the higher fraction of responding B1-8^{hi} B cells had fewer activated CD23-DF2^{fl/fl} cells than activated control cells, suggesting a defect at day 3 as well (Figure 4A). B cell immune responses involve changes in the location of the responding cells within the lymph node, which promotes proper differentiation (Green and Cyster, 2012). To examine how Ythdf2-deficiency affects B cell positioning, we scanned intact lymph nodes using TPLSM. On day 5 after immunization, CD23-DF2^{+/+} B1-8^{hi} B cells were observed at the lymph node cortex, and on day 7, clear GC structures were detected (Figure 4B; Videos S1 and S2). Cell clusters were detected in mice that received CD23-DF2^{fl/fl} B1-8^{hi} B cells on day 5 of the response; however, mature GCs were not formed 2 days later, suggesting that YTHDF2 is required for GC seeding (Figure 4B; Videos S3 and S4).

To specifically determine whether YTHDF2 plays a role in the course of GC seeding rather than during initial activation by cognate antigen, we examined whether Ythdf2-deficient B cells are able to respond to an antigen *in vivo*. Upregulation of typical activation markers such as CD86, MHC-II, and CD40 was detected on Ythdf2-deficient B cells 16 h after immunization (Figure 4C). Furthermore, tracking the dilution of CellTrace Violet in responding B cells revealed that there were no early B1-8^{hi} B cell proliferation defects (Figure 4D). In addition, stimulation of B cells *in vitro* by increasing doses of anti-IgM did not reveal any notable defects in proliferation or CD86 expression in Ythdf2-deficient B cells (Figure 4E). Thus, B cell activation and proliferation triggered by BCR engagement do not depend on YTHDF2.

YTHDF2 suppresses the plasmablast genetic program during GC seeding

The discrepancy between the *in vivo* experiments that show a substantial dependence on YTHDF2 for GC seeding and the lack of perturbations in early B cell activation and proliferation in the absence of YTHDF2 suggests that this m⁶A reader plays a role in B cell differentiation and fate decision rather than in cell-cycle progression and clonal expansion. To further evaluate the stages at which YTHDF2 is essential for B cell development, we examined genetic programs that support B cell fate commitment. To this end, we sorted WT and Ythdf2-deficient B1-8^{hi} B cells that responded to the antigen from recipient hosts 5 days after immunization and subjected them to bulk RNA-seq. Analysis of differential gene expression revealed that 159 genes were significantly upregulated while 69 genes were significantly downregulated in Ythdf2-deficient B cells ($\log_2$ fold change $\geq \pm 0.58$,

adjusted $p \leq 0.05$) (Figures 5A and 5B). The higher proportion of upregulated genes in Ythdf2-deficient B cells is consistent with the RNA-degradation-enhancing function of YTHDF2 (Du et al., 2016). Strikingly, genes typically expressed in PB and PCs, such as *Irf4*, *Xbp1*, *Sdc1*, and *Prdm1*, were highly expressed in Ythdf2-deficient GL-7⁺ FAS⁺ B cells (Figure 5B). These changes were reflected in the increased expression of the ASC gene signature as revealed by GSEA (Figure 5C). Furthermore, and consistent with the functional results, the GC gene signature was significantly downregulated in Ythdf2-deficient B cells. Although MYC is important for GC seeding, the MYC gene signature was increased in Ythdf2-deficient B cells, which do not effectively seed GCs (Figure 5C). This effect is most likely due to the role of YTHDF2 in the suppression of *Myc* expression through direct interaction with *Myc* mRNA (Grenov et al., 2021; Dixit et al., 2021). In line with these results, we observed a trend in increased *Myc* signature and ASC signature in Ythdf2-deficient GC B cells using the AID-Cre mouse model (Figure S2E) (Grenov et al., 2021). Taking these data together, we conclude that YTHDF2 suppresses the PB genetic program at the early stages of the B cell immune response.

To further examine cell fates of early-responding B cells in the absence of YTHDF2, we performed scRNA-seq analysis. For this purpose, Ythdf2-deficient and control B1-8^{hi} B cells were sorted from four and three mice, respectively, at day 5 after immunization and analyzed by scRNA-seq. Since a similar number of cells were sequenced from each mouse strain, the scRNA-seq analysis does not represent the actual number of responding cells in the mice but rather the frequencies of each cell type within the adoptively transferred B cells. A combined UMAP analysis of a total of 11,227 cells revealed clustering similar to that described in Figure 1 (Figure 5D). However, whereas Ythdf2-deficient B cells differentiated into pre-GC and eMBC subsets, they formed significantly fewer early-GC B cells (Figure 5E). In contrast, the frequency of Ythdf2-deficient PBs was increased but did not reach statistical significance due to the low number of scRNA-seq replicates. We conclude that YTHDF2 facilitates GC seeding, whereas differentiation into early PBs does not require YTHDF2 expression.

To complement the single-cell data, we examined the potential of adoptively transferred Ythdf2-deficient B1-8^{hi} B cells to form PBs on day 5 of the response using flow cytometry. In this analysis, we gated on total adoptively transferred B1-8^{hi} B cells rather than comparing cell frequencies within each cell subset. Consistent with the transcriptomic analyses, we found that the responding Ythdf2-deficient B cells form relatively more PCs than control B cells (Figure 5F). Thus, YTHDF2 suppresses the PB genetic program in early-responding B cells and increases their probability to differentiate into GC B cells.

Next, we examined whether early FAS⁺ GL-7⁺ Ythdf2-deficient B cells possess PB-related functions in addition to the increased

(E) WT, DF2^{fl/fl}, and CD23-DF2^{fl/fl} mice were immunized with NP-KLH, and GFP expression was analyzed after 7 days. Data were pooled from three mice per group.

(F) WT GFP⁺ and CD23-DF2^{fl/fl} TdTomato⁺ B1-8^{hi} B cells were mixed at a 1:1 ratio and transferred to OVA-primed WT host mice. Naive and GC cell frequencies were analyzed by flow cytometry 7 days after the boost. Data were pooled from seven mice from three independent experiments.

Statistical significance was tested by one-way ANOVA followed by Holm-Sidak multiple comparisons test (A), two-way ANOVA followed by Sidak's multiple comparisons test (B), or two-tailed unpaired Student's *t* test (C and E). * $p < 0.05$, ** $p < 0.01$, *** $p < 0.005$, **** $p < 0.001$; ns, not significant.

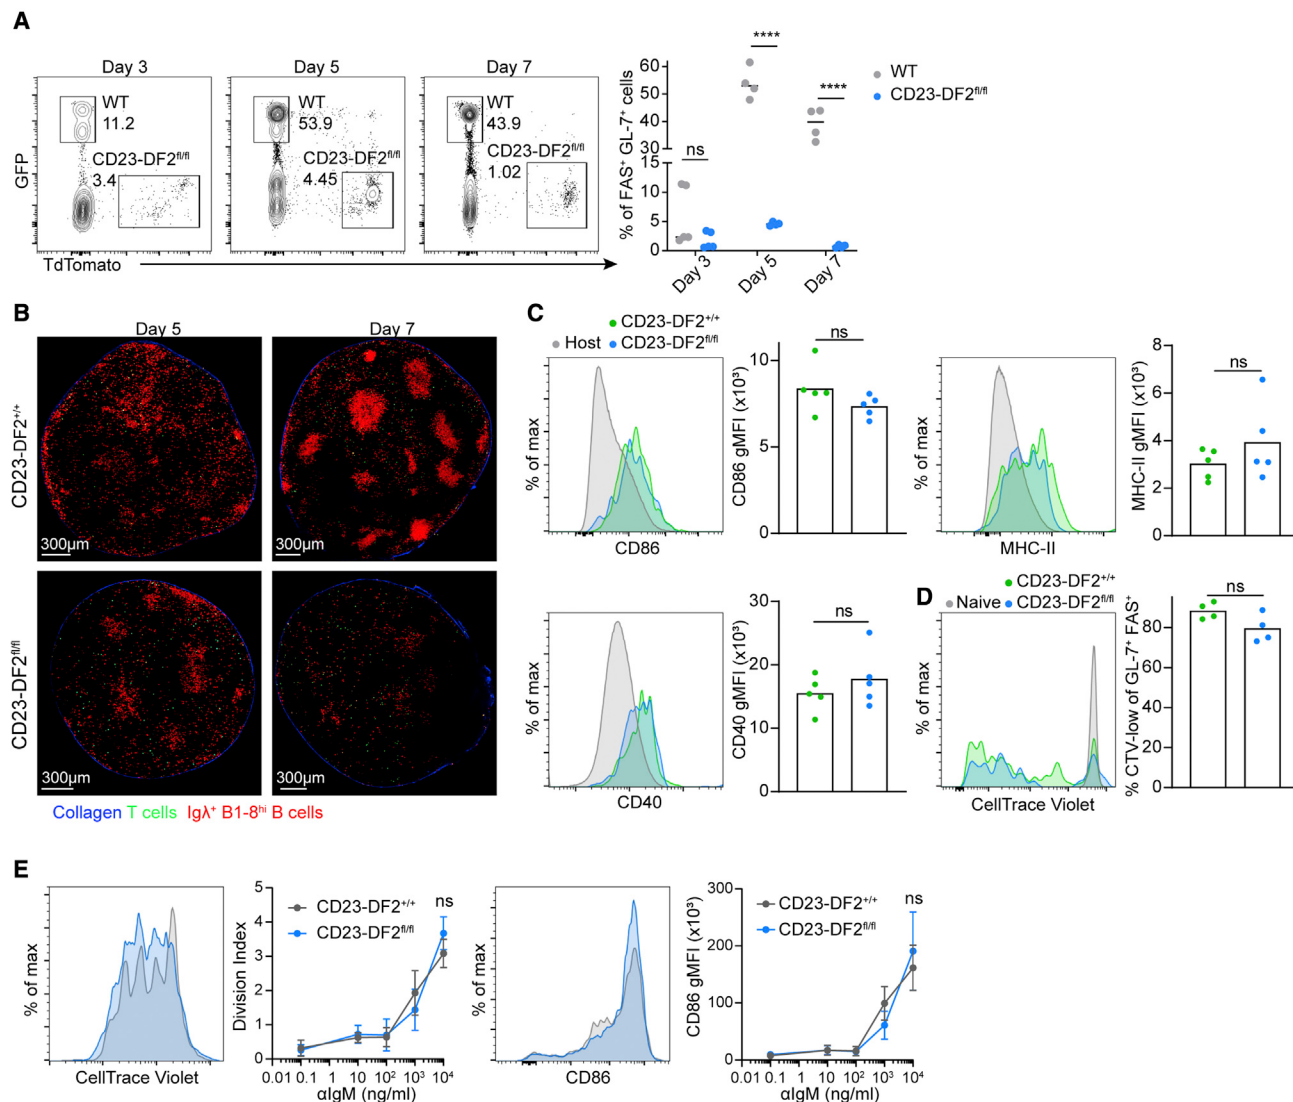

Figure 4. YTHDF2 is required for early stages of the B cell immune responses but not for initial B cell activation

(A) WT GFP⁺ and TdTomato⁺ CD23-DF2^{fl/fl} B1-8^{hi} B cells were transferred to WT host mice at a 1:1 ratio. The frequencies of FAS⁺ GL-7⁺ cells were analyzed by flow cytometry 3, 5, and 7 days after NP-KLH immunization.

(B) CD23-DF2^{+/+} and CD23-DF2^{fl/fl} B1-8^{hi} TdTomato⁺ Igλ⁺ B cells and GFP⁺ CD4⁺ T cells were transferred separately to WT host mice. Lymph nodes were imaged by TPLSM 5 and 7 days after NP-KLH immunization. Images are representative of 3–4 independently analyzed lymph nodes.

(C) CD86, CD40, and MHC-II expression on transferred Igλ⁺ B1-8^{hi} B cells were analyzed 16 h after immunization by flow cytometry. Data were pooled from five mice from two independent experiments.

(D) B1-8^{hi} B cells were stained with CellTrace Violet prior to cell transfer and its dilution was measured 3 days after immunization by flow cytometry.

(E) Splenic cells derived from CD23-DF2^{+/+} and CD23-DF2^{fl/fl} mice were stained with CTV and stimulated with 0.1–10⁴ ng/mL αIgM for 3 days *in vitro*. Division index was calculated based on CTV dilution. CD86 expression was examined in similar manner. Plots are averaged from three independent experiments each performed with three replicates per condition. Dots represent mean ± SD.

Statistical significance was tested by one-way ANOVA followed by Holm-Sidak multiple comparisons test (A), two-way ANOVA (E), or two-tailed unpaired Student's t test (C and D). **p < 0.01, ****p < 0.001; ns, not significant.

ASC gene expression. An important hallmark of B cell differentiation to ASCs is the alternative splicing switch to form secreted immunoglobulins rather than membrane-bound B cell receptors. To examine whether YTHDF2 plays a functional role in early-responding antigen-specific B cells as a result of the suppression ASC genetic program, we measured the relative expression of secreted and membrane-bound immunoglobulin transcripts

(sIgM and mIgM, respectively) in control and Ythdf2-deficient B cells. To this end, we sorted FAS⁺ GL-7⁺ B cells from immunized mice and performed qRT-PCR using primers specific for each immunoglobulin isoform. To ensure detection of isoform-specific transcripts, we used sorted polyclonal naive B cells as a negative control and PCs as a positive control. As expected, naive B cells showed very low if any sIgM transcripts, whereas

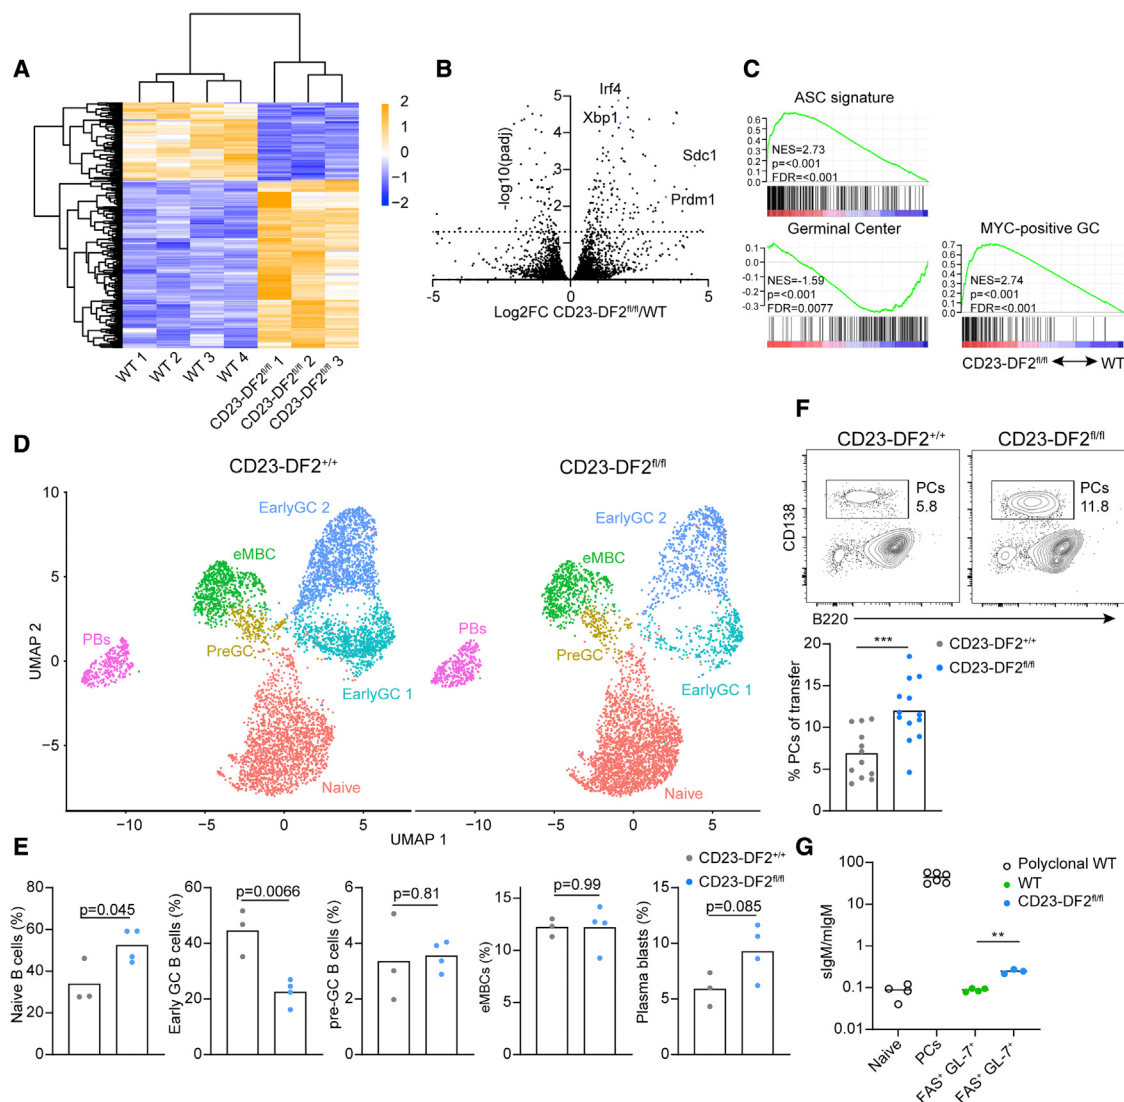

Figure 5. The plasmablast genetic program is repressed by YTHDF2

(A) Heatmap representation of clustering analysis of differentially expressed genes in transferred WT and CD23-DF2^{fl/fl} FAS⁺ GL-7⁺ B1-8^{hi} B cells sorted 5 days after immunization.

(B) Volcano plot of statistical significance against fold change, demonstrating the most significantly differentially expressed genes. PB-associated genes are marked in blue. Log₂FC, Log₂ fold change.

(C) GSEA of differentially expressed genes. Signatures were derived from public RNA-seq datasets (MYC-positive GC, GEO: GSE39443; GC, GEO: GSE110669; ASC, GEO: GSE60927).

(D) UMAP projections of scRNA-seq profiles of 6263 CD23-DF2^{+/+} and 4964 CD23-DF2^{fl/fl} B1-8^{hi} B cells 5 days after immunization. Data were pooled from 3–4 host mice per genotype. Clusters in the UMAP plots are color coded according to different cell populations. Annotation of cell populations was based on the same markers as in Figures 1B, 1C, and S1D.

(E) Quantification of scRNA-seq profiles per cluster based on Cell Hashing replicates.

(F) Analysis of PC formation potential of transferred B1-8^{hi} B cells 5 days after NP-KLH immunization. Data were pooled from 12–14 mice from five independent experiments.

(G) qRT-PCR analysis of IgM and sIgM mRNA transcripts derived from transferred WT and CD23-DF2^{fl/fl} FAS⁺ GL-7⁺ B1-8^{hi} B cells as in (A), as well as from polyclonal WT naive B cells and PCs. Data were pooled from a total of 3–6 mice. Lines indicate the mean. Statistical significance was tested by two-tailed unpaired Student's t test (E and F) or one-way ANOVA followed by Holm-Sidak multiple comparisons test (G). ***p < 0.005.

PCs showed a very high ratio of sIgM to mIgM transcripts (Figure 5G). Analysis of WT B1-8^{hi} B cells isolated 5 days after immunization revealed a ratio of sIgM to mIgM similar to that of naive

cells, demonstrating that these cells do not produce antibodies. In contrast, Ythdf2-deficient B cells showed a 3-fold increase in the sIgM/mIgM ratio (Figure 5G), suggesting that they produce

secreted IgM transcripts although they did not differentiate to PBs. These results provide additional evidence for the role of YTHDF2 in the suppression of the PB genetic program at the pre-GC and early-GC stages.

YTHDF2 directly interacts with methylated mRNAs of plasmablast-regulating genes

The YTHDF protein family promotes the degradation of specific mRNAs by binding m⁶A-modified transcripts and interacting with RNA deadenylation complexes (Zaccara et al., 2019). Since our results indicated a role of YTHDF2 in repressing PB genetic programs, we sought to determine whether this protein can directly target PB-promoting genes. To this end, we first generated cells *in vitro* that express PB genes by stimulating isolated B cells with lipopolysaccharide (LPS) for 3 days. We then performed RNA immunoprecipitation (IP) using an anti-m⁶A antibody and used high-throughput sequencing as a readout (Dominissini et al., 2012; Grenov et al., 2021). A comparison of the IP with input fractions revealed that several PC differentiation genes that were up-regulated in Ythdf2-deficient B cells, including *Prdm1*, *Sdc1*, *Xbp1*, and *Irf4*, showed one or more m⁶A peaks (Figure 6A). Furthermore, through the analysis of a published dataset of YTHDF2 IP performed in developing B cells (Zheng et al., 2020) we found that both *Irf4* and *Xbp1* transcripts are directly bound by YTHDF2 (Figure 6B). According to this analysis, *Sdc1* was also bound by YTHDF2; however, this peak persisted in cells lacking the mRNA methylation machinery, indicating non-specific binding. Similar results were obtained by RNA immunoprecipitation of HA-YTHDF2-GFP from LPS-stimulated transgenic B cells followed by qRT-PCR (Figure 6C). These findings suggest that YTHDF2 has the potential to directly modulate PC differentiation genes at the post-transcriptional level.

Among the PB-related genes that were upregulated in the early-responding B cells, *Irf4* is considered the most upstream B cell fate regulator (Nutt et al., 2011). Analysis of IRF4 protein expression in CD23-DF2^{+/+} and CD23-DF2^{fl/fl} cells 5 days after immunization demonstrated that the frequency of activated CD138-negative B cells that show high levels of IRF4 was 2.5-fold higher in CD23-DF2^{fl/fl} cells compared with the control, and increased levels of protein per cell were detected by of mean fluorescence intensity measurement (Figure 6D). A small increase in MYC protein levels was also detected in activated and YTHDF2-deficient B cells (Figure 6E) (Grenov et al., 2021). These findings indicate that YTHDF2 has the potential to directly regulate PC formation through the modulation of the mRNA and protein expression levels of IRF4.

Germinal center and plasmablast formation do not depend on YTHDF1 or YTHDF3

The YTHDF proteins are structurally very similar (Zaccara and Jaffrey, 2020), and several studies have suggested that all three paralogs promote RNA degradation and can compensate for the loss of any paralog (Lasman et al., 2020; Zaccara and Jaffrey, 2020). Since our results showed that one allele of *Ythdf2* is insufficient for an intact antibody-mediated immune response, we tested whether YTHDF1 and YTHDF3 also contribute to GC formation. To examine B cell-specific immune responses, we bred *Ythdf1*^{-/-} and *Ythdf3*^{-/-} mice to the B1-8^{hi} mouse model and

used the prime-boost protocol to study the response to NP-OVA. As opposed to *Ythdf2*-deficient B cells, adoptively transferred *Ythdf1*- and *Ythdf3*-deficient B1-8^{hi} B cells efficiently generated both GC cells and PCs (Figures 7A and 7B). *Ythdf1*-deficient B cells more effectively formed PCs, most likely due to an increase in naive cell frequency in lymph nodes (Figure 7A). Notably, *Ythdf1*-deficient cells expressed higher levels of CD62L, a molecule that plays a key role in entry into lymph nodes. Other functions in *Ythdf1*-deficient B cells such as CD86 expression and proliferation were intact (Figures S2F and S2G). Higher frequencies of *Ythdf1*-deficient PCs and GC cells were detected under competitive conditions, whereas *Ythdf3*-deficient B cells showed no changes in the frequency of these cell subsets (Figures 7C and 7D). These results suggest that in contrast to YTHDF2, the YTHDF1/3 paralogs do not facilitate GC B cell formation through contribution to the total YTHDF protein pool in B cells. Flow-cytometric analysis of B1-8^{hi} B cells on days 3, 5, and 7 after immunization showed that neither YTHDF1 nor YTHDF3 was required for the formation of FAS⁺ GL-7⁺ B1-8^{hi} B cells (Figure 7E). Nevertheless, RNA-seq experiments of FAS⁺ GL-7⁺ B1-8^{hi} B cells derived from immunized mice revealed that genes which were significantly differentially expressed in *Ythdf2*-deficient B cells were similarly altered in the absence of *Ythdf1* and *Ythdf3*, although to a lesser extent (Figures 7F and 7G). Although we did not detect increased levels of IRF4 in gene expression datasets of *Ythdf1*- and *Ythdf3*-deficient B cells, an increase in ASC signature was observed in *Ythdf3*-deficient B cells (Figure 7G). Collectively, based on our findings and previous studies that examined YTHDF paralogs in other cell types (Zaccara and Jaffrey, 2020; Lasman et al., 2020), we conclude that YTHDF2 plays a dominant role in B cells, owing to its high expression in these cells.

DISCUSSION

Differentiation of B cells and fate commitment during the initial stages of the antibody immune response is directed by multiple transcription factors that promote specific cell fates. Early-responding B cells that compete for T cell help at the pre-GC stage express activation markers including FAS and GL-7 (Schwickert et al., 2011; Zaretsky et al., 2017; Yeh et al., 2018). In addition, CCR6 was believed to also define the pre-GC cell subset (Schwickert et al., 2011). Using single-cell analysis, Glaros et al. (2021) described a tri-potent cell subset that gave rise to activated precursors; however, these cells did not show high expression levels of CCR6. In contrast, the CCR6-positive B cells detected early during the response were defined as early memory cells. Our scRNA-seq analysis of the early stages of the B cell response is largely consistent with these findings, and the minor observed differences are most likely due to differences in immunization protocols. Furthermore, by analyzing gene expression at specific B cell differentiation stages, we found that many RBPs, including YTHDF2, are upregulated in early-responding antigen-specific B cells during the pre-GC stage. This observation indicates that post-transcriptional events play a key role in early B cell differentiation (Diaz-Muñoz and Turner, 2018). The finding that *Ythdf2*-deficient B cells at the pre-GC and early-GC stages showed increased expression

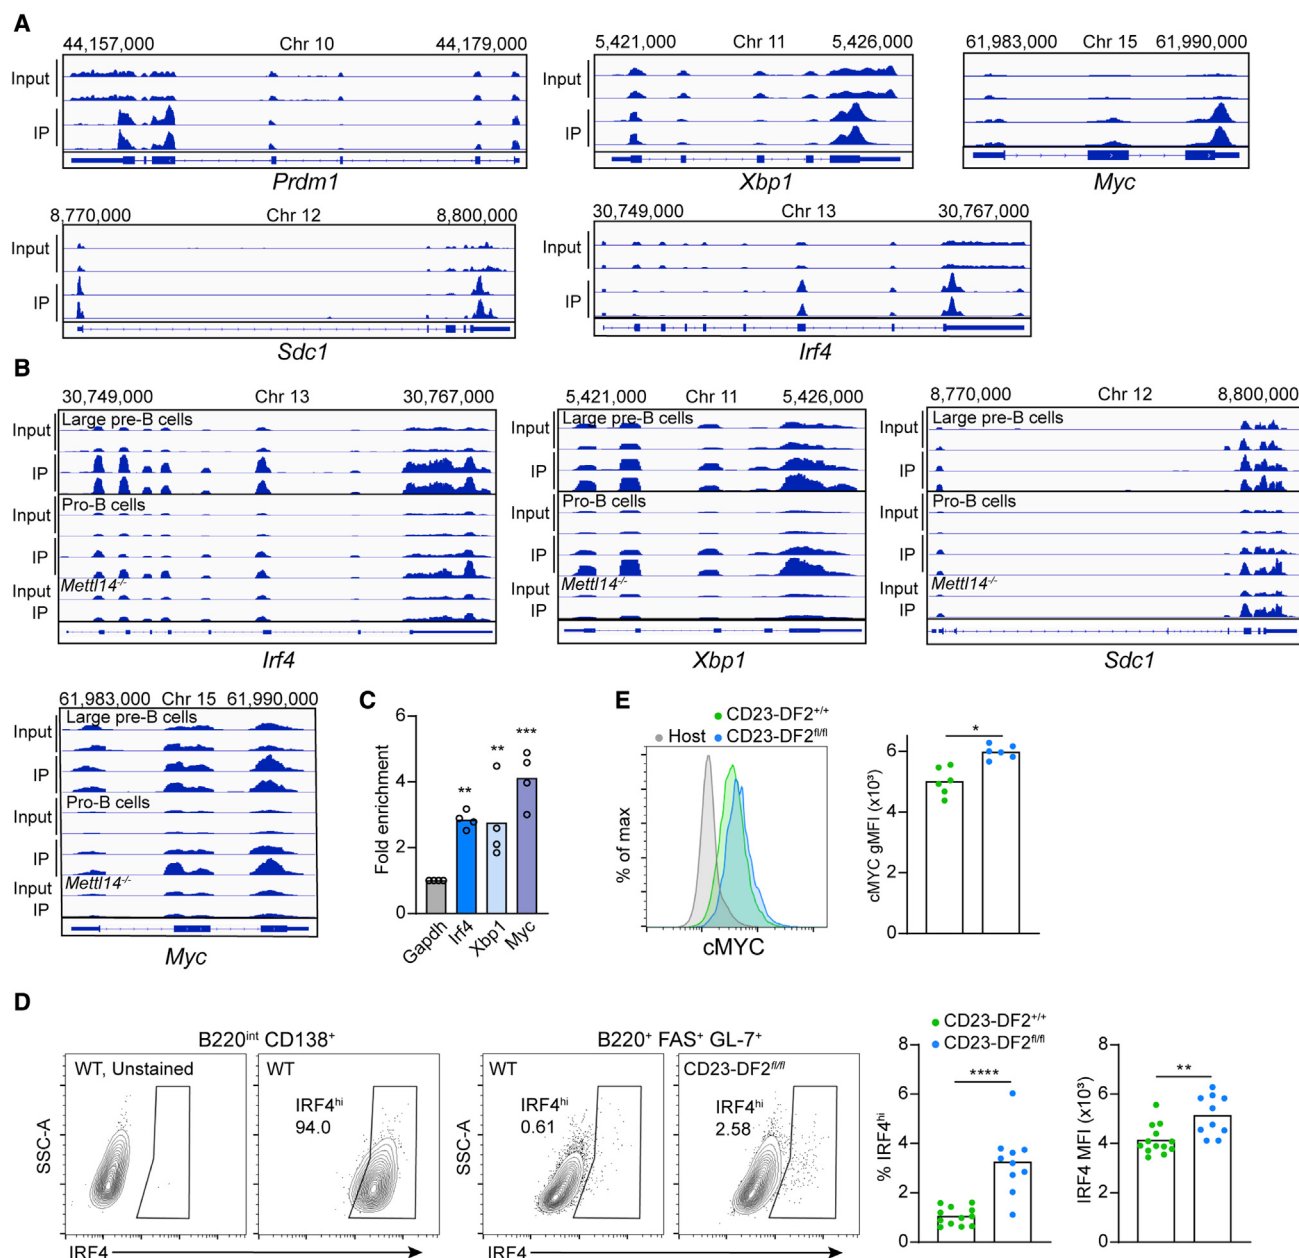

Figure 6. Plasma blast-regulating gene transcripts are direct targets of YTHDF2

(A) m⁶A peak profiles of representative PB-associated genes analyzed by m⁶A-IP followed by high-throughput sequencing.

(B) Representation of YTHDF2-IP profiles from public dataset GEO: GSE174394 of *Irf4*, *Xbp1*, and *Myc*.

(C) RIP of HA-YTHDF2-GFP performed using LPS-stimulated B cells derived from DF2^{fl/fl} mice (HA-YTHDF2-GFP^{+/+}, Cre⁻). Fold enrichment of RNA in pull-down fraction over input fraction normalized to unmethylated *Gapdh* RNA and an isotype control. Pooled data from four replicates from two independent experiments.

(D and E) CD23-DF2^{+/+} and CD23-DF2^{fl/fl} B1-8^{hi} B cells were isolated and transferred to WT host mice. Five days after immunization with NP-KLH, GL-7⁺ FAS⁺ B1-8^{hi} B cells were analyzed for IRF4 (D) and MYC (E) protein expression by intracellular staining and flow cytometry. Pooled data from 6–12 mice from 2–4 independent experiments.

Statistical significance was tested using a two-tailed unpaired t test (D) or one-way ANOVA followed by Holm-Sidak multiple comparisons test (G). *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001.

of typical PB genes suggests that YTHDF2 reinforces the GC fate by mitigating the PB genetic program at the mRNA level during GC seeding. Thus, in addition to the well-described transcription factor-driven mechanism, we describe a post-transcriptional

regulatory pathway that directs B cell differentiation and fate commitment.

For a naive or activated B cell to differentiate into a PB or a GC cell it has to rewire its genetic program, a process mediated by

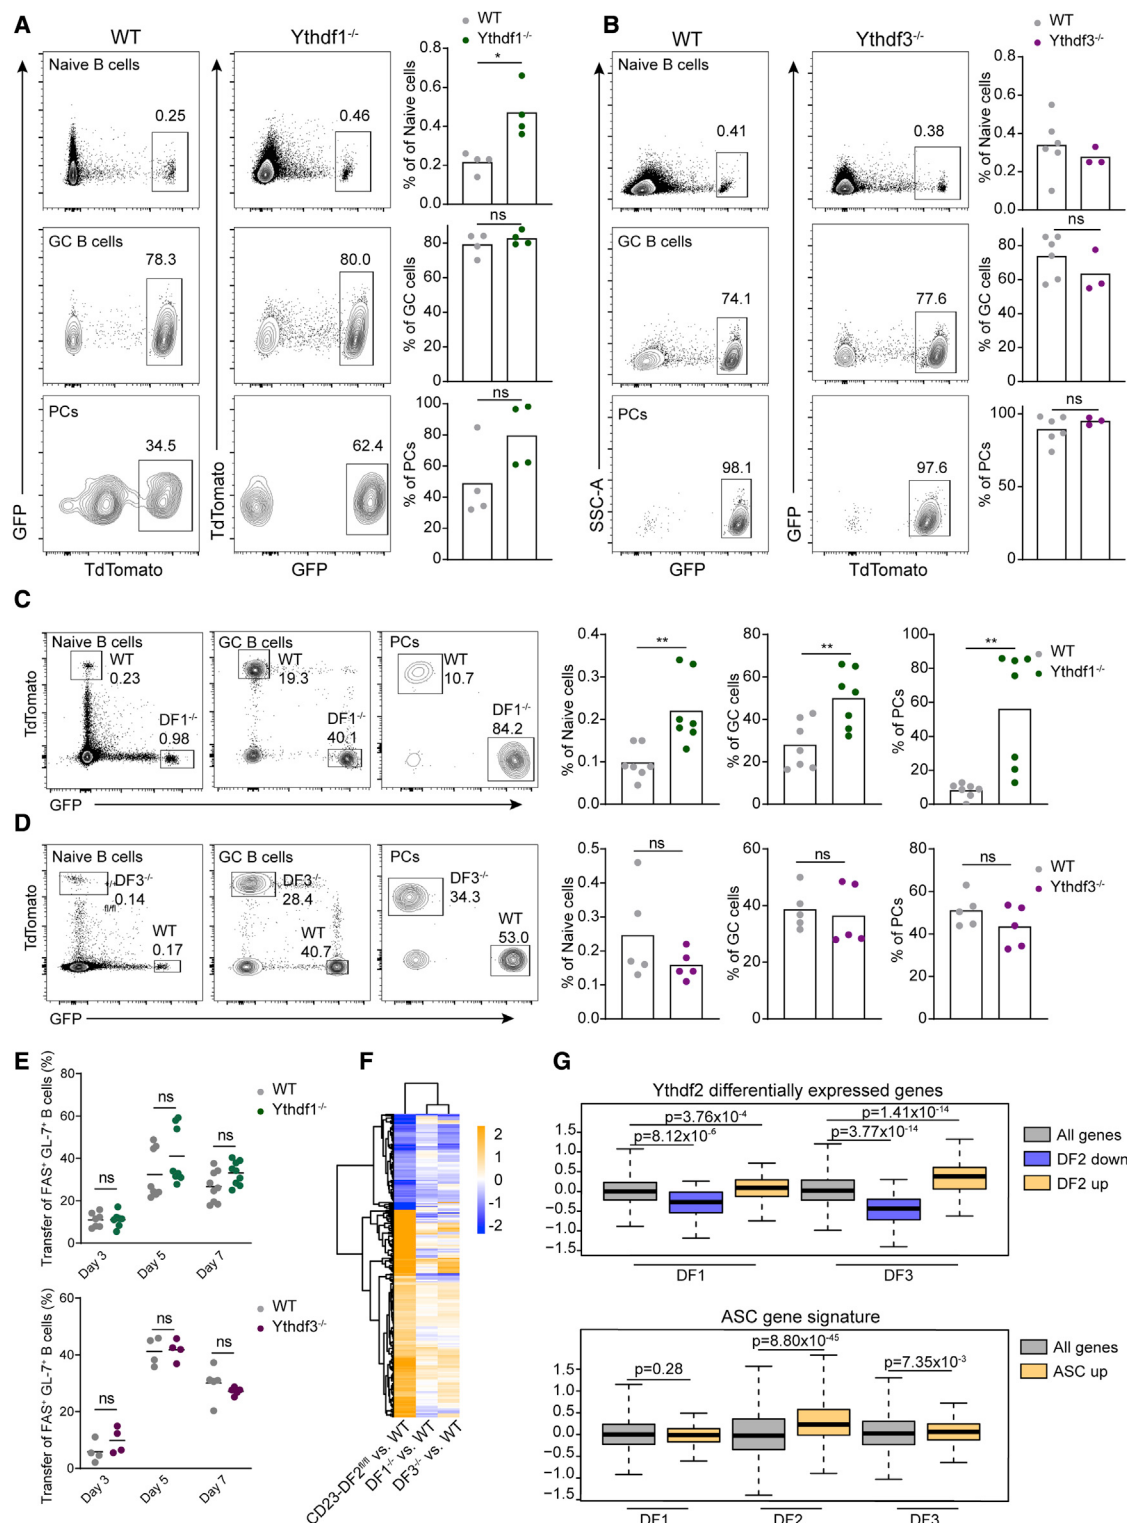

Figure 7. Germinal center formation does not depend on YTHDF1 and YTHDF3

(A–D) Ythdf1^{-/-} GFP, Ythdf3^{-/-} TdTomato⁺ B1-8^{hi} B cells, WT GFP, or TdTomato⁺ B1-8^{hi} B cells were transferred to OVA-primed WT host mice, separately (A and B) or mixed at a 1:1 ratio (C and D). Lymph node cells were analyzed by flow cytometry 7 days after the boost. Pooled data from 3–6 mice from two independent experiments. Column heights represent the mean.

(legend continued on next page)

chromatin remodelers and transcription activators and repressors (Nutt et al., 2015; Cook et al., 2020; Schmiedel et al., 2021). Although YTHDF2 has the potential to promote PB formation through multiple targets, our findings indicate that one of the functions of YTHDF2 is to suppress the expression of *Irf4* and other PB-related genes such as *Prdm1* and *Xbp1* and thereby support the stabilization of the GC genetic program. Thus, our observations suggest that YTHDF2 contributes to the “kinetic model,” which proposes that the expression level of IRF4 determines B cell fate early during the response (Ochiai et al., 2013). *Myc* mRNA, a key gene in the B cell immune response, is a direct target of YTHDF2, which facilitates its mRNA degradation and suppresses downstream activation of MYC-responsive genes (Su et al., 2018; Grenov et al., 2021). Since Blimp1 suppresses *Myc* expression, excess *Myc* RNA in YTHDF2-deficient B cells might interfere with cell fate trajectories of the responding B cells as well (Karube and Campo, 2015). In our previous analysis of gene expression in the GC, we found that YTHDF2 deletion was associated with a reduction in expression of the oxidative phosphorylation genetic program (Grenov et al., 2021). Since YTHDF2 suppresses gene expression, this downregulation in mRNA levels in YTHDF2-deficient B cells suggests that the effect occurs in an indirect manner. In the current study, we examined pre-GC B cells and found an increase in the PC genetic program in YTHDF2-deficient cells, and accordingly, a reanalysis of the dataset from the previous study also shows similar trends. It is important to note that GC and pre-GC B cells have different metabolic requirements, and GC B cells cannot efficiently support glycolysis (Weisel et al., 2020; Biram et al., 2022). Thus, we suggest that the PC program is directly regulated by YTHDF2, whereas the metabolic changes are specific to GC B cells and represent downstream effects.

In a recent study, it was suggested that YTHDF2 supports PC accumulation *in vitro* (Turner et al., 2022). In mice, the authors show that YTHDF2 is required for an intact GC response on day 21 after immunization in chimeric mice, whereas GCs on day 7 seem to be intact. Although the different mouse models in the two studies might have affected the immune response kinetics, both studies show a reduction in GC size. To strengthen our conclusions, in the present study gene profiles that support PC and GC formation and cell identity were extensively examined, and the conclusions about the suppressive role of YTHDF2 in PC formation are supported by both these analyses and flow-cytometric data. Furthermore, in both of the studies *Irf4* and *Prdm1* transcripts were found to be methylated, and we show that PC-promoting transcripts are bound by YTHDF2, which strongly suggests that these genes are targets for YTHDF2-mediated mRNA degradation. Lastly, we demonstrate

that YTHDF2 is required for GC formation both in a polyclonal and in an antigen-specific response using transgenic B cells. B1-8^{hi} B cells were found to express high levels of YTHDF2 compared with their low-affinity counterparts, suggesting that YTHDF2 plays a more significant role in suppression of the PC program in B cells that express high-affinity BCRs and thereby direct their differentiation to GC B cells.

Similar to B cells, the terminal maturation of multiple immune cell types, including natural killer, Tfh, and dendritic cells, depend on mRNA methylation (Yao et al., 2021; Ma et al., 2021; Bechara et al., 2021; Han et al., 2019). Hematopoietic stem cell (HSC) differentiation is highly dependent on m⁶A machineries (Mapperley et al., 2021; Lee et al., 2019; Zaccara et al., 2019) and scRNA-seq of HSCs deficient in m⁶A machineries revealed the development of an intermediate differentiation cell state that cannot properly support hematopoiesis (Cheng et al., 2019). Collectively, together with our results regarding B cell fate decisions, these findings suggest that the m⁶A machinery plays a key role in directing lineage commitments of multiple cell types.

Although it was initially thought that the different YTHDF paralogs have distinct biological activities, recent data suggested that they have fully overlapping functions (Zaccara and Jaffrey, 2020; Lasman et al., 2020). Our transcriptomic analysis of *Ythdf1/2/3*-deficient B cells shows that the three paralogs share similar patterns of gene regulation, although changes in gene expression are more pronounced in *Ythdf2*-deficient cells. Based on our findings and previous studies that examine YTHDF paralogs in other cell types, we conclude that YTHDF2 plays a dominant role in B cells because it is highly expressed in these cells.

In summary, in addition to the well-studied transcription factor-mediated control of early B cell fate decisions, our study exposes a post-transcriptional mechanism that directs B cell fate commitment. Our findings suggest that YTHDF2 inhibitors may be beneficial in the treatment of lymphomas that specifically originate from the GC reaction (Victora et al., 2012).

Limitations of the study

We find that YTHDF2 suppresses the expression of genes that support PC formation; however, regulation of additional genes supporting additional pathways and fate decisions may also play a role.

STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

(E) Frequency of transferred FAS⁺ GL-7⁺ WT, GFP⁺ *Ythdf1*^{−/−} or TdTomato⁺ *Ythdf3*^{−/−} B1-8^{hi} B cells in immunized mice. Pooled data from 4–9 mice from 2–3 independent experiments.

(F) RNA-seq analysis of WT, *Ythdf1*^{−/−}, and *Ythdf3*^{−/−} B1-8^{hi} B cells 5 days after immunization. Heatmap showing log₂-transformed fold changes of genes in *Ythdf1*-, 2- or 3-deficient cells compared with WT cells. All genes that were significantly differentially expressed in *Ythdf2*-deficient B cells compared with WT cells are shown.

(G) Box plots indicating the median, quartiles, and 5th and 95th percentiles of changes in expression levels of *Ythdf1*^{−/−}, *Ythdf3*^{−/−}, and CD23-*Ythdf2* compared with WT B1-8^{hi} B cells, of genes which were either down- or upregulated in *Ythdf2*-deficient cells or of genes which were upregulated in ASC (GEO: GSE60927). Statistical significance was tested using a two-tailed unpaired t test (A–D), one-way ANOVA followed by Holm-Sidak multiple comparisons test (E), or a two-sided Wilcoxon rank-sum test (G). *p < 0.05, **p < 0.01; ns, not significant.

- **KEY RESOURCES TABLE**
- **RESOURCE AVAILABILITY**
  - Materials availability
  - Data and code availability
- **EXPERIMENTAL MODEL AND SUBJECT DETAILS**
- **METHOD DETAILS**
  - Adoptive cell transfer
  - Immunizations
  - Flow cytometry
  - Bulk RNA-sequencing and analysis
  - Single-cell RNA-sequencing
  - Single-cell data processing
  - Validation of cell assignment of clusters by gene signature scoring
  - qRT-PCR
  - *In vitro* proliferation assays
  - Two-photon light microscopy
  - M⁶A-seq and analysis of mRNA methylation sites
  - YTHDF2 RIP-seq data analysis
  - YTHDF2 RNA immunoprecipitation (RIP)
- **QUANTIFICATION AND STATISTICAL ANALYSIS**
- **ADDITIONAL RESOURCES**

SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.celrep.2022.110778>.

ACKNOWLEDGMENTS

Z.S. is supported by the European Research Council grant no. 101001613, by the Morris Kahn Institute for Human Immunology, Human Frontiers of Science Program (CDA-00023/2016), Azrieli Foundation, and Israel Science Foundation (1090/18). This study was also supported by the Ben B. and Joyce E. Eisenberg Foundation, Wolfson Family Charitable Trust & Wolfson Foundation, Elie Hirshfeld, Dr. Sarah Schlesinger, and Miel de Botton. Z.S. is a member of the European Molecular Biology Organization Young Investigator Program.

AUTHOR CONTRIBUTIONS

A.G. designed and conducted the experiments, performed data analysis, and wrote the manuscript; H.H. performed the bioinformatics analyses; J.H.H. and L.L. provided the YTHDF-deficient mice; Z.S. conceived the study, designed experiments, supervised the study, and wrote the manuscript.

DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: December 21, 2021

Revised: February 25, 2022

Accepted: April 12, 2022

Published: May 3, 2022

REFERENCES

- Ahmed, R., and Gray, D. (1996). Immunological memory and protective immunity: understanding their relation. *Science* 272, 54–60. <https://doi.org/10.1126/science.272.5258.54>.
- Anders, S., Pyl, P.T., and Huber, W. (2014). HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31, 166–169. <https://doi.org/10.1093/bioinformatics/btu638>.

Bechara, R., Amatya, N., Bailey, R.D., Yang, Li, Felix, E., Aggor, Y., De-Dong, Li, Dai, N., Gokhale, N.S., Taylor, T.C., et al. (2021). The m6A reader IMP2 directs autoimmune inflammation through an IL-17- and TNF α -dependent C/EBP transcription factor Axis. *Sci. Immunol.* 6, eabd1287. <https://doi.org/10.1126/sciimmunol.abd1287>.

Bhattacharya, D., Cheah, M.T., Franco, C.B., Hosen, N., Pin, C.L., Sha, W.C., and Weissman, I.L. (2007). Transcriptional profiling of antigen-dependent murine B cell differentiation and memory formation. *J. Immunol.* 179, 6808–6819. <https://doi.org/10.4049/jimmunol.179.10.6808>.

Biram, A., Liu, J., Hezroni, H., Davidzohn, N., Schmiedel, D., Khatib-Massalha, E., Haddad, M., Grenov, A., Lebon, S., Salame, T.M., et al. (2022). Bacterial infection disrupts established germinal center reactions through monocyte recruitment and impaired metabolic adaptation. *Immunity* 55, 442–458.e8. <https://doi.org/10.1016/j.immuni.2022.01.013>.

Brescia, P., Schneider, C., Holmes, A.B., Shen, Q., Hussein, S., Pasqualucci, L., Basso, K., and Dalla-Favera, R. (2018). MEF2B Instructs Germinal Center Development and Acts as an Oncogene in B Cell Lymphomagenesis. *Cancer Cell* 34, 453–465.e9.

Butler, A., Hoffman, P., Smibert, P., Papalexi, E., and Satija, R. (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat. Biotechnol.* 36, 411–420.

Calado, D.P., Sasaki, Y., Godinho, S.A., Pellerin, A., Köchert, K., Sleckman, B.P., Moreno de Alborán, I., Martin, J., Scott, R., and Rajewsky, K. (2012). The cell-cycle regulator c-myc is essential for the formation and maintenance of germinal centers. *Nat. Immunol.* 13, 1092–1100. <https://doi.org/10.1038/ni.2418>.

Chang, X., Li, B., and Rao, A. (2015). RNA-binding protein hnRNPL regulates mRNA splicing and stability during B-cell to plasma-cell differentiation. *Proc. Natl. Acad. Sci. U S A.* 112, E1888–E1897. <https://doi.org/10.1073/pnas.1422490112>.

Chen, E.Y., Tan, C.M., Yan, K., Duan, Q., Wang, Z., Meirelles, G.V., Clark, N.R., and Ma'ayan, A. (2013). Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. *BMC Bioinformatics* 14, 128. <https://doi.org/10.1186/1471-2105-14-128>.

Cheng, Y., Luo, H., Franco, I., Pickering, B.F., Nguyen, D., Myers, R., Schurer, A., Gourkanti, S., Bruning, J.C., Vu, L.P., et al. (2019). m6A RNA methylation maintains hematopoietic stem cell identity and symmetric commitment. *Cell Rep.* 28, 1703–1716.e6.

Cook, S.L., Franke, M.C., Sievert, E.P., and Sciammas, R. (2020). A synchronous IRF4-dependent gene regulatory network in B and helper T cells orchestrating the antibody response. *Trends Immunol.* 41, 614–628. <https://doi.org/10.1016/j.it.2020.05.001>.

Cyster, J.G., and Allen, C.D.C. (2019). B cell responses: cell interaction dynamics and decisions. *Cell* 177, 524–540. <https://doi.org/10.1016/j.cell.2019.03.016>.

Díaz-Muñoz, M.D., and Turner, M. (2018). Uncovering the role of RNA-binding proteins in gene expression in the immune system. *Front. Immunol.* 9, 1094. <https://doi.org/10.3389/fimmu.2018.01094>.

Díaz-Muñoz, M.D., Bell, S.E., Fairfax, K., Monzon-Casanova, E., Cunningham, A.F., Gonzalez-Porta, M., Andrews, S.R., Bunik, V.I., Zarnack, K., Curk, T., et al. (2015). The RNA-binding protein HuR is essential for the B cell antibody response. *Nat. Immunol.* 16, 415–425. <https://doi.org/10.1038/ni.3115>.

Monzón, C., Michael Screen, E., Díaz-Muñoz, M.D., Coulson, R.M.R., Bell, S.E., Lamers, G., Solimena, M., Smith, C.W.J., Turner, M., Smith, C.W.J., and Turner, M. (2018). The RNA-binding protein PTBP1 is necessary for B cell selection in germinal centers. *Nat. Immunol.* 19, 267–278. <https://doi.org/10.1038/s41590-017-0035-5>.

Dixit, D., Prager, B.C., Gimble, R.C., Poh, H.X., Wang, Y., Wu, Q., Qiu, Z., Kidwell, R.L., Kim, L.J., Xie, Q., et al. (2021). The RNA m6A reader YTHDF2 maintains oncogene expression and is a targetable dependency in glioblastoma stem cells. *Cancer Discov.* 11, 480–499. <https://doi.org/10.1158/2159-8290.cd-20-0331>.

- Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15–21. <https://doi.org/10.1093/bioinformatics/bts635>.
- Dominguez-Sola, D., Vitorica, G.D., Ying, C.Y., Phan, R.T., Saito, M., Nussenzweig, M.C., and Dalla-Favera, R. (2012). The proto-oncogene MYC is required for selection in the germinal center and cyclic reentry. *Nat. Immunol.* 13, 1083–1091. <https://doi.org/10.1038/ni.2428>.
- Dominissini, D., Moshitch-Moshkovitz, S., Schwartz, S., Salmon-Divon, M., Ungar, L., Sivan, O., Cesarkas, K., Jacob-Hirsch, J., Amariglio, N., Kupiec, M., et al. (2012). Topology of the human and mouse m6A RNA methylomes revealed by m6A-seq. *Nature* 485, 201–206. <https://doi.org/10.1038/nature11112>.
- Du, H., Zhao, Ya, He, J., Zhang, Y., Xi, H., Liu, M., Ma, J., and Wu, L. (2016). YTHDF2 destabilizes m6A-containing RNA through direct recruitment of the CCR4–NOT deadenylase complex. *Nat. Commun.* 7, 12626. <https://doi.org/10.1038/ncomms12626>.
- Elgueta, R., Marks, E., Nowak, E., Menezes, S., Benson, M., Raman, V.S., Ortiz, C., O’Connell, S., Hess, H., Lord, G.M., and Noelle, R. (2015). CCR6-Dependent positioning of memory B cells is essential for their ability to mount a recall response to antigen. *J. Immunol.* 194, 505–513. <https://doi.org/10.4049/jimmunol.1401553>.
- Elsner, R.A., and Shlomchik, M.J. (2020). Germinal center and extrafollicular B cell responses in vaccination, immunity, and autoimmunity. *Immunity* 53, 1136–1150. <https://doi.org/10.1016/j.immuni.2020.11.006>.
- Garcia-Campos, M.A., Edelheit, S., Toth, U., Safra, M., Shachar, R., Viukov, S., Winkler, R., Nir, R., Lasman, L., Brandis, A., et al. (2019). Deciphering the “m6A Code” via Antibody-Independent Quantitative Profiling. *Cell* 178, 731–747.e16.
- Glarios, V., Rauschmeier, R., Artemov, A.V., Reinhardt, A., Ols, S., Emmanouilidi, A., Gustafsson, C., You, Y., Mirabello, C., Bjorklund, A.K., et al. (2021). Limited access to antigen drives generation of early B cell memory while restraining the plasmablast response. *Immunity* 54, 2005–2023.e10.
- Good-Jacobson, K.L., and Tarlinton, D.M. (2012). Multiple routes to B-cell memory. *Int. Immunol.* 24, 403–408. <https://doi.org/10.1093/intimm/dxs050>.
- Green, Jesse A., and Cyster, Jason G. (2012). S1PR2 links germinal center confinement and growth regulation. *Immunol. Rev.* 247, 36–51. <https://doi.org/10.1111/j.1600-065x.2012.01114.x>.
- Grenov, A.C., Moss, L., Edelheit, S., Ross, C., Schmiedel, D., Biram, A., Hanna, J.H., Jensen, T.H., Schwartz, S., and Shulman, Z. (2021). The germinal center reaction depends on RNA methylation and divergent functions of specific methyl readers. *J. Exp. Med.* 218, e20210360. <https://doi.org/10.1084/jem.20210360>.
- Han, D., Liu, J., Chen, C., Dong, L., Liu, Y., Chang, R., Huang, X., Wang, J., Dougherty, U., Bissonnette, M.B., et al. (2019). Anti-tumour immunity controlled through mRNA m6A methylation and YTHDF1 in dendritic cells. *Nature* 566, 270–274. <https://doi.org/10.1038/s41586-019-0916-x>.
- Ivanova, I., Much, C., Di Giacomo, M., Azzi, C., Morgan, M., Moreira, P.N., Monahan, Jack, Carrieri, C., Enright, A.J., and O’Carroll, D. (2017). The RNA m6A reader YTHDF2 is essential for the post-transcriptional regulation of the maternal transcriptome and oocyte competence. *Mol. Cell* 67, 1059–1067.e4. <https://doi.org/10.1016/j.molcel.2017.08.003>.
- Jaitin, D.A., Kenigsberg, E., Keren-Shaul, H., Elefant, N., Paul, F., Zaretzky, I., Mildner, A., Cohen, N., Jung, S., Tanay, A., and Amit, I. (2014). Massively parallel single-cell RNA-seq for marker-free decomposition of tissues into cell types. *Science* 343, 776–779. <https://doi.org/10.1126/science.1247651>.
- Karube, K., and Campo, E. (2015). MYC alterations in diffuse large B-cell lymphomas. *Semin. Hematol.* 52, 97–106.
- Keren-Shaul, H., Kenigsberg, E., Adhemar Jaitin, D., David, E., Paul, F., Amos, T., and Amit, I. (2019). MARS-seq2.0: an experimental and analytical pipeline for indexed sorting combined with single-cell RNA sequencing. *Nat. Protoc.* 14, 1841–1862. <https://doi.org/10.1038/s41596-019-0164-4>.
- Klein, U., Casola, S., Cattoretti, G., Shen, Q., Lia, M., Mo, T., Ludwig, T., Rajewsky, K., and Dalla-Favera, R. (2006). Transcription factor IRF4 controls plasma cell differentiation and class-switch recombination. *Nat. Immunol.* 7, 773–782. <https://doi.org/10.1038/ni1357>.
- Kohen, R., Barlev, J., Hornung, G., Stelzer, G., Feldmesser, E., Kogan, K., Safran, M., and Leshkowitz, D. (2019). UTAP: user-friendly transcriptome analysis pipeline. *BMC Bioinformatics* 20, 154. <https://doi.org/10.1186/s12859-019-2728-2>.
- Laidlaw, B.J., Duan, L., Xu, Y., Vazquez, S.E., and Cyster, J.G. (2020). The transcription factor hhex cooperates with the corepressor Tle3 to promote memory B cell development. *Nat. Immunol.* 21, 1082–1093. <https://doi.org/10.1038/s41590-020-0713-6>.
- Lasman, L., Krupalnik, V., Geula, S., Zerbib, M., Viukov, S., Mor, N., Aguilera Castrejon, A., Mizrahi, O., Shashank, S., Nachshon, A., et al. (2020). Context-dependent functional compensation between Ythdf m6A readers. Preprint at BioRxiv. 34, 1373–1391. <https://doi.org/10.1101/2020.06.03.131441>.
- Lee, H., Bao, S., Qian, Y., Geula, S., Leslie, J., Zhang, C., Hanna, J.H., and Ding, L. (2019). Stage-specific requirement for mettl3-dependent m6A mRNA methylation during haematopoietic stem cell differentiation. *Nat. Cell Biol.* 21, 700–709. <https://doi.org/10.1038/s41556-019-0318-1>.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550. <https://doi.org/10.1186/s13059-014-0550-8>.
- Ma, S., Yan, J., Barr, T., Zhang, J., Chen, Z., Wang, L., Sun, J.C., Chen, J., Caligiuri, M.A., and Yu, J. (2021). The RNA m6A reader YTHDF2 controls NK cell antitumor and antiviral immunity. *J. Exp. Med.* 218, e20210279. <https://doi.org/10.1084/jem.20210279>.
- Mapperley, C., van de Lagemaat, L.N., Lawson, H., Tavosanis, A., Paris, J., Campos, J., Wotherspoon, D., Durko, J., Sarapu, A., Choe, J., et al. (2021). The mRNA m6A reader YTHDF2 suppresses proinflammatory pathways and sustains hematopoietic stem cell function. *J. Exp. Med.* 218, e20200829. <https://doi.org/10.1084/jem.20200829>.
- Mootha, V.K., Lindgren, C.M., Eriksson, K., Subramanian, A., Sihag, S., Lehar, J., Puigserver, P., et al. (2003). PGC-1 α -responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. *Nat. Genet.* 34, 267–273.
- Nutt, S.L., Taubenheim, N., Hasbold, J., Corcoran, L.M., and Hodgkin, P.D. (2011). The genetic network controlling plasma cell differentiation. *Semin. Immunol.* 23, 341–349. <https://doi.org/10.1016/j.smim.2011.08.010>.
- Nutt, S.L., Hodgkin, P.D., Tarlinton, D.M., and Corcoran, L.M. (2015). The generation of antibody-secreting plasma cells. *Nat. Rev. Immunol.* 15, 160–171. <https://doi.org/10.1038/nri3795>.
- Ochiai, K., Maienschein-Cline, M., Simonetti, G., Chen, J., Rosenthal, R., Brink, R., Chong, A.S., Klein, U., Dinner, A., Singh, H., and Sciammas, R. (2013). Transcriptional regulation of germinal center B and plasma cell fates by dynamical control of IRF4. *Immunity* 38, 918–929. <https://doi.org/10.1016/j.immuni.2013.04.009>.
- Okada, T., Miller, M.J., Parker, I., Krummel, M.F., Neighbors, M., Hartley, S.B., O’Garra, A., Cahalan, M.D., and Cyster, J.G. (2005). Antigen-engaged B cells undergo chemotaxis toward the T zone and form motile conjugates with helper T cells. *PLoS Biol.* 3, e150. <https://doi.org/10.1371/journal.pbio.0030150>.
- Oracki, S.A., Walker, J.A., Hibbs, M.L., Corcoran, L.M., and Tarlinton, D.M. (2010). Plasma cell development and survival. *Immunol. Rev.* 237, 140–159. <https://doi.org/10.1111/j.1600-065x.2010.00940.x>.
- Harms Pritchard, G., Pritchard, G.H., and Pepper, M. (2018). Memory B cell heterogeneity: remembrance of things past. *J. Leukoc. Biol.* 103, 269–274. <https://doi.org/10.1002/jlb.4mr0517-215r>.
- Robinson, J.T., Thorvaldsdóttir, Helga, Winckler, W., Guttman, M., Lander, E.S., Getz, G., and Mesirov, J.P. (2011). Integrative Genomics viewer. *Nat. Biotechnol.* 29, 24–26. <https://doi.org/10.1038/nbt.1754>.

How the deposited data were processed for this re-analysis (not part of the article)

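The processed files cover 19 bulk RNA libraries and 1 pooled single-cell library. In the first bulk experiment FAS+ GL-7+ B1-8hi B cells came from 4 WT and 3 CD23-DF2fl/fl samples, and in the second from 4 WT, 4 Ythdf1-/- and 4 Ythdf3-/- samples, all on day 5 after immunization. The single-cell library pooled 3 CD23-DF2+/+ and 4 CD23-DF2fl/fl mice, told apart by hashtag antibodies. No processed file of the 4 methylated RNA samples of B cells stimulated with LPS was among the files at hand, so no value here comes from them.

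The authors made the bulk counts by trimming reads with Cutadapt, aligning them with STAR to GRCm38 (mm10) and counting UMI-corrected reads per RefSeq gene with HTSeq in the UTAP pipeline. The deposited log2 fold changes are those of the authors' DESeq2 comparison of each knockout with WT, with a minimum of 5 counts in 1 library. The deposited p-values and their Benjamini-Hochberg adjusted form come from the same DESeq2 fit. The single-cell UMI counts were made by the authors with Cell Ranger 5.0.1 against mm10. They were deposited for 15950 barcodes, before the filters on genes and mitochondrial UMI, with the hashtag counts in the same matrix. The deposited bulk tables also hold 38 normalized or transformed columns, which were not used. All counts were whole numbers, and no 2 libraries held the same values.

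Bulk counts were analyzed in R 4.3.3 with edgeR 4.0.16: TMM normalization, genes with at least 5 counts in 1 library or more, a quasi-likelihood test, and calls at a Benjamini-Hochberg adjusted p of 0.05 or less with an absolute log2 fold change of 0.58 or more. Experiment 1 and experiment 2 were fitted apart, and experiment 2 as a single fit of its 12 libraries. The first table holds 18200 genes, of which 13100 were tested, and the second 19133, of which 13341 were tested. All p-values named adjusted for genes are from this edgeR test unless another is named. Values per group are means ± SD of TMM-normalized CPM.

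Gene programs were tested with 35 lists written by hand, by camera with a preset correlation of 0.01 and again with a correlation estimated for each list, and by fry, both in limma 3.58.1. Estimated correlations of long, co-regulated lists make camera strict, and preset ones make it liberal, so both values are given. Genes called within a list are counted over all genes and, separately, with p adjusted over the list alone. Gene names that appear under an older symbol in the single-cell matrix were matched to it, as *Tent5c* to *Fam46c*. This match was added after the values had been seen, and it moved the median of the called plasmablast genes in early GC-like cells to 0.740.

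Genes were named by a rule: every gene the paper names for these data, the 10 largest rises and 10 largest falls per comparison among called genes with a mean of at least 10 counts per library and groups that do not overlap, and up to 4 members of each list with the smallest unadjusted p. A gene that 2 parts of the rule name counts under both. The genes of the paper's figures were therefore known in advance. The genes near *Ythdf2* and the sex-linked genes fall outside this rule and were chosen after their values were seen.

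Single cells were filtered, assigned and clustered with Seurat 5.3.0 and sctransform 0.4.2, seed 1. Cells had at least 200 genes and at most 10% mitochondrial UMI, HTODemux ran over 8 hashtags at a positive quantile of 0.99, and S and G2/M scores were regressed out. The hashtag table names 7 hashtags, and the cells of the other were left out. The deposited files number the CD23-DF2+/+ mice in conflicting ways but give each hashtag the same genotype, and the numbers of the hashtag table are used. A cluster took the name of the class whose markers it expressed most, if at least 3 of these were detected in 10% of its cells or more. It stayed unnamed otherwise, when its 10 leading genes held more markers of another class, or when they held none of its own and its cells had under 0.333 of the median UMI of their mouse. UMI were summed per mouse and class for edgeR, in classes with at least 20 cells per mouse. Where genes were compared between classes, the mouse was a block, and no fold threshold applied. Shares of cells were compared by exact permutation tests over mice. A trajectory was not fitted.

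Whether samples of the same number pair was checked by correlating their residuals around the group means. In the first experiment r was -0.408, 0.142 and -0.330 for the 3 numbers, and the WT and Ythdf1-/- libraries gave 0.0918, 0.343, 0.239 and -0.0112. The WT and Ythdf3-/- libraries gave 0.654, 0.367, 0.214 and 0.282, so that this comparison is also given with the replicate number as a block. No label states a pairing, and WT replicate 2 gave 0.272 and 0.250 with Ythdf3-/- replicates 3 and 4, so the pairing is uncertain. In the single-cell data r ran from -0.276 to 0.175.

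The steps were tested on simulated counts with the depth and the groups of the real data and the same spread for every gene, set near the common estimate. Known changes were put into genes with a mean of at least 10 counts. Spread that differs between genes and structure among libraries were not simulated, so the rates do not cover low genes and can be too favorable. Of genes changed 1.5-fold, 2-fold and 4-fold, the design of the first experiment gave back 2.99%, 38.8% and 87.9% with 12 false calls among 12603 genes. The second gave back 10.4%, 64.2% and 100% with 3 false calls, the early GC-like class 35.8%, 88.1% and 97.0% with 5, and the pre-GC-like class 19.4%, 62.7% and 95.5% with 4. Changes under 2-fold are thus mostly missed in the bulk data.

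The lists, the marker sets, the thresholds, the named-gene rule and most alternatives were set before the data were examined. The alternatives were: DESeq2 size factors or upper-quartile scaling in edgeR, robust edgeR, limma-voom, DESeq2 1.42.0 as the paper states it and with its defaults, other filters, a replicate block, each library or mouse left out in turn, WT libraries split between the knockouts, other clustering resolutions and cell filters, log-normalized counts, no regression of cell cycle scores, another hashtag threshold, and thinning to 2000 UMI per cell. Every split of the samples into groups of the same sizes was also run. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.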

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

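The test of a chromosome 4 segment below was chosen after its result was seen; the comparison of *Ythdf2* loss between classes and the sample checks were set in advance.

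*Ythdf2* fell more in early GC-like than in naive-like cells of CD23-DF2fl/fl mice, a difference between cell classes of -1.55 on the log2 scale (standard error 0.189, adjusted p = 7.0e-13 from edgeR). Over all genes, 149 of 12497 differed in their genotype effect between these classes, 87 upward and 62 downward.

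*Pusl1*, a gene the paper does not discuss, fell in early GC-like cells of CD23-DF2fl/fl mice by a log2 fold change of -2.46, and it fell in 5 of the 6 sets of cells tested (-3.98 to -1.81). *Tnfrsf18*, the GITR gene, lies beside it and rose in 5 sets (0.74 to 2.35), and *Mxra8* rose in 4 (2.03 to 3.34). All are on the chromosome of *Ythdf2*, and a segment that came with the floxed allele from another strain may carry variants that move them. Within 25 megabases of *Ythdf2*, 27 of 438 tested genes were called in early GC-like cells (6.16%) against 3.57% elsewhere, an odds ratio of 1.78 (95% interval 1.14 to 2.66; p = 0.00876, Fisher's exact test), but 31 of 383 other windows of the same width hold as high a share. The paper lists the floxed mice as C57BL/6, and whether a segment of another strain stayed beside the allele is not in the data, so the test cannot tell such a segment from an effect of YTHDF2 on these genes.

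In experiment 2 the paper does not discuss *Xist*, which rose in Ythdf1-/- by a log2 fold change of 7.74 and in Ythdf3-/- by 7.34 (51.6 ± 15.1 and 39.7 ± 15.1 against 0.206 ± 0.291 CPM, SD, n = 4 each), while *Ddx3y* fell by 7.04 and 7.92. Sex is therefore confounded with genotype in both comparisons, and no test here separates them.

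Type I interferon genes, which the paper does not discuss, had a median log2 fold change of -1.15 in Ythdf1-/- and -1.58 in Ythdf3-/- cells, with 0 of 23 members above 0 in both. The adjusted p from camera was 5.8e-25 and 1.1e-21, and 0.326 and 0.186 with an estimated correlation. *Oas3* fell in both (-2.14, adjusted p = 0.0207, and -1.94, adjusted p = 0.0450, from edgeR), but lost its call in 4 of 8 fits with a library left out in Ythdf1-/- cells, and in 5 of 8 such fits and 3 of 11 alternatives in Ythdf3-/- cells. No explanation was tested, and the shared WT libraries make the comparisons one observation of WT.

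Cells with a hashtag absent from the hashtag table numbered 276, and the paper does not mention them.

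Groups of 4 were searched for 1 sample far from the others, over named genes, library totals, and the class shares and depth of the CD23-DF2fl/fl mice. Of 83 groups 7 held such a sample, each for a named gene, where about 1 in 20 groups, or 4.15, are picked by chance. The 3 CD23-DF2fl/fl libraries of experiment 1 were too few to be searched. WT replicate 3 of experiment 1 had *Fas* at 48.0 CPM (others 103 to 105). WT replicate 4 of experiment 1 had *Iglc1* at 12662 CPM (others 9155 to 9593). In experiment 2, Ythdf1-/- replicate 4 had *Sdc1* at 1.27 CPM (others 0.431 to 0.477) and WT replicate 2 had *Ythdf1* at 59.0 CPM (others 83.2 to 86.1). Ythdf3-/- replicate 4 had *Sdc1* at 2.44 CPM (others 0.455 to 0.756) and *Prdm1* at 6.72 CPM (others 0 to 1.13). Ythdf3-/- replicate 1 had *Ythdf3* at 2.28 CPM (others 15.6 to 17.6).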

How the results depend on the processing

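Of the settings below, the library structure term, the fit without X and Y genes, the authors' deposited list and the 7 hashtags were added after the data had been seen; where a value moved and no reason is given, the cause was not tested.

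Test and filter. Against 62 genes in the CD23-DF2fl/fl comparison, DESeq2 as the paper states it called 220, DESeq2 with its defaults 232, limma-voom 40 and edgeR without a filter 133, while size factors, upper-quartile scaling, robust edgeR, filterByExpr and the adjusted p alone stayed within 1.5 times. With a term for library structure the count was 360. Against 16 genes in Ythdf1-/- cells DESeq2 called 33 and 30, and against 26 in Ythdf3-/- cells 60 and 65, with 41 without a filter, 16 with only the 8 libraries compared and 11 without X and Y genes, although 5 of the 26 lie on these chromosomes. In single cells DESeq2 called 7 genes in naive-like (against 70), 5 in pre-GC-like (against 18), 59 in eMBC-like (against 122) and 230 in plasmablast-like cells (against 449), and filterByExpr called 3 in pre-GC-like cells.

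Replicate block. With the replicate number as a block, 2 genes were called in the CD23-DF2fl/fl comparison, 94 in Ythdf3-/- cells, whose libraries correlate with the WT libraries of the same number, and 10 in pre-GC-like cells. With this block *Cd40* turned to 0.083 in CD23-DF2fl/fl cells, and the lower genes passed in Ythdf1-/- cells with a median of -0.23 by camera's preset correlation (p = 0.0490), but not with an estimated one (0.385) or by fry (0.407).

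WT libraries split between the knockouts. With WT libraries in pairs, so that the knockouts share no control, Ythdf3-/- cells had 14, 11, 11 and 12 genes and Ythdf1-/- cells 10 in the splits that moved the counts, since each comparison then has fewer libraries. The correlation of the knockouts' fold changes fell from 0.572 to 0.138, 0.163, 0.152, 0.0362, 0.0409 and 0.109. With all WT libraries, the covariance exceeded that simulated for unchanged groups with shared controls by 0.0886 (0.193 against 0.104).

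Gene lists. With an estimated correlation 0 of the 13 lists called in CD23-DF2fl/fl cells passed, 0 of 6 in Ythdf1-/- and 1 of 9 in Ythdf3-/- cells; fry called 3, 0 and 1. The plasmablast list then had an adjusted p of 0.199 (fry 0.102), the GC list 0.199 and the MYC list 0.349 (fry 0.144). With the replicate block, size factors and the structure term these 3 lists passed camera at its preset correlation, and with the structure term and an estimated correlation they did not (adjusted p = 0.287, 0.254 and 0.307).

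Genes changed without *Ythdf2*. With genes taken at an adjusted p of 0.01 or less, the higher genes had a median of -0.092 and the lower genes of 0.011 in Ythdf3-/- cells, lists with fewer genes. With the authors' deposited calls the medians there were 0.35 and -0.45. By camera's preset correlation the lower genes passed in Ythdf1-/- cells when the list came from DESeq2 (-0.23) or from the authors' deposited calls (-0.22); the latter did not pass with an estimated correlation (p = 0.168) or by fry (p = 0.167).

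Single genes. Over the named genes, 329 of 377 values in CD23-DF2fl/fl cells kept their direction and side of the threshold, 343 of 346 in Ythdf1-/- and 374 of 390 in Ythdf3-/- cells. With a library left out, 183 of 266, 216 of 256 and 244 of 288 values did, and 73, 25 and 36 lost their call. Those that turned in the alternatives were *Cd40* (0.022) and *Ythdf3* (-0.0049) with the structure term and *Ccr6* (0.065) with limma-voom in CD23-DF2fl/fl cells, and *Prdm1* (-0.98) with limma-voom in Ythdf3-/- cells; none had been called.

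Clustering and cells. The early GC-like share was lower in CD23-DF2fl/fl mice in all 8 alternatives (-31.5 to -19.0 percentage points), and the plasmablast-like share higher in all 8 (2.31 to 8.85). The pre-GC-like difference turned to -1.47 at resolution 1.2, and the eMBC-like to -1.85 with the stricter cell filter. Pre-GC-like cells had 7 genes called at resolution 0.4 and 495 at 1.2. *Ythdf2* in pre-GC-like over naive-like cells stayed above 0 throughout: 0.83 at resolution 0.4, 0.33 without cell cycle regression and 0.91 with the stricter filter. In early GC-like cells it was 0.43, 0.40 and 0.62 there, 0.41 with log-normalized counts, 0.31 with the other hashtag quantile, 0.34 over 7 hashtags and 0.28 after thinning. *Ythdf1* in pre-GC-like over naive-like cells was 0.73 at resolution 0.4, 0.46 without regression, 0.11 with the stricter filter, 0.45 with the other quantile, 0.37 over 7 hashtags and 0.0074 after thinning. *Ythdf2* over *Ythdf1* was 0.33 in naive-like cells with the stricter filter and 1.14 in eMBC-like cells after thinning. *Ythdf2* over *Ythdf3* was 0.94 in eMBC-like cells at resolution 0.4, 0.36 in naive-like and 0.98 in eMBC-like cells with the stricter filter, and 0.37 in naive-like, 1.16 in early GC-like and 1.30 in plasmablast-like cells after thinning.

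Left-out libraries and mice. Genes called in CD23-DF2fl/fl cells ran from 9 to 67: 22, 33 and 17 without WT replicates 1, 2 and 4, and 11 and 9 without CD23-DF2fl/fl replicates 1 and 2. In Ythdf1-/- cells they ran from 9 (without Ythdf1-/- replicate 1) to 15, and in Ythdf3-/- cells from 14 to 36, with 15 and 14 without WT replicates 1 and 3 and 16 without Ythdf3-/- replicate 2 or 3. Lists called in Ythdf1-/- cells ran from 2 (without WT replicate 3 or Ythdf1-/- replicate 4) to 8. The plasmablast list's adjusted p in Ythdf3-/- cells ran from 0.0205 (without WT replicate 4; 0.0267 without Ythdf3-/- replicate 1) to 0.795. The median of the lower genes in Ythdf1-/- cells ran from -0.43, where it passed without WT replicate 4, to -0.10. The pre-GC-like difference ran from -0.058 (without CD23-DF2+/+ replicate 1) to 1.66 and the eMBC-like from -0.22 (without CD23-DF2fl/fl replicate 2) to 1.24. Genes called in pre-GC-like cells ran from 2 to 55 (7, 2 and 7 without CD23-DF2+/+ replicates 1, 2 and 3, and 55, 4 and 5 without CD23-DF2fl/fl replicates 1, 2 and 3). In early GC-like cells they ran from 234 to 582 (234 without CD23-DF2+/+ replicate 3, 286 without CD23-DF2fl/fl replicate 3), in eMBC-like cells from 75 to 129 (81 and 76 without CD23-DF2+/+ replicates 2 and 3, 75 without CD23-DF2fl/fl replicate 2), and in plasmablast-like cells from 228 (without CD23-DF2+/+ replicate 2) to 598.

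Single genes across left-out libraries. None of these had been called: in CD23-DF2fl/fl cells *Cd40* ran from -0.15 to 0.079, *Ccr6* from -0.30 to 0.16 and *Ythdf3* from -0.24 to 0.45. In Ythdf1-/- cells *Irf4* ran from -0.028 to 0.47, *Xbp1* from -0.058 to 0.091, *Myc* from -0.28 to 0.055, *Bcl6* from -0.14 to 0.19, *Fas* from -0.28 to 0.083, *Ccr6* from -0.17 to 0.37, *Ighd* from -0.10 to 0.37 and *Cd38* from -0.075 to 0.26. In Ythdf3-/- cells *Sdc1* ran from -1.33 to 0.49, *Prdm1* from -1.56 to 0.66 and *Ythdf1* from -0.13 to 0.045.

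Depth limits the low genes: *Sdc1* had 0 to 3 and *Prdm1* 1 to 5 counts in the WT libraries of experiment 1, pre-GC-like cells numbered 297 and 252 in the genotypes, and thinning left out 8.32% and 16.6% of naive-like cells.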

Differences from the paper's values

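Of the tests in this part, the fold threshold of 0.58 for pre-GC genes and the library structure term were chosen after the results were seen. A count is said to differ from the paper's when either is more than 1.5 times the other.

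At the paper's thresholds, 47 genes were higher in CD23-DF2fl/fl libraries here against the paper's 159, and 15 were lower against the paper's 69. Of the alternatives set before the data were examined, DESeq2 as the paper states it (154 and 66) and DESeq2 with its defaults (160 and 72) do not differ from the paper's counts. The others do: DESeq2 size factors in edgeR (52 and 15), upper-quartile scaling (66 and 17), robust edgeR (71 and 21), limma-voom (30 and 10), filterByExpr (64 and 18), no filter (103 and 30), the adjusted p alone (47 and 15), the replicate block (2 and 0) and every library left out in turn (6 to 53 higher, 3 to 14 lower). The deposited table of the authors holds 231 genes past these thresholds, 159 higher and 72 lower, and all genes called here are among them.

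The pre-GC genes, those higher in pre-GC-like cells than in naive-like and eMBC-like cells, numbered 1804 here against the paper's 991, for which the paper states no threshold. Of the alternatives set before the data were examined, DESeq2 (1312), resolution 0.4 (1477) and leaving out CD23-DF2+/+ replicate 2 (1246) are above the paper's count but within 1.5 times of it, while DESeq2 size factors (1863), filterByExpr (1675), resolution 1.2 (2504) and leaving out replicate 1 (1756) or 3 (1590) are not. A fold threshold of 0.58 in both comparisons, chosen after seeing the values, gave 1371, also above the paper's count and within 1.5 times of it; how many of the paper's own genes it drops is unknown, since their list is not in the files.

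The paper counts *Sdc1* and *Prdm1* among the raised genes, where edgeR gave them adjusted p of 0.0640 and 0.0533. DESeq2 as the paper states it calls both (adjusted p = 0.00199 and 0.00457), as do DESeq2 with its defaults, edgeR without a filter and the library structure term. Robust edgeR calls *Prdm1* (adjusted p = 0.0477), and leaving out CD23-DF2fl/fl replicate 3 makes *Sdc1* pass (adjusted p = 0.0465). Over all alternatives the adjusted p ran from 7.4e-04 to 0.393 for *Sdc1* and from 0.00457 to 0.363 for *Prdm1*.

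The paper reports a reduced early GC share in CD23-DF2fl/fl mice from a test on mice. The groups are apart here too, with a difference of -21.2 percentage points, and the exact permutation test over mice cannot fall below 0.0571.

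The paper reports MYC genes raised in CD23-DF2fl/fl cells. In the sorted cells the list's median log2 fold change was 0.31, while in single cells it was -0.15 within early GC-like and -0.39 within plasmablast-like cells.

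The paper reports an antibody-secreting program as raised in Ythdf3-/- cells, from a rank-sum test that takes genes as replicates and a public signature. The list of plasmablast genes used here had a median log2 fold change of 0.01 (adjusted p = 0.431 from camera, 0.883 with an estimated correlation, 0.0205 to 0.883 over the alternatives). At camera's preset correlation it passed without WT replicate 4 (adjusted p = 0.0205) or Ythdf3-/- replicate 1 (adjusted p = 0.0267).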

Other observations

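The test of whether 1 library carries the rise of plasmablast genes was chosen after the result was seen; the split counts and the test for plasmablasts in the sort were written before.

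Genes raised in the sorted CD23-DF2fl/fl cells had medians above 0 within single-cell classes, with few calls in some. Of the 47 genes, 37 were measured in early GC-like cells with a median log2 fold change of 0.51, 30 in the same direction and 14 called (camera p = 6.1e-16, 4.6e-04 with an estimated correlation). In plasmablast-like cells 39 were measured with a median of 0.44, 31 in the same direction and 15 called. In eMBC-like cells 6 of 34 were called (median 0.51), in naive-like cells 3 of 30 (0.24) and in pre-GC-like cells 0 of 32 (0.26). Of the 15 lower genes, 12 were measured in early GC-like cells with a median of -0.12, 8 in the same direction and 4 called (camera p = 0.00256, 0.179 with an estimated correlation), and 7 in pre-GC-like cells with a median of -0.41, 6 in the same direction and 2 called. Early GC-like cells of CD23-DF2fl/fl mice also raised the adaptor gene *Skap1* (2.89, adjusted p = 4.5e-07), the syndecan gene *Sdc4* (2.00, adjusted p = 3.8e-07), *Cd5*, an inhibitor of antigen receptor signaling (1.99, adjusted p = 0.0026), and *Egr3* (1.75, adjusted p = 0.0197, all from edgeR). T cells express *Skap1* and *Cd5* too, and over all cells the T cell gene *Cd3d* was at 2.47 ± 0.991 CPM (SD, n = 4) against 0.771 ± 0.190 (SD, n = 3; exact permutation test, p = 0.0571). *Trac* (p = 0.514), *Cd3e* (p = 0.229) and *Trbc2* (p = 0.229, exact permutation tests) overlapped between genotypes, and the sort gated out CD4 and CD8 positive cells. T cell RNA as a source was not tested. The senescence gene *Cdkn2a* fell (-3.10, adjusted p = 0.0045), and sterol synthesis genes were lower, 3 of 20 over all genes and 3 when adjusted over the list alone (median -0.35, adjusted p = 1.4e-11, 0.355 with an estimated correlation). Naive-like cells of these mice raised the lymphotoxin gene *Lta* (0.94, adjusted p = 1.8e-04) and *Bhlhe40* (1.43, adjusted p = 0.00314).

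In the second experiment the aminopeptidase gene *Rnpep* rose in both knockouts (2.53, adjusted p = 2.4e-07, and 2.67, adjusted p = 1.3e-07). *Comt* rose in Ythdf1-/- cells (1.33, adjusted p = 2.2e-04), and *Tedc1*, a centriole gene, in Ythdf3-/- cells (3.12, adjusted p = 1.2e-05, all from edgeR). MYC-responsive genes had a median log2 fold change of 0.27 in Ythdf3-/- cells, 57 of 64 above 0 and 0 called over all genes or over the list alone (adjusted p = 7.4e-09 from camera, 0.482 with an estimated correlation). Shared calls were 2 upward and 9 downward, where independent lists would share 0.00300 and 0.0144, a value that leaves out the shared WT libraries. With WT libraries split so that none is shared, 2 upward and 4 to 5 downward calls were shared, and *Xist*, *Ddx3y*, *Eif2s3y* and *Kdm5d* among the shared genes are sex-linked.

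Plasmablasts among the sorted FAS+ GL-7+ cells are a candidate explanation for the rise of plasmablast genes, since the sort does not exclude them. The list's fold changes followed the ratio of plasmablast-like to early GC-like cells over 42 members (r = 0.673, Spearman 0.754). Within early GC-like single cells the called members had a median log2 fold change of 0.740 (SD 0.617, 5 measured, 1 called), against 3.48 in the sorted cells. *Tent5c* carries that median, and *Irf4* and *Xbp1* had 0.10 and 0.02 there, so that the test leaves open both a larger share of plasmablasts and a rise within cells. *Irf4* and *Xbp1* also name the plasmablast-like class. Cells that strongly raise them can be clustered outside the early GC-like class, which limits what their values there can show. Other experiments of the paper bear on this. It reports more IRF4-high cells among activated CD138-negative cells without YTHDF2, and more IRF4 protein per cell. It also reports a higher ratio of secreted to membrane IgM transcripts in sorted FAS+ GL-7+ cells, and reads these as cells that had not become plasmablasts. T cell markers were higher as well (median 2.67), although the sort gated out CD4 and CD8 positive cells, and no source of them was tested.

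Whether 1 library carries the rise was tested without CD23-DF2fl/fl replicate 2, the highest library: the plasmablast list kept a median log2 fold change of 0.47 (0.467 to 3 digits) (0.90 with all libraries) and an adjusted p of 3.1e-15 from camera, 0.118 with an estimated correlation and 0.0301 from fry. A smaller rise thus remains without that library. Camera's preset p decides little here, since groupings that mix genotypes also reach small values. CD23-DF2fl/fl replicates 1 and 2 grouped with WT replicate 4 gave a -log10 p of 14.3 for this list. With an estimated correlation the list did not pass, so how much of the rise that library carries is left open.

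Other splits of the same samples show how often an arbitrary grouping gives as much. The real split counts among the 35, so 1 of 35 is the lowest share a test can reach. Over many such tests a first rank can arise by chance. In the CD23-DF2fl/fl comparison 2 of 35 splits called as many genes as the genotype (62; highest other 576) and 5 of 35 as many lists (13; highest other 18), so chance is not excluded for either count. The split with 576 genes sets WT replicates 3 and 4 and CD23-DF2fl/fl replicate 1 against the rest, shares 0 genes with the genotype's calls, and points to a structure of the libraries, in which mitochondrially encoded genes differ by a median of -1.33. With it as a term, 16 of 43 plasmablast genes rose (24 when adjusted over the list alone). In Ythdf1-/- cells the real split ranked first for genes (1 of 35: 16, highest other 2), not for lists (12 of 35: 6, highest other 10). Only the real split of experiment 2 parts the sexes, and 3 of these 16 genes lie on the Y and 1 on the X chromosome. Sex alone could thus put it first for genes, so this rank says nothing about the knockout. In Ythdf3-/- cells it ranked first for neither genes (3 of 35: 26, highest other 192) nor lists (13 of 35: 9, highest other 16). The split with 192 genes is several times the real count and points to a structure there too. Of the 8 splits that part all 4 pairs of the same number, a pairing that no label states, the real one called most genes (highest other 1), while 3 called as many lists (highest other 12). Here too sex alone could put the real split first for genes, since 4 of its 26 calls lie on the Y and 1 on the X chromosome. For the genes changed without *Ythdf2*, the median of the lower genes was largest in size in the real split in Ythdf1-/- (1 of 35: 0.327, highest other 0.307) and in Ythdf3-/- cells (1 of 35: 0.731, highest other 0.623). In Ythdf1-/- cells the margin is small and 9 of the 15 genes share the direction. The list did not pass there by camera (p = 0.0853, 0.457 with an estimated correlation) or by fry (p = 0.473), so chance is not excluded. The median of the higher genes was not largest in the real split, in Ythdf1-/- (17 of 35: 0.152, highest other 0.480) or Ythdf3-/- cells (13 of 35: 0.374, highest other 0.741). Nor was the gap between the medians of higher and lower genes, in Ythdf1-/- (6 of 35: 0.479, highest other 0.668) or Ythdf3-/- cells (4 of 35: 1.10, highest other 1.36). Among the 8 splits that part all 4 pairs of WT and Ythdf3-/- libraries, the real one had the highest median of the higher genes (0.374, highest other 0.263), of the lower genes (0.731, highest other 0.503) and gap (1.10, highest other 0.705), and 8 splits are too few for a share under 0.05.

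In single cells, naming the classes anew in each mouse cannot test the pre-GC genes against chance (1804, highest other 1376), since clustering makes any naming that is the same in all mice give many genes. Between genotypes the real split called most genes in naive-like (1 of 35: 70, highest other 28), early GC-like (1 of 35: 450, highest other 92), eMBC-like (1 of 35: 122, highest other 55) and plasmablast-like cells (1 of 35: 449, highest other 10). It did not in pre-GC-like cells (2 of 35: 18, highest other 43).

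Of the lists given nowhere above, none passed camera in CD23-DF2fl/fl sorted cells except B cell positioning (median 0.27, 1 of 18 higher over all genes, 2 over the list alone, adjusted p = 0.0135, 0.199 with an estimated correlation). The medians were 0.04 for oxidative phosphorylation, 0.20 for early memory, -0.09 for antigen presentation, -0.11 for m6A enzymes and readers, -0.05 for deadenylation, -0.09 for immediate early genes, 0.01 for NF-kB, 0.24 for the BCL-2 family, -0.13 for class switching, 0.21 for the amino acid response, 0.06 for heat shock and 0.10 for mitochondrially encoded genes. They were -0.07 for macrophage, 0.53 for dendritic, 0.52 for erythroid and -0.38 for stromal markers, 0.01 for RNA-binding families and -0.00 for ribosomal proteins. Neutrophil markers had 0 and natural killer markers 2 measured genes and were not tested.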
